# Short-term disruption of TGF-**β** signaling in adult mice renders the aorta vulnerable to hypertension-induced dissection

**DOI:** 10.1172/jci.insight.182629

**Published:** 2025-02-11

**Authors:** Bo Jiang, Pengwei Ren, Changshun He, Mo Wang, Sae-Il Murtada, María Jesús Ruiz-Rodríguez, Yu Chen, Abhay B. Ramachandra, Guangxin Li, Lingfeng Qin, Roland Assi, Martin A. Schwartz, Jay D. Humphrey, George Tellides

**Keywords:** Cell biology, Vascular biology, Cardiovascular disease, Extracellular matrix, Hypertension

## Abstract

Hypertension and transient increases in blood pressure from extreme exertion are risk factors for aortic dissection in patients with age-related vascular degeneration or inherited connective tissue disorders. Yet, a common experimental model of angiotensin II–induced aortopathy in mice appears independent of high blood pressure, as lesions do not occur in response to an alternative vasoconstrictor, norepinephrine, and are not prevented by cotreatment with a vasodilator, hydralazine. We investigated vasoconstrictor administration to adult mice following 1 week of disrupted TGF-β signaling in smooth muscle cells (SMCs). Norepinephrine increased blood pressure and induced aortic dissection by 7 days and even within 30 minutes (as did angiotensin II) that was prevented by hydralazine. Initial medial injury manifested as blood extravasation among SMCs and fibrillar matrix, progressive delamination from accumulation of blood, and stretched or ruptured SMCs with persistent attachments to elastic fibers. Altered regulatory contractile molecule expression was not of pathological importance. Rather, reduced synthesis of extracellular matrix yielded a vulnerable aortic phenotype by decreasing medial collagen, most dynamically basement membrane–associated multiplexin collagen, and impairing cell-matrix adhesion. We conclude that transient and sustained increases in blood pressure can cause dissection in aortas rendered vulnerable by inhibition of TGF-β–driven extracellular matrix production by SMCs.

## Abstract 2

Transient and sustained increases in blood pressure cause dissection in aortas rendered vulnerable by inhibition of TGFβ-driven extracellular matrix production by smooth muscle cells.

## Introduction

The aorta, as the largest artery in the body subjected to the highest mechanical loads, requires the greatest mechanical strength of any blood vessel. Its complex multilaminar structure can often withstand even supraphysiological loads when constituent cells and extracellular matrix (ECM) exhibit normal organization and function. Rarely, a normal aorta will rupture when acted upon by excessive mechanical stress, as, for example, due to severe blunt trauma. More commonly, structural failure of the aortic wall occurs in response to increased blood pressure within the context of mural defects, typically age-related medial degeneration, local wall thinning secondary to aortic dilatation, or inherited connective tissue disorders. A constellation of life-threatening conditions, including dissection and rupture, termed acute aortic syndrome, results when mechanical stress exceeds wall strength (1). Wall strength is not measured by clinical diagnostic techniques and this lack of knowledge markedly limits our ability to predict complications (2, 3). Thus, the concept of a vulnerable aorta, although challenging to quantify, deserves greater attention.

Experimental models of aortic dissection and rupture have contributed substantially to understanding aorta pathophysiology. A common model is chronic infusion of angiotensin II (AngII) in WT or hyperlipidemic mice because of the simplicity of its design. Infusion of AngII at high rates increases blood pressure and, in a subset of animals, leads to aortic dilatation, dissection, or rupture (4). Yet, aortic lesions do not result after similar pressure elevations induced via infusion of an alternative vasoconstrictor, norepinephrine (NE), and AngII-mediated aortic disease is not prevented by cotreatment with a vasodilator, hydralazine (5, 6). These observations have been interpreted by many in the scientific community as high blood pressure not contributing to aortic dissection and rupture. Given clinical evidence to the contrary, an alternative explanation is that pharmacologically induced hypertension need not injure aortas in the absence of underlying medial vulnerabilities and that, unlike AngII, NE does not induce critical sensitizing mural defects. Indeed, 28-day infusion of NE results in dissection of compromised aortas in *Tgfbr1*-deficient female mice (7), although long-term studies cannot differentiate chronic toxicity via aortic smooth muscle cell (SMC) adrenergic receptors from injury resulting from high blood pressure alone, nor can immediate consequences of medial bleeding be distinguished from effects of subsequent inflammation and vessel wall repair.

We, and others, are interested in roles of TGF-β in aortic development, homeostasis, and disease. Pathogenic variants in genes encoding TGF-β receptors, ligands, and signaling effectors associate with Loeys-Dietz syndrome, a genetic connective tissue disorder predisposing to severe aortopathy (8). Germline deletions in mice of *Tgfbr1* or *Tgfbr2*, encoding TGF-β type I and II receptors, respectively, result in embryonic lethality due to vascular defects, even when restricted to SMC lineages (9, 10). Conditional disruption of TGF-β signaling in SMCs of the developing aorta of 3- to 6-week-old mice results in aortic thickening, dilatation, and dissection (11–13). Yet, little is known about the role of TGF-β in homeostasis of the mature aorta following completion of early postnatal growth, ECM deposition, and acquisition of SMC contractile phenotype.

This study demonstrates that short-term disruption of TGF-β signaling in SMCs of adult mice predisposes to aortic dissection induced by high blood pressure within 7 days of constant infusion and even within 30 minutes of boluses of AngII or NE. Prevention of blood pressure elevation by hydralazine abrogated medial injury. This vulnerable aortic phenotype results from decreased ECM production within the media and impaired cell-matrix adhesion, although persistent cell membrane–elastin attachments likely contribute to traction on and rupture of SMCs. The loss within days of certain collagens, including type XVIII, and certain elastic fiber components, such as microfibrillar-associated protein 4, was unanticipated in view of the far longer half-life for total collagen and negligible elastin turnover in the normal adult aorta.

## Results

### Short-term disruption of TGF-β signaling in SMCs of normotensive adult mice does not induce overt aortopathy.

We disrupted TGF-β signaling in SMCs of adult mice using a conditional gene deletion strategy that targeted both *Tgbfr1* and *Tgfbr2* to avoid possible aberrant signaling from alternate receptor pairs (14, 15). Compound mutants with Cre recombinase fused to a modified estrogen receptor under control of the *Myh11* promoter enabled SMC specificity (16), while the *mT/mG* reporter allowed identification of cells with transgene recombination by GFP expression (17). Cre activity was induced by tamoxifen administration to 11-week-old *Tgfbr1^fl/fl^* *Tgfbr2^fl/fl^* *Myh11-CreER^T2^* *mT/mG* mice for 5 days, hereafter designated Tgfbr1/2^iSMCKO^. Control littermates were injected with corn oil vehicle (designated Tgfbr1/2^+/+^); other controls with intact TGF-β signaling included C57BL/6J (designated B6 WT) and tamoxifen-induced *Myh11-CreER^T2^* *mT/mG* (designated GFP^iSMC^) mice. Within 7 days of starting tamoxifen (or 2 days after the last dose), 12-week-old Tgfbr1/2^iSMCKO^ mice selectively expressed GFP in most medial cells and demonstrated disrupted TGF-β signaling, as evidenced by decreased phosphorylation of Smad2 (p-Smad2) in aortas in vivo and *Myh11* lineage–marked SMCs in vitro (Figure 1, A–C). Latent and active forms of TGF-β in the medial layer did not change or decreased (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.182629DS1). Blood pressure remained unaltered based on tail-cuff measurement, ascending aorta size was unchanged on ultrasound examination, and there was no evident pathology on gross inspection or histological analysis (Figure 1, D–G). In contrast, when TGF-β signaling was disrupted in 4-week-old mice via tamoxifen induction (with similar efficiency of Cre recombination in greater than 90% of SMCs as adult animals), 75% of the Tgfbr1/2^iSMCKO^ mice developed aneurysms, intimomedial tears, and dissection of the thoracic aorta over a 4-week period (Supplemental Figure 2), similar to previous results with deletion of *Tgfbr2* alone (11). Recalling that the aorta matures biomechanically by 8 weeks of age (18), short-term disruption of TGF-β signaling in SMCs of mature aortas does not result in observable aortic disease.

### Continuous infusion of NE induces aortic dissection in adult Tgfbr1/2^iSMCKO^ mice.

We investigated whether blood pressure elevation independent of exogenous AngII infusion exposes underlying structural vulnerabilities by infusing 12-week-old Tgfbr1/2^iSMCKO^ mice at a pressor dose of NE known not to induce injury of nonvulnerable aortas (5, 6). A relatively short infusion duration of 7 days was implemented because mild hemorrhagic lesions of the aorta can resolve with few visible sequelae after the longer durations commonly employed in experimental studies (e.g., 28 days) and dissections rarely occur late during this extended period (6, 19). Continuous infusion of NE at 3.88 μg/kg/min for 7 days using an s.c. osmotic minipump increased blood pressure, but to a lesser degree than AngII infusion at the standard dose of 1 μg/kg/min (Figure 2, A and B). Examination under a dissecting microscope after saline flush of luminal blood revealed focal hematomas of the ascending aorta and aortic arch, occasionally extending into the descending thoracic aorta, in 5.6% of saline-, 51.1% of NE-, and 100% of AngII-infused Tgfbr1/2^iSMCKO^ mice (Figure 2, C and D). All 81 saline- and NE-infused animals survived, whereas 3 out of 21 AngII-infused animals died between 3 and 6 days and were confirmed to have ruptured descending thoracic aortas with accumulation of intracavitary blood (Supplemental Figure 3, A and B). Histological analysis verified the hemorrhagic lesions of ascending aortas as dissections, defined as blood extravasation into the media (Figure 2E). Yet, not all intimomedial tears visible by histology associated locally with mural hematomas or medial dissection (Supplemental Figure 3C). We confirmed that NE infusion for 7 days did not result in hemorrhagic lesions in 12-week-old B6 WT mice (Supplemental Figure 3D). In summary, even NE-induced hypertension caused aortopathy in adult Tgfbr1/2^iSMCKO^ mice but not in age- and sex-matched mice with intact TGF-β signaling.

### Bolus injection of NE induces immediate aortic dissection in adult Tgfbr1/2^iSMCKO^ mice.

To determine whether short-term disruption of TGF-β signaling was sufficient for aortic dissection triggered by elevated blood pressure or whether NE-mediated remodeling of the aorta was also necessary for disease susceptibility, the duration of NE infusion was reduced in steps. In pilot experiments, hematomas occurred in 2 out of 3 aortas at 2 days, 3 out of 4 aortas at 1 day, and 3 out of 4 aortas at 12 hours of NE infusion. We then tested effects of single i.p. injections of NE at a dose of 1.28 mg/kg known to elevate blood pressure acutely in mice (20). Central blood pressure monitoring by invasive catheter via the right carotid artery revealed a rapid increase in blood pressure, peaking within 5 minutes and remaining elevated over 30 minutes, although at lower levels than that induced by single i.p. injection of AngII at a pressor dose of 0.64 mg/kg (20) (Figure 3, A and B, and Supplemental Figure 4, A and B). Examination under a dissecting microscope revealed hematomas of the ascending aorta and/or aortic arch in 0% of saline-, 52.9% of NE-, and 69.2% of AngII-infused Tgfbr1/2^iSMCKO^ mice after 30 minutes (Figure 3, C and D). The hemorrhagic lesions were limited in extent and there were no immediate deaths after boluses of vasoconstrictors. Histology confirmed medial dissection (Figure 3E). Concomitant treatment with a vasodilator, hydralazine at 10 mg/kg i.p., prevented NE-induced pressure elevations and aortic dissections over 30 minutes (Supplemental Figure 4, C–E). Hydralazine did not block blood pressure responses to AngII, however, possibly because of greater vasoconstrictor responses at the doses tested (Supplemental Figure 4F); effects on aortic dissection by this combination of agents were not investigated. Thus, short-term disruption of TGF-β signaling was sufficient to render the aortas vulnerable to dissection induced by high blood pressure independent of possible NE-mediated aortic remodeling.

### Increasing medial delamination associates with traction on and rupture of SMCs.

Dissected aortas after vasoconstrictor infusion for 30 minutes were examined further to define immediate histopathological outcomes prior to time-dependent responses to injury, such as apoptosis, inflammation, and fibrosis. Specimens were perfusion-fixed at physiological pressure to straighten the medial laminae (Supplemental Figure 5); because this process could cause distension artifacts, we examined both pressure-fixed and unpressurized specimens. Partial tears through the intima and subjacent media marked by thrombus served as entry sites for blood extravasation into the media, but an intact external elastic lamina and adventitia prevented free rupture (Supplemental Figure 6, A and B). Confocal studies with reagents specific for SMC cytoskeleton, RBCs, and elastin revealed disease heterogeneity, with blood tracking circumferentially and axially from intimomedial entry tears along the outer laminae while sparing inner laminae (Figure 4, A–E). Nonwidened laminae consisted of tightly packed SMCs bordered by elastic fibers. In moderately widened laminae there was separation of neighboring SMCs from each other with intervening RBCs; the long axis of SMCs changed from circumferential to radial with persistent attachment to ill-defined extensions of elastic laminae (intralaminar elastic fibers). In contrast, markedly widened laminae were filled with RBCs amid infrequent SMC fragments. Similar heterogeneous effects were found with alternative reagents labeling SMC plasma membrane and collagen; these components lined elastic fibers in areas without dissection, while individual or small groups of RBCs infiltrated between SMCs and fibrillar matrix in laminae with mild dissection and SMC membrane fragments adhered to elastic fibers in regions with marked delamination (Figure 4, F–J). Transmission electron microscopy confirmed displacement of SMCs by RBCs with residual cell and matrix fragments attached to widened laminae but unremarkable relationships of SMCs with elastic and collagen fibers in adjacent non-widened laminae (Figure 4, K and L). In contrast with hemorrhagic aortic lesions, circumferentially oriented SMCs were uniformly attached to ECM and neighboring cells in aortas prior to NE administration or without dissection despite pharmacologically induced pressure elevation (Supplemental Figure 6, C and D). Combining a series of images at different focal planes (*Z*-stack) enhanced visualization of progressive medial delamination by intralaminar accumulation of blood, radial reorientation and rupture of SMCs, and persistent attachment of cells and cell fragments to elastic fibers (Supplemental Figure 7). These findings suggest underlying TGF-β–dependent defects in cell-cell or cell-matrix adhesion as well as contractility or cytoskeletal strength, respectively.

### Short-term disruption of TGF-β signaling does not impair bulk mechanical properties.

We investigated whether vulnerability of the aortic wall following TGF-β disruption and 7 days of NE infusion related to changes in bulk structural or material properties. Passive testing (i.e., without sustained SMC contractility) of ascending aortas was performed ex vivo using a computer-controlled multiaxial device (21). Vessel segments did not leak when extended axially and pressurized over physiological ranges, implying overall structural integrity. Most biomechanical metrics remained similar despite the presence of small dissections in a subset of aortas from NE-infused animals (Figure 5, A and B). A modest decrease in axial stretch and distensibility of aortas from NE-infused Tgfbr1/2^iSMCKO^ mice suggested modest elastic fiber breaks or accumulation of nonelastic material such as glycosaminoglycans, blood, or debris. Elastic energy storage, a key function of the aortic wall stemming primarily from intact elastic laminae, was yet unchanged. The minimal differences in mechanical properties were also illustrated by overlapping pressure-radius (structural behavior) and stress-stretch (material behavior) curves (Figure 5C). Active testing (i.e., during induced SMC contractility) revealed decreased ex vivo responses to phenylephrine in ascending aortas of NE-infused Tgfbr1/2^iSMCKO^ mice, suggesting desensitization to adrenergic stimuli rather than global impairment in contractile function, as KCl responses were not affected (Figure 5, D and E). Although biomechanical properties averaged over an entire vessel segment showed only small differences after short-term disruption of TGF-β signaling, this does not exclude local microdefects with a potential to initiate and propagate aortic dissection in response to a hypertensive stimulus.

### Disrupted TGF-β signaling alters transcription of ECM and contractile molecules.

To identify transcriptional responses associated with short-term disruption of TGF-β signaling and vulnerability to hemodynamic stresses, we performed whole transcriptome profiling. Bulk RNA sequencing (RNA-seq) of thoracic aortas from 12-week-old Tgfbr1/2^iSMCKO^ versus B6 WT mice revealed 840 differentially expressed genes with greater than 2-fold change, including an ECM (*Col15a1*) and a regulatory contractile (*Mylk4*) transcript as the most significantly downregulated (Supplemental Figure 8A). Gene ontology profiling identified cell adhesion and ECM among overrepresented terms (Supplemental Figure 8B). Since analysis of whole aortic tissue may be confounded by transcript expression from nonrecombined SMCs and cell types other than SMCs, we analyzed isolated cells after cryophilic enzyme digestion at 4°C to prevent cell stress artifacts (22). 

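SMCs that express GFP because Cre recombinase was active in *Myh11* lineage–marked cells were sorted from 3 GFP iSMC mice and 3 Tgfbr1/2 iSMCKO mice at 12 weeks of age, separately from the ascending/arch and the descending thoracic segments. This gave 12 libraries in 4 groups of 3 animals, with 9208 to 20000 sorted cells per library. The GFP iSMC mice carry the inducible Cre and the fluorescent reporter without floxed receptor alleles, so that in these libraries the mouse line and the deletion go together. By the paper's methods, tamoxifen was given at 2 mg/d for 5 days from 11 weeks of age, or at 1 mg/d for a subgroup induced at 4 weeks of age. The labels of the libraries name both doses and both ages, and the paper's values for 11 weeks were taken for all libraries. The labels can also be read as a dose and an age for each genotype. In that case dose, age at induction, and time since tamoxifen would go together with the deletion as well. The authors aligned the reads with HISAT2 to GRCm38, quantified the GENCODE M15 gene models with StringTie and deposited a whole-number count for each of 52636 genes, without normalization. StringTie estimates the coverage of transcripts, and the paper's text does not name the step from coverage to counts, so the counts are not a direct tally of fragments. Total counts per library ranged from 25007747 to 31392396 in GFP iSMC SMCs (median 28000139) and from 20467027 to 30354994 in Tgfbr1/2 iSMCKO SMCs (median 24941635.5). Counts were scaled with edgeR's TMM factors, and the 22320 genes that passed edgeR's filter on low counts were compared between genotypes with its quasi-likelihood test, with segment as a covariate and Benjamini-Hochberg adjustment. Levels are given as CPM, counts scaled to a common library size with these factors. Because both libraries of an animal are not independent mice, the counts of the segments were also summed per animal and 3 animals were compared with 3.

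For the deleted genes, the differences between genotypes were small and did not pass an adjusted p of 0.05. *Tgfbr1* (ENSMUSG00000007613.15; GRCm38 chromosome 4, 47353222 to 47414931) was at 259 ± 29.0 CPM in ascending/arch and 211 ± 23.6 CPM in descending GFP iSMC SMCs, and at 246 ± 48.8 CPM and 257 ± 15.8 CPM in the same segments of Tgfbr1/2 iSMCKO SMCs (mean ± SD, n = 3 animals each). *Tgfbr2* (ENSMUSG00000032440.13; chromosome 9, 116084293 to 116175360) was at 113 ± 12.8 CPM and 99.3 ± 11.3 CPM in GFP iSMC SMCs and at 98.6 ± 3.54 CPM and 79.4 ± 10.2 CPM in Tgfbr1/2 iSMCKO SMCs. The log2 fold change between genotypes was 0.10 (SE 0.12, adjusted p = 0.790) for *Tgfbr1* and −0.26 (SE 0.11, adjusted p = 0.233, unadjusted p = 0.0304) for *Tgfbr2*. Within each segment, the 3 Tgfbr1/2 iSMCKO libraries lay below the 3 GFP iSMC libraries for *Tgfbr2*. A count per gene does not tell the deleted exons from the remaining ones, so these values do not measure recombination.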

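Of the 22320 genes tested, 596 had an adjusted p under 0.05 and a change of more than 2-fold between GFP iSMC and Tgfbr1/2 iSMCKO SMCs over the 12 libraries. Of these, 366 were lower and 230 were higher in Tgfbr1/2 iSMCKO SMCs, so that 61.4% were lower. The split depended on the scaling, since with library size in place of TMM factors 296 genes were lower and 321 were higher (48.0% lower), while the median log2 fold change of all tested genes moved from 0.04 to 0.16. With counts summed per animal, 254 genes were lower and 126 were higher, of which 239 and 114 were among the 366 and the 230. In 281 of the lower and 144 of the higher genes, all 6 Tgfbr1/2 iSMCKO libraries lay on one side of all 6 GFP iSMC libraries. Of all 22320 genes tested, 980 were separated in this way, which random order of 12 independent libraries gives for 0.216% of genes. Because the libraries of an animal are not independent, the share expected by chance can be larger than this. The alternative that moved the counts most was a test against the 2-fold change itself, with 99 genes lower and 38 higher.

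The paper names 17 ECM genes for these cells: *Col1a1*, *Col1a2*, *Col3a1*, *Col4a2*, *Col4a5*, *Col5a2*, *Col15a1*, *Col18a1*, *Eln*, *Mfap4*, *Fbln5*, *Lox*, *Plod2*, *Ccn2*, *Sparc*, *Mgp*, and *Bgn*. All 17 were lower past both thresholds, over the 12 libraries and with counts summed per animal, and against the 2-fold change itself 14 were. Their log2 fold changes ranged from −6.62 for *Col15a1* to −1.14 for *Col18a1*, with a median of −1.96. Together they held 2.31% ± 0.194 of the counts in GFP iSMC libraries and 0.476% ± 0.0349 in Tgfbr1/2 iSMCKO libraries (mean ± SD over 6 libraries from 3 animals).

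*Col3a1* (ENSMUSG00000026043.18; GRCm38 chromosome 1, 45311538 to 45349706) fell from 1310 ± 128 CPM to 270.1 ± 8.05 CPM in ascending/arch SMCs and from 1180.3 ± 43.6 CPM to 229 ± 8.43 CPM in descending SMCs (mean ± SD, n = 3 animals per group here and below), a log2 fold change of −2.32 (SE 0.08, adjusted p = 1.5e-09). *Eln* (ENSMUSG00000029675.12; chromosome 5, 134702593 to 134747323) fell from 1318 ± 61.9 CPM to 85.0 ± 14.7 CPM and from 1281 ± 165 CPM to 65.7 ± 22.0 CPM in the same segments (log2 fold change −4.12, SE 0.17, adjusted p = 1.03e-08). *Col15a1* (ENSMUSG00000028339.17; chromosome 4, 47208161 to 47313167), which ends 40054 bases before the floxed *Tgfbr1*, fell from 298 ± 36.7 CPM to 3.03 ± 1.60 CPM and from 176 ± 22.6 CPM to 1.82 ± 1.32 CPM (log2 fold change −6.62, SE 0.45, adjusted p = 1.22e-06). *Ccn2* (ENSMUSG00000019997.11; chromosome 10, 24595442 to 24598683), labelled *Ctgf* in the paper's figures, fell from 5649 ± 510.1 CPM to 114 ± 83.1 CPM and from 5583 ± 1737 CPM to 98.2 ± 81.4 CPM. Its log2 fold change of −5.73 (SE 0.48, adjusted p = 7.8e-06) lay between −6.54 and −5.33 when each animal was left out in turn. The smallest change was that of *Col18a1* (chromosome 10, 77052178 to 77166548), from 668 ± 14.0 CPM to 335 ± 6.15 CPM and from 787 ± 117 CPM to 323 ± 21.4 CPM (log2 fold change −1.14, SE 0.10, adjusted p = 7.8e-06). Of the other genes marked in Figure 6A, *Pmepa1* had a log2 fold change of −3.23 (SE 0.11, adjusted p = 1.5e-09) and *Elmo1* one of 2.62 (SE 0.17, adjusted p = 6.49e-07).

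Among genes with a mean of at least 100 counts and separated libraries, the 5 largest falls were those of *Gm14326*, *Gm14325*, *Col15a1*, *Ccn2*, and *Gm6969*. *Gm14326* had no counts in Tgfbr1/2 iSMCKO SMCs and was at least 67.4-fold lower, and *Gm14325* had 11.4 ± 2.09 CPM in GFP iSMC libraries and at most 6 counts in a Tgfbr1/2 iSMCKO library (mean ± SD, 6 libraries from 3 animals). The 5 largest rises, with log2 fold changes from 2.97 to 6.59, were those of *Gm4864*, *Gm10093*, *Neu2*, *6330403K07Rik*, and *Adhfe1*. With counts summed per animal *Neu2* did not pass 0.05 (adjusted p = 0.0553), and with each animal left out in turn the log2 fold change ranged from 2.72 to 4.30 for *Neu2* and from 2.42 to 3.53 for *6330403K07Rik*. *Gm4864*, *Gm10093*, and *Gm6969* are annotated as processed pseudogenes, whose reads can be shared with the genes they derive from, and 39 of the 596 genes carry a pseudogene annotation.

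**Figure D1:**
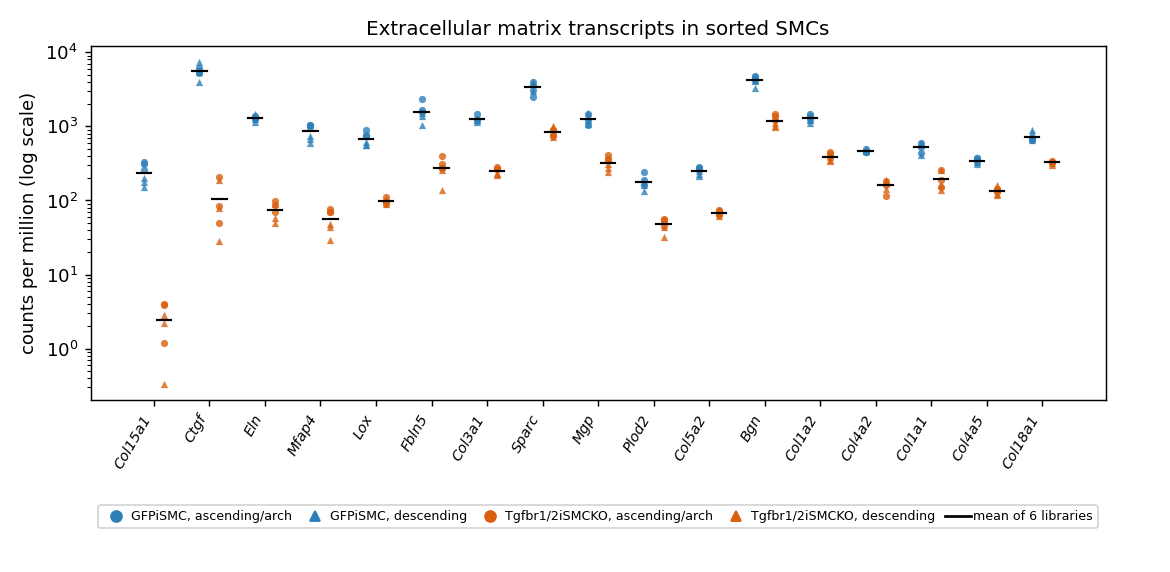
CPM on a log axis of the 17 ECM genes in each of the 12 libraries of sorted SMCs, ordered by log2 fold change, with circles for ascending/arch and triangles for descending segments and black lines for the mean of 6 libraries. For each gene the 6 Tgfbr1/2 iSMCKO libraries lie below the 6 GFP iSMC libraries.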

Bulk RNA-seq of *Myh11* lineage–marked SMCs from 12-week-old Tgfbr1/2^iSMCKO^ versus GFP^iSMC^ mice showed 597 differentially expressed genes, of which most were downregulated, including those for diverse ECM components — fibrillar (e.g., *Col1a2*, *Col3a1*) and nonfibrillar (e.g., *Col15a1*, *Col18a1*) collagens, elastic fibers and microfibrils (e.g., *Eln*, *Mfap4*), basement membrane (e.g., *Col4a2*, *Col4a5*), enzymes for ECM organization (e.g., *Lox*), matricellular molecules (e.g., *Ccn2*), and various proteoglycans (e.g., *Bgn*) — as well as regulatory contractile molecules (e.g., *Mylk4*) (Figure 6A). Gene ontology enrichment analysis again identified ECM and cell adhesion themes predominating among overrepresented terms (Figure 6B). 

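Lists of genes took the place of the ontology terms, each tested for a shift of its genes between genotypes against all other tested genes with limma's camera at an inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 19 lists. The 40 collagen genes tested had a median log2 fold change of −0.56 (adjusted p = 5.05e-25). Past both thresholds, 9 of them were lower, of which 8 are among the genes that the paper names, and 0 were higher, and 22 of the 40 had an unadjusted p under 0.05. Adjusted over the list alone, 20 collagen genes had an adjusted p under 0.05, and adjusted over all genes tested, 15 did. The list of the 17 ECM genes named by the paper was lower with an adjusted p of 5.44e-183, but the study chose it on these libraries, so neither this value nor the 17 genes past 0.05 adjusted over the list alone is independent evidence. For 37 genes of the Mmp, Adamts, and Timp families, 4 were lower and 2 were higher past both thresholds, 8 had an adjusted p under 0.05 both adjusted over the list alone and over all genes, and the list as a whole had an adjusted p of 0.256 (median log2 fold change −0.09). The 11 laminin genes had a median log2 fold change of −0.24 (adjusted p = 0.151), with 0 genes past 0.05 by either adjustment and 3 with an unadjusted p under 0.05. The 10 TGF-β response genes, which include *Ccn2* and *Pmepa1*, had a median log2 fold change of −0.77 (adjusted p = 4.79e-14), with 5 genes past 0.05 adjusted over the list alone and 3 over all genes. Past both thresholds 3 were lower, 2 of them named by the paper. With the inter-gene correlation estimated from the data, the calls for the ECM, collagen, and TGF-β response lists held (adjusted p = 2.31e-08, 1.04e-05, and 0.000266), and they also held with fry (6.23e-12, 4.55e-08, and 6.36e-07). With fry, the adjusted p was 0.0349 for the laminins and 0.0193 for the proteinases and their inhibitors.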

Changes in gene expression were similar in SMCs from ascending/arch and descending thoracic segments (Supplemental Figure 8C). 

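With the 4 groups of genotype and segment fitted as separate means, 181 genes were lower and 76 were higher past both thresholds in ascending/arch Tgfbr1/2 iSMCKO SMCs, and 222 were lower and 95 were higher in descending ones. In both segments 137 genes were lower and 43 were higher, and 0 were past the thresholds in opposite directions. All 596 genes past the thresholds over the 12 libraries changed in the same direction in each segment. They were chosen on both segments together, which favors equal directions, so this is not independent evidence of similar change. A test of the difference between the segments themselves gave 0 genes with an adjusted p under 0.05, while 659 genes (2.95%) had an unadjusted p under 0.05. With DESeq2 in place of edgeR that test gave 7 genes. Across the 22320 genes, Pearson's r between the log2 fold changes of the segments was 0.340, and Spearman's rho was 0.268. For genes with a mean of at least 50 counts r was 0.619, and for the 596 genes, which were chosen on the same libraries, it was 0.936. Genes are not independent replicates and both segments come from the same animals. When each animal was left out in turn, r over all tested genes fell to between 0.225 and 0.308, with the lowest value without replicate 3 of GFP iSMC. The counts within a segment also fell in each of the 6 fits that left out one animal. These gave 92 to 156 lower genes in ascending/arch and 104 to 217 in descending SMCs, the lowest without GFP iSMC replicate 2 and GFP iSMC replicate 1. Such fits compare fewer libraries, so reliance on single animals and the smaller sample cannot be told apart. The 17 ECM genes had a median log2 fold change of −1.95 in ascending/arch and −2.01 in descending SMCs, and 1 of them had an unadjusted p under 0.05 for the difference between segments.

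**Figure D2:**
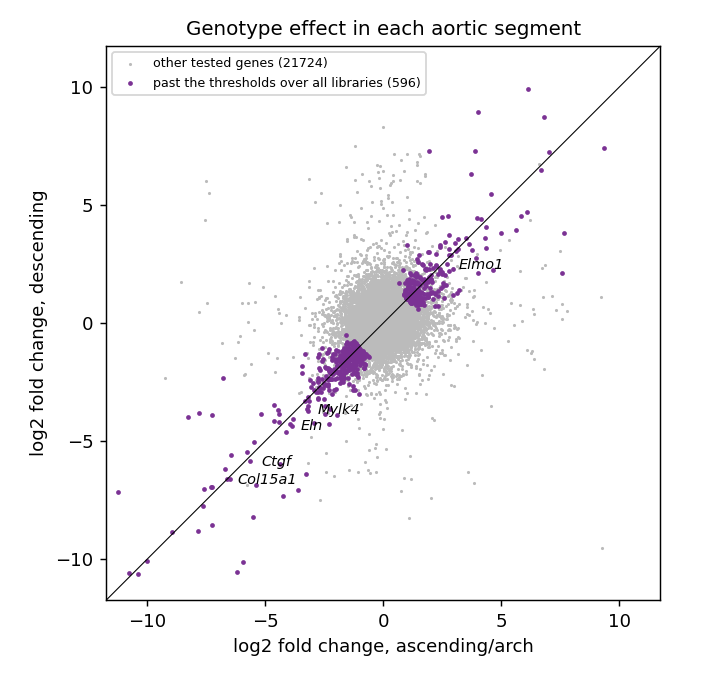
Log2 fold change of Tgfbr1/2 iSMCKO against GFP iSMC SMCs in descending (vertical axis) and ascending/arch segments (horizontal axis), with each point a gene and the diagonal line marking equal change. Genes past both thresholds over the 12 libraries are in purple (596), the other tested genes in gray (21724), and all purple points have the same sign on both axes. The purple genes were chosen on both segments together, which favors equal signs.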

The differential expression of genes in isolated SMCs only partially overlapped with that of aortas, however, because expression of many ECM molecules (but not *Col15a1* and *Col18a1*) predominated in fibroblasts and thus confounded whole tissue analysis (Supplemental Figure 8, D–F). Single-cell RNA-seq analysis of *Myh11* lineage–marked SMCs from ascending/arch segments revealed a primary partition of populations by TGF-β signaling state and further clustering of cells within each experimental condition (Figure 6, C and D). Gene expression of selected ECM and regulatory contractile molecules, quantified as differentially expressed by bulk RNA-seq, also showed clear separation by experimental condition in single-cell RNA-seq analysis, demonstrating ubiquitous effects of TGF-β signaling disruption among SMC subpopulations (Figure 6E). The predominant loss of transcripts in SMCs from Tgfbr1/2^iSMCKO^ versus GFP^iSMC^ mice was unlikely due to dying cells, as cell viability and RNA quality control metrics were similar between experimental groups and replicates (Supplemental Figure 9). Together, these unbiased analyses document rapid downregulation of genes for many ECM molecules secreted by SMCs, likely affecting cell-matrix interactions with relatively few changes in contractile molecules.

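A list of 19 contractile genes, among them *Acta2*, *Myh11*, *Tagln*, and *Cnn1*, had a median log2 fold change of 0.12 and a camera adjusted p of 0.967. The direction of its shift depended on the setting, being down with TMM factors and up with library size only (adjusted p = 0.519) or with counts summed per animal (adjusted p = 0.982). Past both thresholds 0 of the 19 genes were changed, while 6 had an unadjusted p under 0.05, 4 passed 0.05 adjusted over the list alone, and 3 did over all genes. *Acta2* was at 30544 ± 2154 CPM in ascending/arch and 30892 ± 468 CPM in descending GFP iSMC SMCs and at 26056 ± 5025 CPM and 26258 ± 4440.4 CPM in Tgfbr1/2 iSMCKO SMCs (mean ± SD, n = 3 animals), with a log2 fold change of −0.23 (SE 0.10, adjusted p = 0.264). *Myh11* had a log2 fold change of 0.24 (SE 0.13, adjusted p = 0.394), *Tagln* of −0.32 (SE 0.09, adjusted p = 0.0699), and *Cnn1* of −0.21 (SE 0.22, adjusted p = 0.759). The 3 genes past 0.05 over all genes were *Mylk* and 2 that were named after their values were seen, *Vcl* (log2 fold change −0.46, SE 0.10, adjusted p = 0.0164) and *Cald1* (−0.34, SE 0.08, adjusted p = 0.0228). Neither *Vcl* nor *Cald1* passed with counts summed per animal (adjusted p = 0.167 and 0.286) or with library size only (adjusted p = 0.104 and 0.156).

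For 11 genes of the secretory pathway, including *Calr*, *P4ha1*, and *Sec24d*, the median log2 fold change was −0.52 and the camera adjusted p was 4.99e-06. It was 0.164 with an estimated inter-gene correlation and 0.0172 with fry. *P4ha1* was the 1 gene of this list past both thresholds (log2 fold change −1.26, adjusted p = 0.00359), named after its value was seen, while 6 genes passed 0.05 adjusted over the list alone and 5 over all genes. The paper concludes that genes for many ECM molecules made by SMCs are rapidly downregulated, with few changes in contractile molecules, and it proposes an effect on the interaction of cells with the matrix.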

### Altered expression of regulatory contractile molecules is not of pathological importance.

We initially considered whether changes in SMC contractile or synthetic phenotypes contributed to aortic vulnerability, as transcripts involved in these functions were among the top differentially expressed genes by RNA-seq of aortas and SMCs. We examined the role of *Mylk4*, which encodes myosin light chain kinase-4, because maximal SMC contraction prevents medial delamination ex vivo (23). 

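In the bulk RNA-seq of sorted SMCs, *Mylk4* (ENSMUSG00000044951.14; GRCm38 chromosome 13, 32700834 to 32783954) was at 408 ± 78.3 CPM in ascending/arch and 355 ± 20.8 CPM in descending GFP iSMC SMCs and at 43.6 ± 7.25 CPM and 28.7 ± 3.57 CPM in Tgfbr1/2 iSMCKO SMCs (mean ± SD, n = 3 animals), and all 6 Tgfbr1/2 iSMCKO libraries lay below all 6 GFP iSMC libraries. Its log2 fold change was −3.43 (SE 0.14, adjusted p = 1.03e-08), and −3.37 (adjusted p = 5.83e-05) with counts summed per animal. *Mylk* (ENSMUSG00000022836.10; chromosome 16, 34745210 to 35002420) was at 1657 ± 123 CPM and 1719 ± 169 CPM in GFP iSMC SMCs and at 2299 ± 161 CPM and 2212 ± 157 CPM in Tgfbr1/2 iSMCKO SMCs, with all 6 Tgfbr1/2 iSMCKO libraries above all 6 GFP iSMC libraries. *Mylk* thus rose by a log2 fold change of 0.42 (SE 0.08, adjusted p = 0.00682), which did not pass 0.05 with counts summed per animal (adjusted p = 0.144), in the test against a 2-fold change (adjusted p = 1), without replicate 1 of GFP iSMC (0.0558) or without replicate 3 of GFP iSMC (0.0614). Over its alternatives the log2 fold change of *Mylk* stayed between 0.35 and 0.54 and the adjusted p between 4.75e-06 and 1.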

Quantitative RT-PCR analysis of whole aortic tissue confirmed decreased *Mylk4*, although *Mylk* encoding smooth muscle myosin light chain kinase, the dominant isoform of the enzyme in SMCs, was increased, corresponding to bulk RNA-seq analysis (Figure 7, A and B). As expected, *Mylk2* and *Mylk3*, encoding isoforms expressed in skeletal and cardiac muscle, respectively, were not detected in SMCs. 

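*Mylk2* (ENSMUSG00000027470.9; GRCm38 chromosome 2, 152911352 to 152923068) had between 6 and 257 counts per library, with a median of 40 counts, and *Mylk3* (ENSMUSG00000031698.14; chromosome 8, 85324303 to 85386345) had between 0 and 26, with a median of 8.5. *Mylk* had between 36672 and 76937 counts in the same libraries. In CPM, *Mylk2* was at 1.16 ± 0.360 and 6.22 ± 2.56 in ascending/arch and descending GFP iSMC SMCs and at 2.50 ± 2.68 and 2.28 ± 2.73 in Tgfbr1/2 iSMCKO SMCs, and *Mylk3* was at 0.491 ± 0.522, 0.209 ± 0.182, 0.552 ± 0.152, and 0.206 ± 0.257 in the same order (mean ± SD, n = 3 animals). The log2 fold change between genotypes was −0.20 (SE 0.79, adjusted p = 0.952) for *Mylk2* and 0.08 (SE 0.86, adjusted p = 0.983) for *Mylk3*, and for both its sign changed when single animals were left out, so no difference beyond the spread between animals was found. The 4 *Mylk* genes as a list had a camera adjusted p of 2.75e-05, with *Mylk4* as the 1 gene past both thresholds. Their median log2 fold change was −0.06, with 2 of the 4 genes below 0, so this is no evidence of a shift of the family. The paper also took up *Mylk4* because of its RNA-seq, which includes these libraries, so the value is not independent evidence.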

Western blot analysis showed persistent activation of myosin light chain-2 (the target of myosin light chain kinases), suggesting that downregulation of *Mylk4* did not have functional impact (Figure 7, C–E). We further tested whether inhibition of SMC contraction potentiated effects of TGF-β signaling disruption using various pharmacological agents as a gain-of-function (more aptly gain-of-dysfunction) approach (Figure 7F). Inhibition of myosin light chain kinase by ML-7 or indirectly by a calcium channel blocker, nifedipine, or a Rho kinase inhibitor, fasudil, did not significantly alter the incidence of NE-triggered aortic dissection, although with a confounding lowering of blood pressure by the former 2 agents (Figure 7, G and H). The limited data with at least 1 myosin light chain modulator in the context of persistently increased blood pressure from NE suggest that changes in SMC contractility do not play a crucial role in the vulnerable aorta phenotype of this model.

### Short-term TGF-β signaling disruption in SMCs of mature aortas decreases medial ECM.

Based on the whole transcriptome findings, we further investigated the expression of ECM molecules synthesized by SMCs. Quantitative RT-PCR revealed a rapid decline in *Col15a1* and *Col18a1* in thoracic aortas within 7 days of TGF-β receptor deletion (relevant for 30-minute vasoconstrictor experiments) and similarly at 14 days (relevant for 7-day vasoconstrictor experiments) (Figure 8A). Other collagen transcripts were not measured because of the confounding influence of the adventitia. Although the greater collagen content of the adventitia overshadows that in other vascular wall compartments, medial collagen protein is detected after overexposure of microscopy images (24). Medial collagen appeared decreased by confocal microscopy using a pan collagen–binding probe and was confirmed as modestly reduced by quantitative analysis of histological stains (Figure 8, B–D). Assessment of individual collagens for which suitable reagents were available showed varying results, including substantially less collagen XVIII but less reduction in collagen I and III (Figure 8E and Supplemental Figure 10, A and B). In keeping with SMC specificity of *Col18a1* by single-cell RNA-seq analysis, collagen XVIII was not detected in the adventitia except in covering mesothelial cells (visceral pericardium). Collagen XVIII colocalized with collagen IV, but not collagen I, suggesting interactions with SMC basement membrane (Figure 8F). Similar colocalization was seen with another basement membrane component, perlecan (Supplemental Figure 10, C and D). Collagen IV and perlecan encircled SMCs but did not appear decreased within 7 days of TGF-β receptor deletion (Supplemental Figure 10, E and F). Although collagens and elastin were not reliably extracted from aortic media to verify expression changes by Western blot, satisfactory bands for microfibrillar-associated protein 4 demonstrated a rapid decrease in levels (Figure 8G). Decreased synthesis of ECM molecules associated with phenotypic modulation of SMCs to a less synthetic state, as evidenced by a decreased proportion of endoplasmic reticulum relative to contractile filament markers (Figure 8H). Thus, various medial ECM proteins decreased within 7 days of disrupting TGF-β signaling in SMCs under physiological hemodynamic conditions.

### Inhibition of ECM cross-linking in adult Tgfbr1/2^iSMCKO^ mice exacerbates the vulnerable aorta phenotype.

To determine whether decreased deposition of functional ECM contributes to a vulnerable aorta phenotype, we administered β-aminopropionitrile (BAPN), an inhibitor of cross-linking of newly synthesized collagen and elastic fibers, at 150 mg/kg/d s.c. for 14 days via continuous infusion. This dose of BAPN does not induce overt aortopathy in adult B6 WT mice when administered from 9 to 11 weeks of age (25) but can impair ECM integrity due to constituents that turnover rapidly, thus enabling another gain-of-dysfunction test for the dissection phenotype. We used the 2-week schedule previously reported, exposing animals to the toxin prior to TGF-β signaling disruption, as decreasing ECM synthesis would impact the efficacy of BAPN (Figure 9A). Short-term BAPN administration did not affect blood pressure or induce hemorrhagic lesions in adult Tgfbr1/2^iSMCKO^ mice (Figure 9, B and C). Histology was largely unremarkable, although with a few focal breaks of elastic fibers similar to aortas from adult B6 WT mice exposed to BAPN (Supplemental Figure 11). In contrast, BAPN exposure for 14 days followed, a week later, by NE infusion for 7 days resulted in hypertension in Tgfbr1/2^iSMCKO^ mice (as did NE alone; cf. Figure 2B) with complete penetrance of the dissection phenotype, thus exceeding disease incidence with NE alone (Figure 9, D and E). Hemorrhagic lesions were larger on gross examination, with more extensive intimomedial tears and dissection by histology (Figure 9, F and G). The marked deterioration in medial resilience after a subclinical dose of BAPN indicates a critical role for ECM integrity in TGF-β–dependent aortopathy.

### Adhesion of TGF-β receptor–deficient SMCs to defective ECM is impaired.

Because particular ECM defects were implicated as pathogenic in high blood pressure–induced aortic dissection, we investigated cell-matrix interactions in vitro and focused on integrins, transmembrane receptors linking the cellular cytoskeleton to components of the ECM. RNA-seq showed that transcripts for major SMC integrins, *Itga8* and *Itgb1*, decreased at 7 days after TGF-β signaling disruption (Figure 10, A and B). 

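Of the 26 integrin genes plotted in Figure 10A, 23 passed the filter on low counts. As a list they were lower in Tgfbr1/2 iSMCKO SMCs, with a median log2 fold change of −0.37 and 16 of 23 below 0 (camera adjusted p = 0.00675; 0.0294 with an estimated inter-gene correlation, 0.000497 with fry). Adjusted over the list alone, 6 integrin genes had an adjusted p under 0.05, and adjusted over all genes tested, 3 did. *Itgb1* (ENSMUSG00000025809.15; GRCm38 chromosome 8, 128685654 to 128733200) was at 2092 ± 105 CPM in ascending/arch and 1985 ± 116 CPM in descending GFP iSMC SMCs and at 1536 ± 69.8 CPM and 1395 ± 132 CPM in Tgfbr1/2 iSMCKO SMCs (mean ± SD, n = 3 animals), and all 6 Tgfbr1/2 iSMCKO libraries lay below all 6 GFP iSMC libraries. Its log2 fold change was −0.48 (SE 0.07, adjusted p = 0.0015). With counts summed per animal the adjusted p of *Itgb1* was 0.0516, and over its alternatives it ranged from 1.93e-08 to 1. The highest value came from the test against a 2-fold change, which asks for more than a fall of this size. In the alternatives other than these 2 it was under 0.05. *Itga8* (ENSMUSG00000026768.10; chromosome 2, 12106632 to 12301922) was at 5079 ± 259.5 CPM and 5209.6 ± 683 CPM in GFP iSMC SMCs and at 3848 ± 934 CPM and 4061 ± 687 CPM in Tgfbr1/2 iSMCKO SMCs, with 4 of 6 Tgfbr1/2 iSMCKO libraries below all GFP iSMC libraries. For *Itga8* the log2 fold change was −0.38 (SE 0.12, adjusted p = 0.0951). Without replicate 3 of Tgfbr1/2 iSMCKO it was −0.57 (adjusted p = 0.00195), and over its alternatives the adjusted p ranged from 0.00195 to 1 and the log2 fold change from −0.57 to −0.26. These alternatives include the test against a 2-fold change, which a fall of this size cannot pass. *Itgb5* (log2 fold change −1.07, SE 0.20, adjusted p = 0.00609) and *Itgb3* (−0.88, SE 0.17, adjusted p = 0.00684), named after their values were seen, were the other genes past 0.05 over all genes. With counts summed per animal their adjusted p was 0.0538 and 0.118. *Itgav* had a log2 fold change of 1.24 (SE 0.62, adjusted p = 0.363) that rests on 2 descending Tgfbr1/2 iSMCKO libraries.

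**Figure D3:**
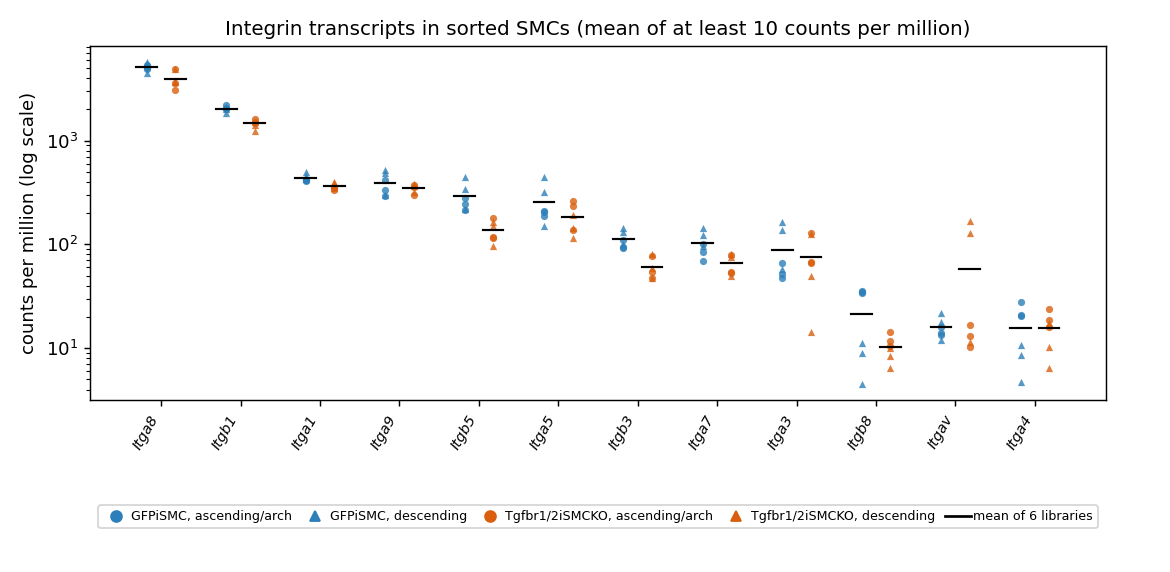
CPM on a log axis of the 12 integrin genes with a mean of at least 10 CPM in each of the 12 libraries of sorted SMCs, with circles for ascending/arch and triangles for descending segments and black lines for the mean of 6 libraries. The 6 Tgfbr1/2 iSMCKO libraries lie below the 6 GFP iSMC libraries for Itga1, Itgb1, Itgb3, and Itgb5, and overlap them for the other 8 genes.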

Flow cytometric analysis verified decreased MFI, but not percentage positive cells, for integrin α8 and β1 surface expression in freshly isolated aortic SMCs of Tgfbr1/2^iSMCKO^ mice (Figure 10C). Integrin α8 markedly decreased by 7–14 days of cell culture, however, corresponding to passage 1–3 SMCs, respectively (Supplemental Figure 12A). Hence, cell-matrix adhesion was assessed for nonpassaged in addition to conventional early passaged SMCs. Adhesion of passage 0 SMCs to recombinant fibronectin or collagen was similar with or without TGF-β signaling disruption (Figure 10D). By passage 3, adhesion was greater in GFP^+^ SMCs from Tgfbr1/2^iSMCKO^ than GFP^iSMC^ mice (Figure 10E), although comparisons may be confounded by differences in cell proliferation and, consequently, SMC de-differentiation. Expansion of cell numbers through 3 passages enabled further experiments, and adhesion of TGF-β receptor–deficient SMCs depended on fibronectin and collagen concentration (Figure 10F). TGF-β receptor–sufficient SMCs also demonstrated concentration-dependent adhesion to fibronectin and collagen, although with lesser magnitude differences (Supplemental Figure 12, B and C). Importantly, mutant cells exhibited decreased adhesion to collagen-deficient, decellularized ECM elaborated by SMCs from Tgfbr1/2^iSMCKO^ mice versus control matrix from GFP^iSMC^ mice (Figure 10, G and H). Together, these findings suggest that a combination of cellular dysfunction and defective ECM after TGF-β signaling disruption sensitizes to pressure-induced aortic dissection.

## Discussion

In contrast with previous reports in mice that aortopathy presents with infusion of AngII but not NE (5, 6), we found that the thoracic aorta dissected in adult Tgfbr1/2^iSMCKO^ mice with both AngII- and NE-induced elevations in blood pressure. Notwithstanding differences in mouse models (WT or germline hypercholesterolemic versus conditional disruption of TGF-β signaling), there are 2 critical differences between AngII and NE infusion. First, chronic delivery of AngII not only elevates blood pressure, it also stimulates a strong inflammatory response (26–28) that can compromise aortic wall properties (29); indeed, NE may even suppress an inflammatory response (30, 31). Second, differential AngII type 1 receptor and α1-adrenoreceptor densities along the aorta (32–34) result in greater contractions of the thoracic aorta in response to phenylephrine (an NE analog) than to AngII. Hence, it is possible that thoracic aortic wall stress is greater in AngII- than NE-induced hypertension even at the same pressure (cf. Supplemental Figure 5 in ref. 35). In the present study, both chronic infusion and bolus delivery of AngII resulted in greater elevation of blood pressure than NE despite selecting pressure-equivalent doses based on previous work (5, 6, 20), which could have contributed to the higher rates of dissection with AngII. Although inflammatory effects appear to dominate in AngII-induced hypertension, with lesions exacerbated in cases of TGF-β neutralization (28), reduction of blood pressure with hydralazine nevertheless attenuates AngII-induced aortic inflammation, stiffening, and adventitial collagen deposition (36) and it prevented NE-induced dissection herein. Regardless of vasoactive agent, the role of pressure-elevated wall stress is undeniable; aortic damage occurs when mechanical stress exceeds material strength locally whether stress is normal and strength is compromised or stress is elevated and strength is normal, or both — which appears to be the case herein due to dissection triggered by high blood pressure following short-term loss of TGF-β signaling and associated changes in ECM.

We recognize several types of injury to the vessel wall that initiate and propagate dissection of the murine aorta: (i) intimomedial entry tear, (ii) medial extravasation of blood separating SMCs from neighboring cells and fibrillar matrix, (iii) delamination of elastic laminae (widening of interlaminar distance) from accumulation of blood with traction on SMCs via intralaminar elastic fiber attachments resulting in radial reorientation of cell bodies, and (iv) further delamination with consequent fragmentation of SMCs and fibrillar matrix. Intimomedial tears extend through the intima and partially or fully through the media with the external elastic lamina and/or adventitia, preventing transmural rupture. Notably, intimomedial tears can occur in isolation without extension of lesions to rupture or dissection along axial planes (37). RBCs infiltrate among SMCs rather than along elastic laminae, suggesting medial vulnerability between cells and fibrillar matrix but not at cell attachments to intralaminar elastic fibers. Progressively, SMCs are stretched between widened elastic laminae, changing their long axis from circumferential to radial, and then rupture with membrane and cytoskeletal fragments remaining attached to elastin. In areas of greatest delamination and RBC accumulation, the elastic laminae are often stripped clean of cell and collagen fragments. The spectrum of abnormalities differs from predominant loss of SMC contacts to elastic fibers seen in aortopathy 10 weeks after conditional disruption of *Smad3* in SMCs of 6-week-old mice (38). Differences in medial injury in models of TGF-β signaling disruption may reflect a unique susceptibility of the developing versus mature aorta or a prolonged half-life of SMC–elastic fiber adhesion structures versus a shorter half-life of other SMC-ECM connections. Further temporal studies are necessary to characterize the turnover of diverse medial ECM proteins.

Although bulk passive mechanical properties of the mature ascending aortas were not statistically different between WT controls and Tgfbr1/2^iSMKO^ mice with 1 week of receptor disruption, nearly all trends (e.g., increases in wall thickness and decreases in both axial stretch and energy storage in Tgfbr1/2^iSMKO^ mice) were nevertheless consistent with statistically significant changes in descending thoracic aortas when TGF-β signaling was similarly disrupted at 11 weeks of age but evaluated mechanically after 3 weeks (24). Together, these results suggest a relatively slow but progressive deterioration of bulk properties with loss of TGF-β signaling in the adult mouse, consistent with a turnover of matrix that is characterized by decreased synthesis or increased degradation, or both. The former interpretation is supported by RNA-seq, emphasizing that TGF-β is important not only for establishing the mechanical integrity of the developing aorta (11) but also for maintaining this integrity as part of normal homeostatic processes in maturity. Among the many genes that were downregulated, reductions in competent *Col3a1*, *Col5a2*, *Lox*, and *Bgn* are consistent with thoracic aortopathies in humans (39–41), with effects of some related pathogenic variants confirmed in mice (42–45). Moreover, *COL15A1* variants associate with disease severity in families with syndromic thoracic aortic aneurysms, suggesting a genetic modifier role (46). Thus, numerous matrix constituents have nonredundant roles for structural integrity of the aortic wall.

The role of SMC contractility in this model is complex. We previously reported decreased vasoconstrictive capacity of the aorta in our pressurized ex vivo vessel preparations consistent with decreased expression of contractile molecules several weeks after TGF-β signaling disruption (11, 23, 24). Others have reported opposing results of aortic hypercontractility (associated with endothelial dysfunction) and increased expression of contractile molecules several weeks after TGF-β signaling disruption in similar strains (12, 47, 48). Certain disparities may reflect inherent differences between our biaxial (isobaric, axially isometric) vessel and uniaxial ring tests (49), the latter of which often do not account for differences in wall thickness and cannot account for altered axial stretch. In an unbiased time-series analysis of single-cell RNA-seq of *Myh11* lineage–marked SMCs, loss of contractile phenotype was mild after 1 month, moderate at 2 months, and severe at 4 months following TGF-β signaling disruption in hypercholesterolemic mice (13). In the present study, we find minor changes in contractile molecules and contractility, besides regulatory enzymes such as *Mylk4*, within 1 week of receptor deletion, suggesting that delayed loss (or gain) in SMC contractile phenotype is not a direct consequence of TGF-β signaling alone. Mechanistic experiments to determine whether changes in SMC contractility induce aortic vulnerability are limited by confounding effects on resistance vessels, except for fasudil which did not affect blood pressure at the dose used. Pervasive effects of vasodilators on aortic and resistance arteriole SMCs (50) also confound the interpretation of previous work finding blood pressure–independent aortopathy in AngII-infused and *Nos3*-deficient mice (5, 51). Furthermore, experimental designs over days to weeks with hydralazine may be susceptible to unrecognized transient high blood pressure and we did not undertake long-term vasodilator experiments.

Whereas most attention to wall integrity has focused on roles of elastic fibers and fibrillar collagens (I, III, V), the present data suggest that additional matrix and matricellular proteins may contribute substantially to wall integrity, including collagens IV, XV, and XVIII as well as connective tissue growth factor (CTGF). Types XV and XVIII collagen are multiplexins that, among other roles, associate with basement membranes and contribute to their integrity (52). Basement membrane proteins surround SMCs, albeit not uniformly, and are readily detected by immunofluorescence microscopy compared with the inconspicuous, electron-dense layer on electron microscopy (53, 54). Impaired basement membrane constituents may facilitate SMC displacement by extravasated blood and thus compound defects in the fibrillar matrix. CTGF, a prototypical TGF-β–inducible product, directly induces ECM production and facilitates that by TGF-β (55); thus, reduction in CTGF may synergize with decreased ECM transcripts after TGF-β signaling disruption. Further studies are required to elucidate roles of diverse TGF-β–dependent ECM molecules in a vulnerable aorta phenotype and conditional deletion models can describe the kinetics of disease onset for proteins with varying turnover.

An essential role for TGF-β in the mature aorta is underappreciated and underscores the continuous turnover of ECM by vascular wall cells even under quiescent conditions after postnatal development completes by 8 weeks of age (18). Previous work reported only the absence of spontaneous aortic disease after receptor deletion in adult animals (11, 56). The findings herein do not support mutually exclusive contractile versus synthetic SMC phenotypes but rather overlapping functions, including degradative properties required for protein turnover (57, 58). The turnover of total collagen in the normal adult aortic wall, based on rodent studies with radiolabeled precursors, is slow with a half-life of 70 days that changes approximately 4-fold with a reduction in half-life to 17 days with hypertension (59). Current methods to determine synthesis and degradation rates of individual proteins utilize nonradioactive, isotype-labeled amino acids and mass spectrometry, although less soluble ECM proteins are challenging to analyze. These techniques have not yet been applied to the vasculature, but protein half-lives in murine brain cortex ranged from 6, 25, 62, and 79 days for collagen XI, I, VI, and IV, respectively — other collagens were not identified (60). Besides differential turnover of individual collagens, a pool of newly synthesized collagen has more dynamic turnover than the persistent collagen network in tendons, varying with the circadian cycle versus the lifetime of the organism, respectively (61). Although we did not assess protein degradation, the markedly decreased abundance of collagen XVIII within 7 days of TGF-β signaling disruption suggests that its normal balanced turnover is not preserved. Decreases in total collagen expression were modest (~13%) 1 week after starting tamoxifen but in accordance with a greater reduction (~30%) in the aortic media at 3 weeks after receptor deletion using similar histological analysis (24). While TGF-β is necessary for ECM production by SMCs at steady state, further studies are required to determine its role under dynamic conditions imposed by hypertensive remodeling, including probable effects on ECM degradation.

We conclude that animal models with preexistent aortic vulnerabilities are more appropriate to test the clinical risk factors for aortic dissection of poorly controlled hypertension and extreme exertion. AngII and NE are relevant vasoconstrictors, as both are elevated in neurohormonal response to exercise, resulting in increased blood pressure (62). The vulnerable aorta phenotype resulting from disruption of TGF-β signaling and sensitizing to dissection elicited by transient and sustained elevations in blood pressure provides a mechanism and experimental confirmation of recent computational modeling that hypertension exacerbates but does not initiate focal mural defects leading to aortopathy, and that continual ECM turnover, either balanced or unbalanced, is required for progressive aortic disease (63). A central inference of our findings is that focal loss of medial collagen, rather than fibrosis that characterizes medial degeneration, associates with a vulnerable aorta phenotype. Conversely, we speculate that accumulation of collagen within the media may afford some protection against dissection.

## Methods

Analytical techniques are described in the Supplemental Methods.

### Sex as a biological variable.

Thoracic aortas from male mice were analyzed as the bacterial artificial chromosome containing the *Myh11-CreER^T2^* construct inserted on the Y chromosome and female mice do not express the transgene. Therefore, sex was not considered as a biological variable. It is unknown whether our findings are relevant for female mice, although similar aortopathy after disruption of TGF-β signaling was noted in females with the same construct inserted in the X chromosome (7, 64) and in male and female mice using an alternative, less specific *Acta2-CreER^T2^* construct (12).

### Mice.

C57BL/6J mice (stock 000664) and *mT/mG* mice (stock 007676) were purchased from the Jackson Laboratory, *Myh11-CreER^T2^* mice were obtained from Stefan Offermanns (University of Heidelberg, Heidelberg, Germany), *Tgfbr1^fl/fl^* mice were obtained from Martin M. Matzuk (Baylor College of Medicine, Houston, Texas, United States), and *Tgfbr2^fl/fl^* mice were obtained from Harold L. Moses (Vanderbilt University, Nashville, Tennessee, United States). Compound mutant strains were bred to a B6 background for more than 6 generations (13, 24).

### Statistics.

Graphs of quantitative data are presented as dot plots of individual values with overlying line and error bars representing the mean and SEM, respectively; single numerical values are represented by columns. Data normality was tested by Shapiro-Wilk test. Comparison of continuous variables between 2 groups with normal distribution of data was by unpaired Student’s *t* test, between 2 groups with non-normal distribution of data was by Mann-Whitney *U* test, among more than 2 groups with normal distribution of data by 1-way ANOVA (and 1‑way repeated-measures ANOVA if the same subjects were in each group) with Tukey’s multiple-comparison test for 1 independent variable, or 2-way ANOVA with Šidák’s multiple-comparison test for 2 independent variables, among more than 2 groups with non-normal distribution of data by Kruskal-Wallis test with Dunn’s multiple-comparison test, and of categorical variables between 2 groups by Fisher’s exact test. Probability values were 2-tailed and a *P* value of less than 0.05 was considered to indicate statistical significance. Bulk RNA-seq analyses were performed using DESeq2 (https://github.com/thelovelab/DESeq2); an adjusted *P* value of less than 0.05 was considered significant and fold change of greater than 2 or less than –2 was used as cutoff for differential expression. Single-cell RNA-seq analyses were performed using R (https://www.r-project.org/); markers were ranked by adjusted *P* value or by fold change if *P* values could not be differentiated.

### Study approval.

Research protocols were approved by the IACUC of Yale University.

### Data availability.

All data are included in the main manuscript and supplemental materials. Values for all data points in graphs are reported in the online Supporting Data Values file. RNA-seq data have been deposited in the NCBI Gene Expression Omnibus (GEO GSE194085). There are no restrictions on data availability.

## Author contributions

BJ, PR, CH, and GT designed the study. BJ, PR, CH, MW, SIM, MJR-R, YC, GL, and LQ conducted experiments and acquired data. BJ, PR, CH, MW, SIM, ABR, LQ, JDH, and GT analyzed and interpreted data. JDH and GT supervised the work. BJ, PR, RA, MAS, JDH, and GT wrote and edited the manuscript. The order of the 3 first authors was determined by relative effort: CH initiated the work, BJ continued the work, and PR completed the work, with all 3 collectively performing the bulk of the work and making critical contributions.

## Supplementary Material

Supplemental data

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
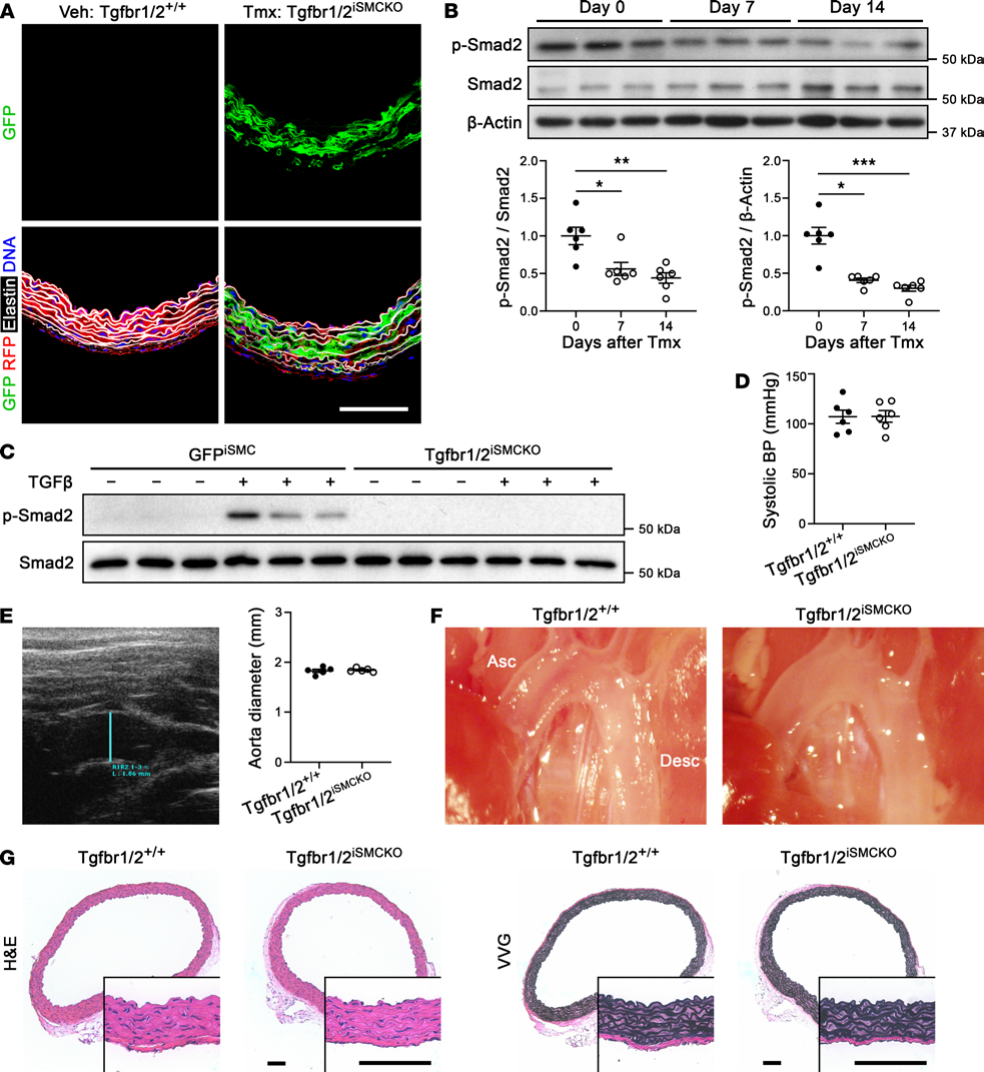
No overt pathology 1 week after disruption of TGF-β signaling in SMCs of mature aortas. Eleven-week-old *Tgfbr1^fl/fl^* *Tgfbr2^fl/fl^* *Myh11*-*CreER^T2^* *mT*/*mG* mice were injected daily with vehicle (Veh, denoted Tgfbr1/2^+/+^) or tamoxifen (Tmx, denoted Tgfbr1/2^iSMCKO^) for 5 days and their ascending aortas were examined at 12 weeks of age. (**A**) Expression of GFP in SMCs with Cre recombination, red fluorescent protein (RFP) in unrecombined cells, Alexa Fluor 633–hydrazide–labeled elastin, and DAPI-labeled nuclei. (**B**) Western blots for indicated proteins in aortas at 0, 7, and 14 days (day 0 denotes untreated) after starting tamoxifen, with densitometry of protein bands relative to loading controls (*n* = 6). (**C**) Similar blots of cultured SMCs isolated from tamoxifen-induced *Myh11*-*CreER^T2^* *mT*/*mG* (denoted GFP^iSMC^) and Tgfbr1/2^iSMCKO^ mice without or with TGF-β exposure at 1 ng/mL for 30 minutes. (**D**) Systolic blood pressure (BP) measured by tail-cuff (*n* = 6). (**E**) Ultrasound examination of ascending aorta diameter (blue line, *n* = 5). (**F**) In situ examination of ascending (Asc) and descending (Desc) thoracic aortas with unremarkable appearances. (**G**) H&E and Verhoeff–Van Gieson (VVG) stains. Scale bars: 100 μm. Data are shown as individual values with mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001 by Kruskal-Wallis test with Dunn’s multiple-comparisons test (**B**) or 2-tailed, unpaired Student’s *t* test (**D** and **E**).

**Figure 2:**
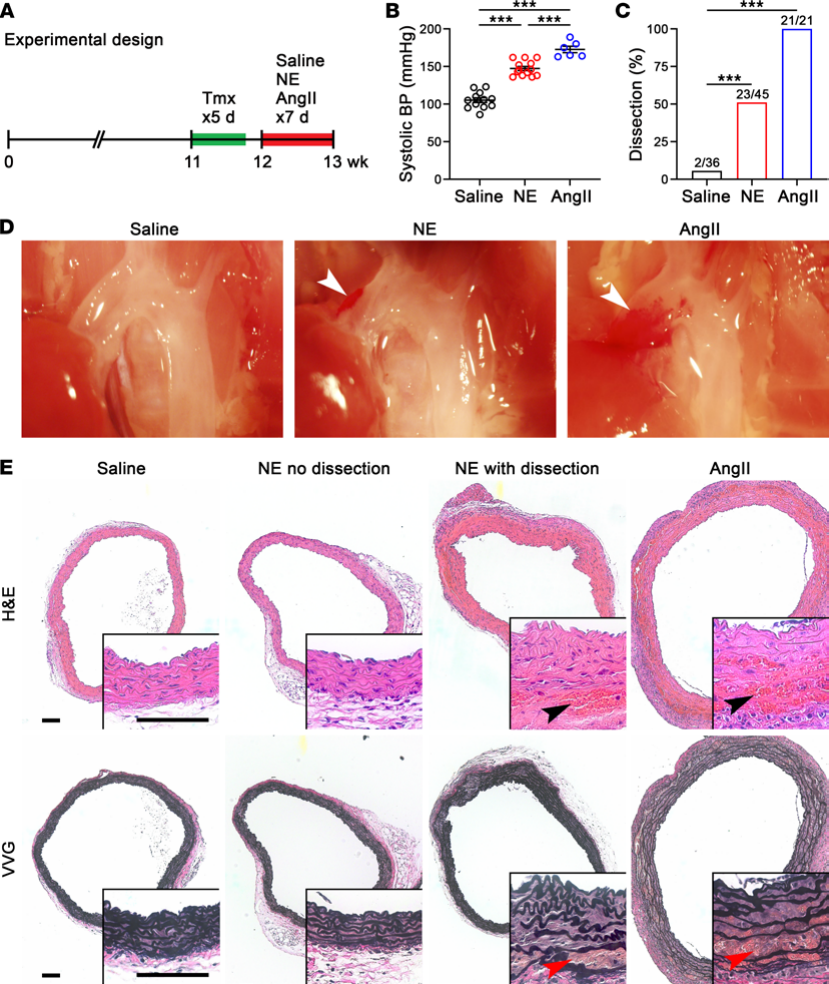
Continuous 1-week infusion of NE induces dissection in vulnerable aortas. (**A**) One week after starting tamoxifen (Tmx), namely 2 days after the last dose, 12-week-old Tgfbr1/2^iSMCKO^ mice were infused with saline, NE at 3.88 μg/kg/min, or AngII at 1 μg/kg/min by osmotic minipump for 7 days and examined at 13 weeks of age. (**B**) Systolic blood pressure (BP) measured by Millar catheter in control and vasoconstrictor-infused animals; saline-treated did not differ from untreated and were combined for greater statistical power (*n* = 6–13). (**C**) Incidence of aortic dissection in saline- (*n* = 2 out of 36), NE- (*n* = 23 out of 45), and AngII-infused (*n* = 21 out of 21) animals. (**D**) In situ examination by dissecting microscope after saline flush via the left ventricle showing mural hematomas of the ascending aorta (arrows). (**E**) H&E and Verhoeff–Van Gieson (VVG) stains confirmed aortic dissections by blood extravasation into the media (arrows) in a subset of NE- and all AngII-infused animals. Scale bars: 100 μm. Data are shown as individual values with mean ± SEM. ***P < 0.001 by 1‑way ANOVA with Tukey’s multiple-comparison test (**B**) or Fisher’s exact test between study groups versus control (**C**).

**Figure 3:**
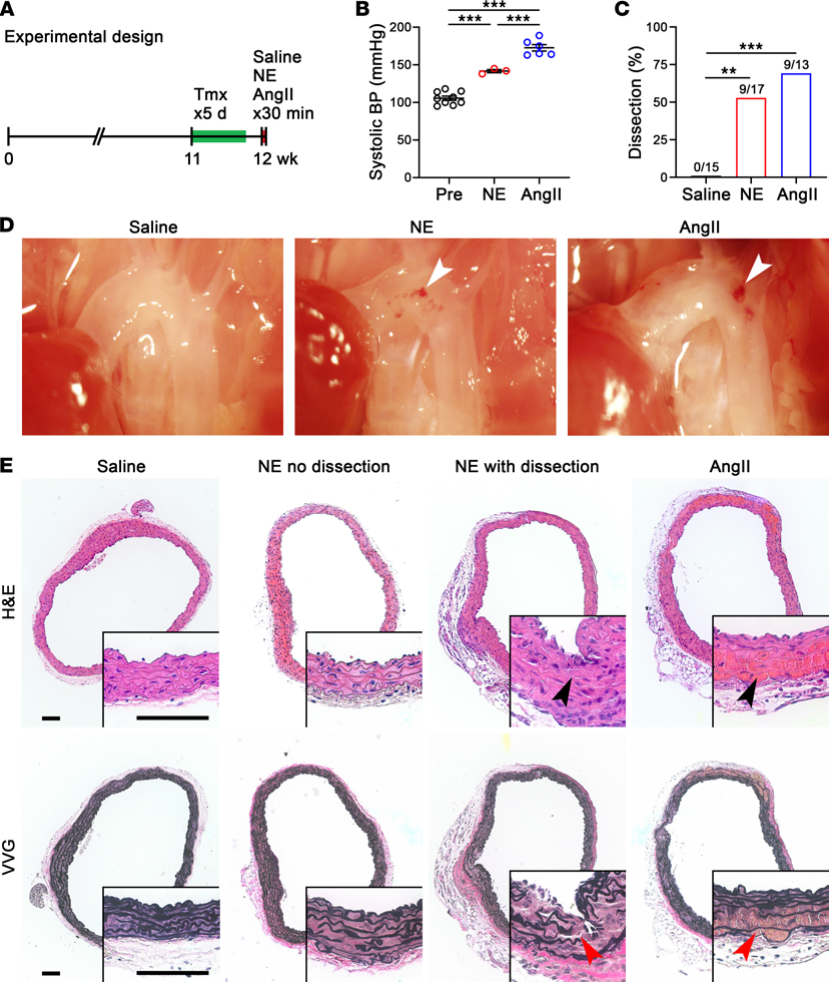
Bolus of NE induces dissection in vulnerable aortas. (**A**) One week after starting tamoxifen (Tmx), or 2 days after the last dose, 12-week-old Tgfbr1/2^iSMCKO^ mice were injected i.p. with saline, NE at 1.28 mg/kg, or AngII at 0.64 mg/kg and examined after 30 minutes. (**B**) Maximum systolic blood pressure (BP) measured by Millar catheter before (Pre) and 30 minutes after injection (*n* = 3–9). (**C**) Incidence of aortic dissection in saline- (*n* = 0 out of 15), NE- (*n* = 9 out of 17), and AngII-injected (*n* = 9 out of 13) animals. (**D**) In situ examination by dissecting microscope after saline flush via the left ventricle showing mural hematomas of the ascending aorta (arrows). (**E**) H&E and Verhoeff–Van Gieson (VVG) stains showing medial dissections (arrows) in a subset of NE- and AngII-injected mice. Scale bars: 100 μm. Data are shown as individual values with mean ± SEM. **P < 0.01, ***P < 0.001 by 1‑way ANOVA with Tukey’s multiple-comparison test (**B**) or Fisher’s exact test between vasoconstrictors versus control (**C**).

**Figure 4:**
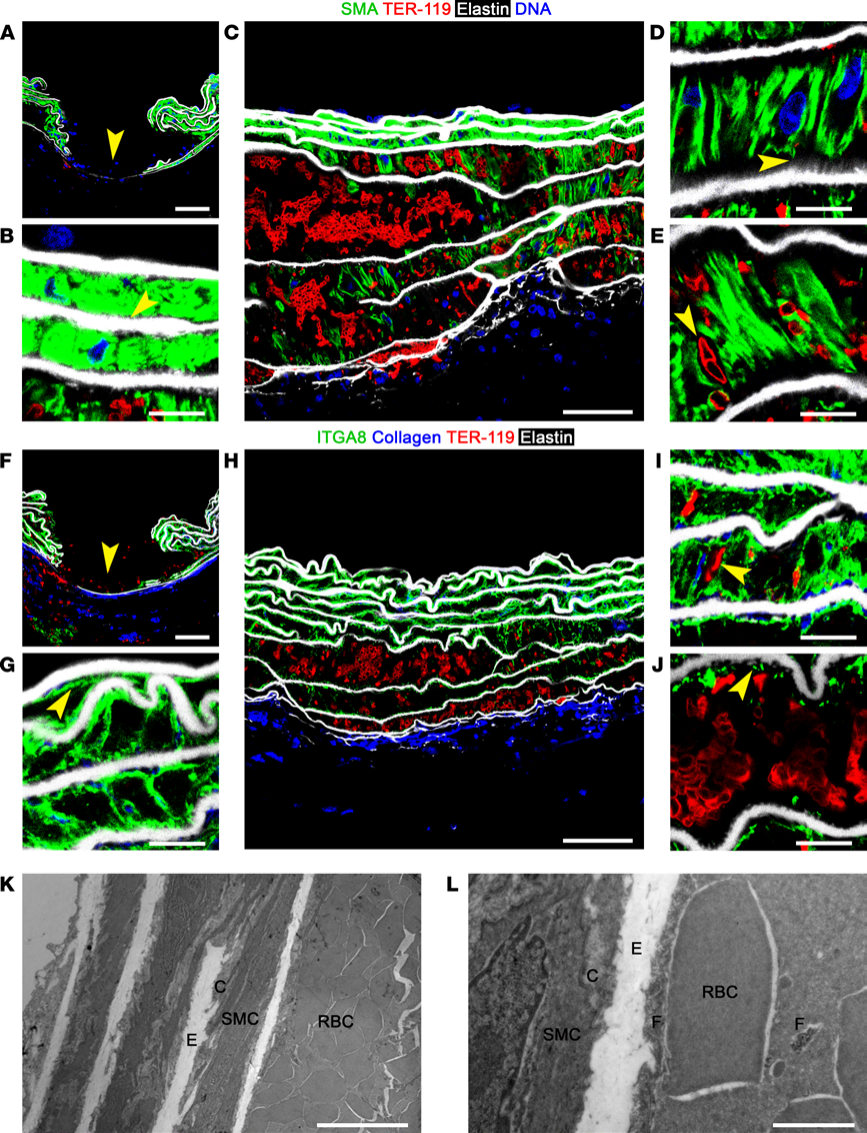
Traction on and rapid fragmentation of SMCs. Twelve-week-old Tgfbr1/2^iSMCKO^ mice were infused with NE at 1.28 mg/kg i.p. for 30 minutes and the ascending aortas examined. Confocal microscopy after labeling smooth muscle α-actin (SMA) for SMC cytoskeleton (green), TER-119 for RBCs (red), Alexa Fluor 633–hydrazide for elastin (white), and DAPI for nuclei (blue) shows (**A**) intimomedial entry tear (arrow), (**B**) nonwidened inner laminae with SMCs adjacent to elastic fibers (arrow), (**C**) varying RBC accumulation in outer laminae, (**D**) widened laminae with radially oriented SMCs attached to ill-defined intralaminar elastic fibers (arrow), and (**E**) RBCs between SMCs (arrow). Alternative labeling of integrin α8 (ITGA8) for SMC plasma membrane (green) and binding of tdTomato-CNA35 to collagen (blue) shows (**F**) intimomedial entry tear (arrow), (**G**) nonwidened laminae with intact SMC plasma membranes (arrow), (**H**) varying RBC accumulation in outer laminae, (**I**) RBCs among SMCs (arrow), and (**J**) widened lamina with attached SMC plasma membrane fragments (arrow) and areas where elastic laminae are stripped clean of cell and fibrillar matrix. Transmission electron microscopy showing (**K**) RBC accumulation in outer laminae and (**L**) nonwidened lamina with SMCs contacting elastic (E) and collagen (C) fibers adjacent to widened lamina with RBCs abutting elastic and collagen fibers and cellular fragments (F). Pressure-fixed (**A**, **F**, **K**, and **L**) and unpressurized (**B**–**E** and **G**-**J**) specimens. Scale bars: 50 μm (**A**, **C**, **F**, and **H**), 10 μm (**B**, **D**, **E**, **G**, and **I**–**K**), and 2 μm (**L**).

**Figure 5:**
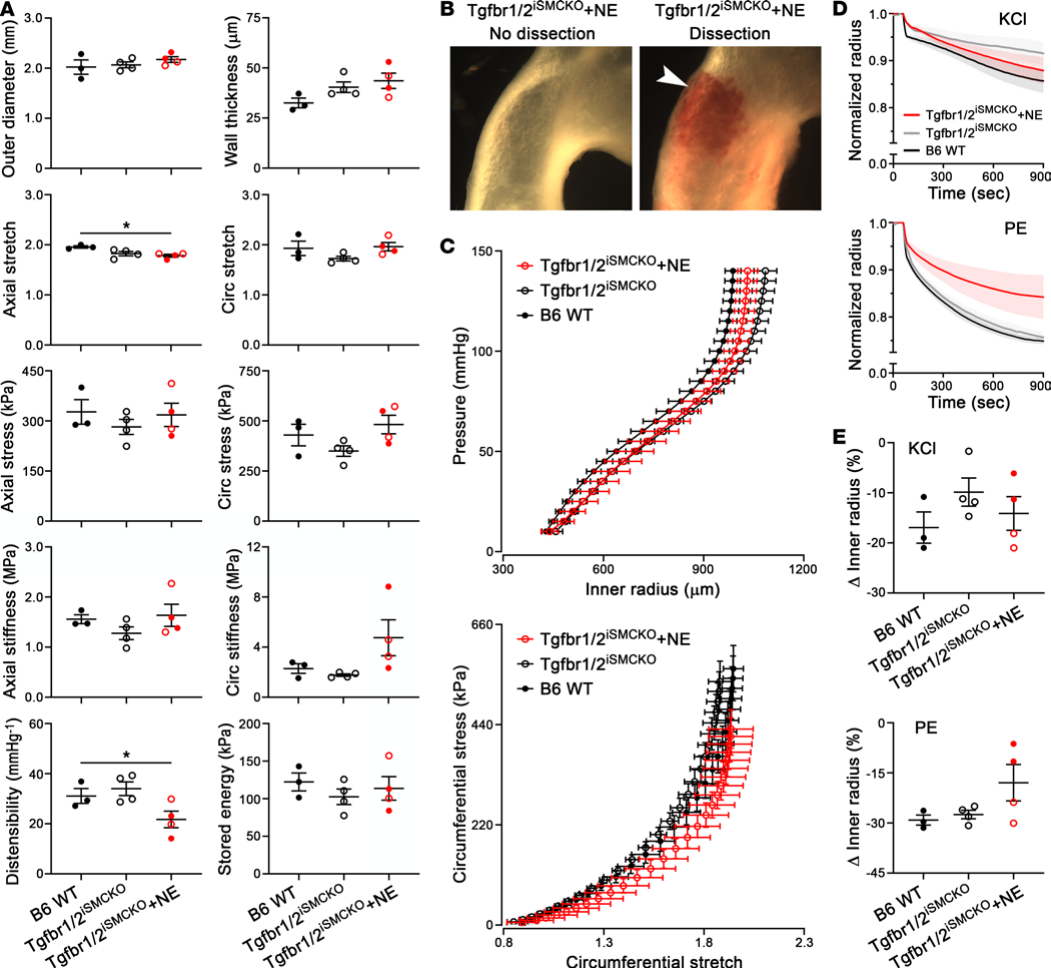
Limited impairment of bulk biomechanical properties 1 week after disrupting TGF-β signaling in mature aortas. Vessel-level biomechanical testing was performed on ascending aortas from untreated B6 WT mice and noninfused or 7-day NE–infused Tgfbr1/2^iSMCKO^ mice. There were 2 classes of tests performed: “active” and “passive.” During active tests, each vessel was held at its individual axial stretch and common luminal pressure of 90 mmHg when exposed to vasoactive agonists. During passive tests, vessels were cyclically pressurized 10–140 mmHg while held at 1 of 3 specimen-specific axial stretches, and then cyclically stretched axially while held at 1 of 4 different common pressures. Data from these 7 protocols were used to calculate material parameters describing the wall mechanics for each vessel. (**A**) Outer diameter, wall thickness, axial and circumferential (circ) stretch, mean wall stress, and material stiffness, distensibility, and stored energy at group-specific systolic pressures (107 mmHg for B6 WT, 108 mmHg for Tgfbr1/2^iSMCKO^, and 147 mmHg for Tgfbr1/2^iSMCKO^ + NE). (**B**) Unpressurized ascending aortas from NE-infused Tgfbr1/2^iSMCKO^ mice without or with dissection (arrow). (**C**) Overlapping pressure-radius and circumferential stress-stretch curves among the 3 groups. (**D**) Vasoconstriction, against a fixed pressure at the in vivo axial stretch, responses to KCl and phenylephrine (PE) assessed by reduction of normalized inner radius over time. (**E**) Steady-state change in inner radius in response to KCl and PE. Data are shown as individual values with mean ± SEM (**A** and **E**) or mean ± SEM with connecting lines (**C** and **D**). *n* = 3–4 per group, NE infusion resulted in no dissection (open red symbols, *n* = 2) or dissection (filled red symbols, *n* = 2). *P < 0.05 by 1‑way ANOVA with Tukey’s multiple-comparison test (**A** and **E**) or Kruskal-Wallis test with Dunn’s multiple-comparison test (**A**: wall thickness and axial stiffness).

**Figure 6:**
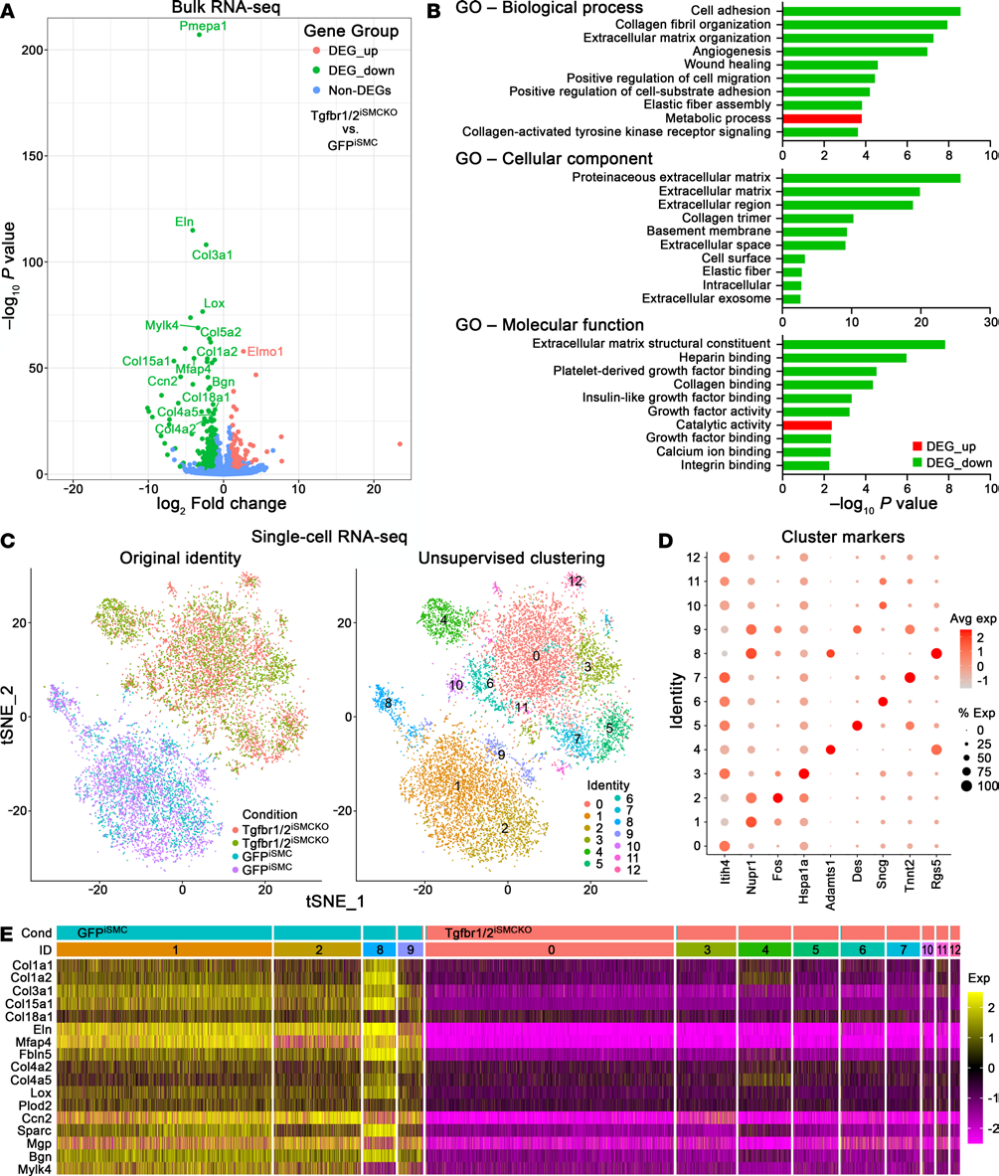
Whole transcriptome profiling 1 week after disrupting TGF-β signaling in SMCs of mature aortas. *Myh11* lineage–marked SMCs were isolated from thoracic aortas of 12-week-old GFP^iSMC^ and Tgfbr1/2^iSMCKO^ mice. Bulk RNA-seq (*n* = 12) shown as (**A**) volcano plot of differentially expressed genes (DEGs) and (**B**) gene ontology (GO) enrichment analysis. Single-cell RNA-seq (*n* = 4) shown as (**C**) *t*-distributed stochastic neighbor embedding (tSNE) plots with 13 clusters identified and cells distinctly partitioned by experimental condition, (**D**) dot plot of log_2_ average expression and percentage expression of cluster markers (markers for 4 clusters containing <3% of total cells are not shown), and (**E**) heatmap of selected ECM and regulatory contractile molecules (identified as differentially expressed in bulk RNA-seq analysis) illustrating uniformly decreased expression in almost all cells with TGF-β signaling disruption irrespective of SMC subclusters (clusters 0, 3–7, and 10–12).

**Figure 7:**
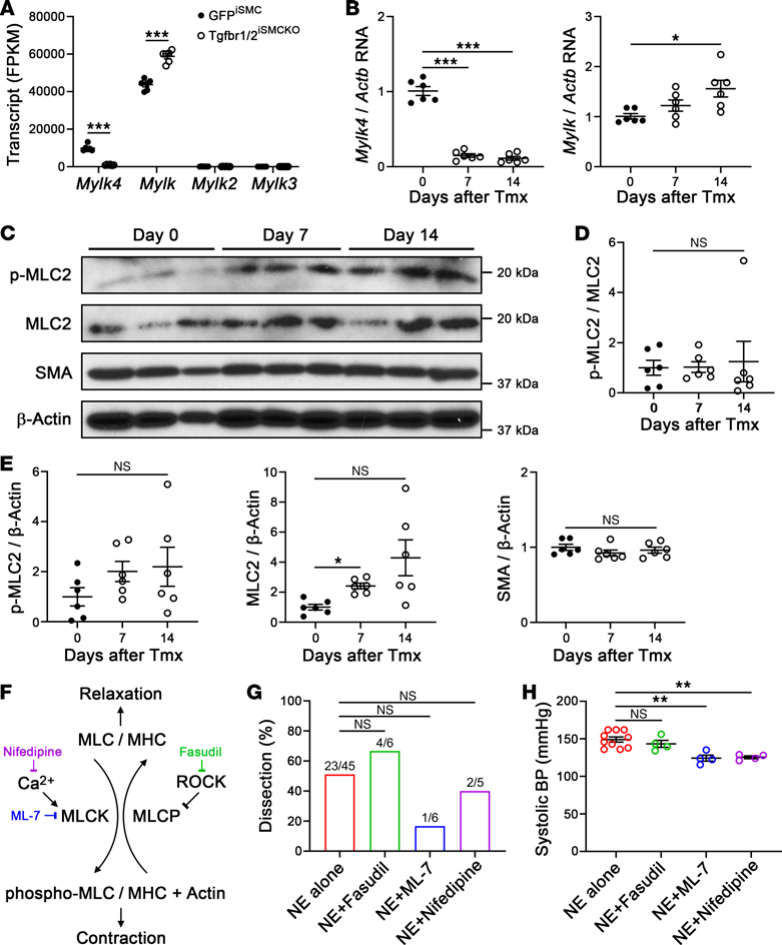
Altered expression of regulatory contractile molecules does not substantially contribute to disease phenotype. Thoracic aortas were analyzed after various imposed conditions. (**A**) Bulk RNA-seq for *Mylk4*, *Mylk*, *Mylk2*, and *Mylk3* as fragments per kilobase million (FPKM) in GFP^+^ SMCs from GFP^iSMC^ and Tgfbr1/2^iSMCKO^ mice (*n* = 6). (**B**) Quantitative RT-PCR for *Mylk4* and *Mylk*, relative to *Actb*, in aortas of Tgfbr1/2^iSMCKO^ mice at 0–14 days (day 0 denotes untreated) after tamoxifen (Tmx, *n* = 6). (**C**) Western blots for phospho-myosin light chain-2 (p-MLC2), MLC2, smooth muscle α-actin (SMA), and β-actin in aortas of Tgfbr1/2^iSMCKO^ mice at 0–14 days after tamoxifen. Densitometry relative to (**D**) MLC2 or (**E**) β-actin (*n* = 6). (**F**) Phosphorylation of MLC by myosin light chain kinase (MLCK) leads to myosin heavy chain (MHC)-actin–mediated contraction, whereas dephosphorylation by myosin light chain phosphatase (MLCP) enables relaxation. Vasoconstrictors activate MLCK via Ca^2+^ or inhibit MLCP via Rho-Rho kinase (ROCK); p-MLC and SMC contractility are inhibited by the MLCK inhibitor, ML7, the Ca^2+^ channel blocker, nifedipine, and the ROCK inhibitor, fasudil. (**G**) Incidence of aortic dissection in Tgfbr1/2^iSMCKO^ mice infused with NE alone (*n* = 23 out of 45) or with concomitant treatment with fasudil (*n* = 4 out of 6), ML-7 (*n* = 1 out of 6), or nifedipine (*n* = 2 out of 5) for 7 days. (**H**) Systolic blood pressure (BP) measured by tail-cuff after NE infusion with and without pharmacological agents for 7 days (*n* = 4–10). Data are shown as individual values with mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001; or not significant (NS) by 2‑way ANOVA with Šidák’s multiple-comparison test (**A**), 1‑way ANOVA with Tukey’s multiple-comparison test (**B** [left panel], **E** and **H**), Kruskal-Wallis test with Dunn’s multiple-comparison test (**B** [right panel], **D**), or Fisher’s exact test between combined treatments vs. NE alone (**G**).

**Figure 8:**
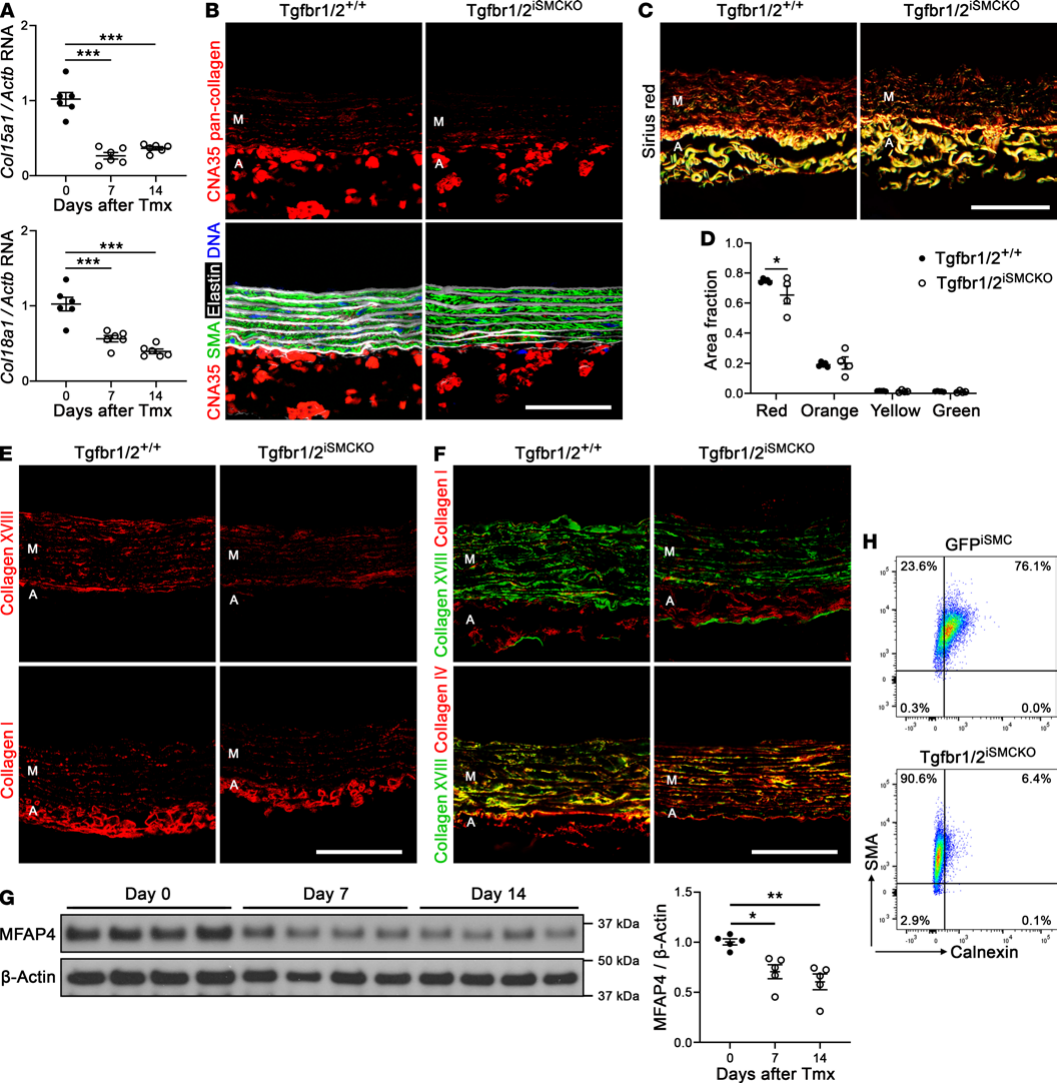
Decreased medial collagen 1 week after disrupting TGF-β signaling in SMCs of mature aortas. Thoracic aortas were analyzed after various imposed conditions. (**A**) Quantitative RT-PCR for *Col15a1* and *Col18a1* transcripts, relative to *Actb*, at 0–14 days (day 0 denotes untreated) after starting tamoxifen (Tmx, *n* = 6). Collagen protein studies were performed in 12-week-old Tgfbr1/2^+/+^ and Tgfbr1/2^iSMCKO^ mice at 7 days after starting tamoxifen. (**B**) Confocal microscopy after labeling with the collagen-binding probe tdTomato-CNA35 (red) alone or overlaid with smooth muscle αactin (SMA) for SMCs (green), Alexa Fluor 633–hydrazide for elastin (white), and DAPI for nuclei (blue). (**C**) Picrosirius red staining for collagen under polarized light. (**D**) Quantification of Picrosirius red polarized colors as fraction of media area (*n* = 4–5). (**E**) Presence of collagen XVIII (red) or collagen I (red). (**F**) Overlay of collagen XVIII (green) and I (red) or collagen XVIII (green) and IV (red) demonstrating colocalization (yellow). Images are from formalin-fixed, paraffin-embedded sections (**B**, **C**, and **E**) and frozen, OCT-embedded sections (**F**) of pressure-fixed (**B**, **E**, and **F**) and unpressurized (**C**) specimens. The media (M) and adventitia (A) are identified by the presence or absence of elastic laminae. Scale bars: 50 μm. (**G**) Western blots for microfibrillar-associated protein 4 (MFAP4) and β-actin in media at 0, 7, and 14 days after starting tamoxifen, with densitometry of protein bands relative to loading controls (*n* = 4). (**H**) Intracellular expression of the contractile filament marker SMA versus the endoplasmic reticulum marker calnexin by flow cytometry consistent with reduction in synthetic state of SMCs from Tgfbr1/2^iSMCKO^ vs. GFP^iSMC^ mice. Data are shown as individual values with mean ± SEM. *P < 0.05; *P < 0.01; ***P < 0.001 by 1‑way ANOVA with Tukey’s multiple-comparison test (**A** and **G**) or 2‑way ANOVA with Šidák’s multiple-comparison test (**D**).

**Figure 9:**
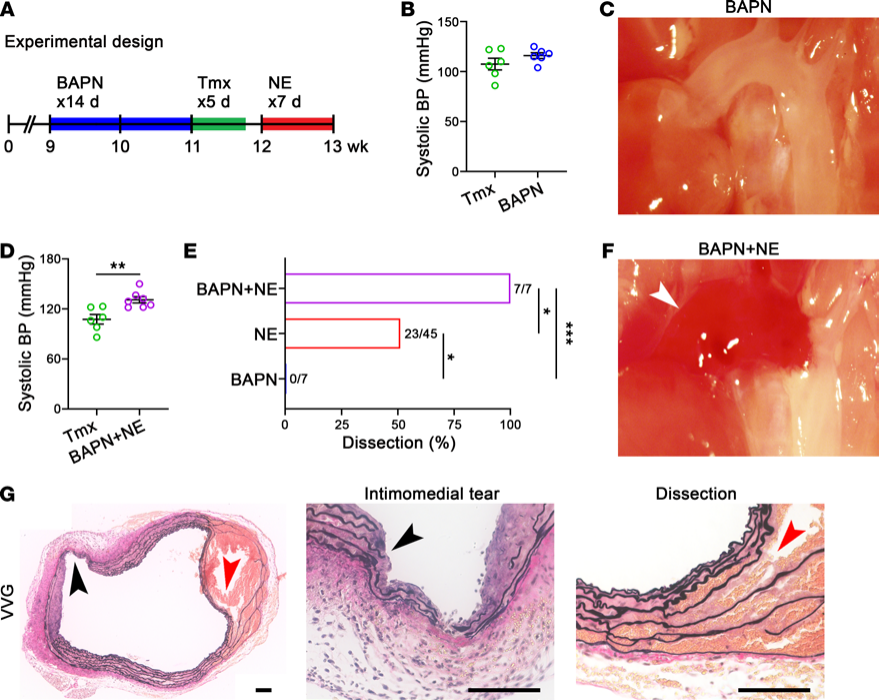
Impaired ECM cross-linking in adult mice predisposes to TGF-β–dependent aortic dissection. (**A**) Nine-week-old Tgfbr1/2^iSMCKO^ mice were given BAPN at 150 mg/kg/d for 14 days, then tamoxifen (Tmx) for 5 days, without or with NE infusion at 3.88 μg/kg/min for 7 days, and then examined at 12 or 13 weeks of age, respectively. (**B**) Systolic blood pressure (BP) measured by tail-cuff in Tgfbr1/2^iSMCKO^ mice given BAPN or not (*n* = 6). (**C**) In situ examination of BAPN-exposed Tgfbr1/2^iSMCKO^ mouse showing thoracic aorta with unremarkable appearance. (**D**) Tail-cuff blood pressure in Tgfbr1/2^iSMCKO^ mice infused with BAPN + NE or not (*n* = 6–7). (**E**) Incidence of aortic dissection in Tgfbr1/2^iSMCKO^ mice infused with BAPN (0%, *n* = 7), NE (51%, *n* = 45), and BAPN + NE (100%, *n* = 7). (**F**) In situ examination of BAPN + NE–infused Tgfbr1/2^iSMCKO^ mouse showing large mural hematoma of ascending aorta and arch (white arrow). (**G**) Verhoeff–Van Gieson (VVG) stain confirming extensive intimomedial tear (black arrows) and dissection (red arrows) of ascending aorta. Scale bars: 100 μm. Data are shown as individual values with mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by unpaired Student’s *t* test (**B** and **D**) or Fisher’s exact test between infusions (**E**).

**Figure 10:**
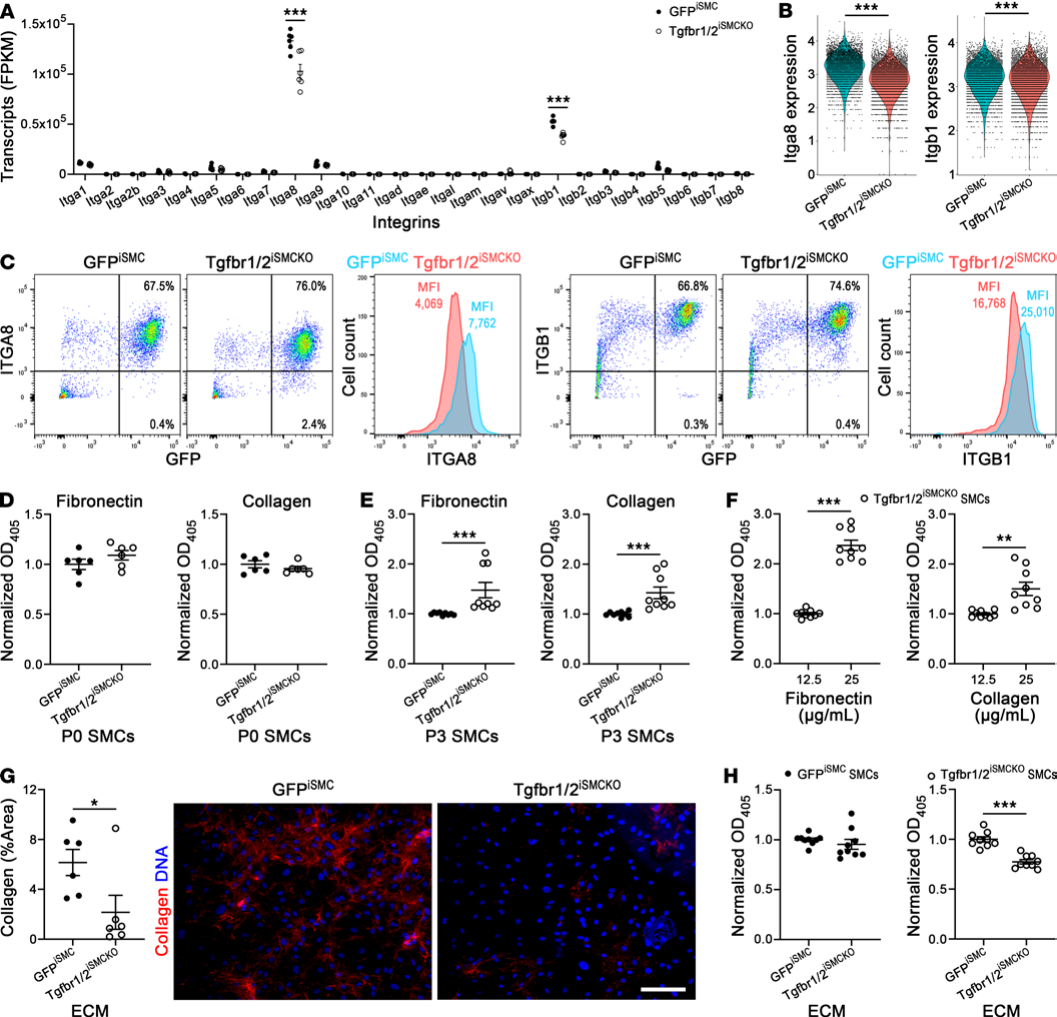
Impaired adhesion of aortic SMCs with disrupted TGF-β signaling to collagen-deficient ECM in vitro. SMCs were isolated from thoracic aortas of untreated, 12-week-old GFP^iSMC^ (closed symbols) and Tgfbr1/2^iSMCKO^ (open symbols) mice and either immediately analyzed or cultured for varying times to assess integrin expression and matrix adhesion. (**A**) Bulk RNA-seq of isolated GFP^+^ SMCs for 26 genes encoding integrins as fragments per kilobase million (FPKM) (*n* = 6). (**B**) Single-cell RNA-seq of isolated GFP^+^ SMCs for *Itga8* and *Itgb1* as corrected counts per cell (*n* = 2). (**C**) Flow cytometric analysis of isolated aortic cells for integrin α8 (ITGA8) and integrin β1 (ITGB1) cell surface expression by GFP^+^ SMCs as dot plots for percentage positive cells and histograms for MFI. (**D**) Colorimetric assay for passage 0 (P0, cultured for 3 days) SMCs adherent after 1 hour of plating to purified fibronectin- or collagen-coated plates; OD_405_ normalized to controls (*n* = 6). (**E**) Similar adhesion assay for passage 3 (P3) GFP^+^ SMCs (*n* = 9). (**F**) Adhesion assay of P3 GFP^+^ SMCs from Tgfbr1/2^iSMCKO^ mice to plates coated with different concentrations of fibronectin or collagen (*n* = 9). (**G**) Quantification by confocal microscopy of CNA35-labeled collagen (red) and DAPI-labeled nuclei (blue) in ECM elaborated by P3 GFP^+^ SMCs from GFP^iSMC^ and Tgfbr1/2^iSMCKO^ mice. Scale bar: 200 μm (*n* = 6). (**H**) Adhesion assay of P3 GFP^+^ SMCs to decellularized ECM produced by P3 GFP^+^ SMCs from GFP^iSMC^ and Tgfbr1/2^iSMCKO^ mice (*n* = 9). Data are shown as individual values with mean ± SEM. *P < 0.05; **P < 0.01; ***P < 0.001 by 2‑way ANOVA with Šidák’s multiple-comparison test (**A**), Mann-Whitney *U* test (**B**, **E**, and **G**), or unpaired Student’s *t* test (**D**, **F**, and **H**).

# Supplementary material for: Short-term disruption of TGF-β signaling in adult mice renders the aorta vulnerable to hypertension-induced dissection
**Source:** JCI Insight. 2025 Feb 11;10(6):e182629. doi: 10.1172/jci.insight.182629
**Supplement:** Supplemental data

## SUPPLEMENTAL MATERIALS

### **Short-Term Disruption of TGF $\beta$ Signaling in Adult Mice Renders the Aorta Vulnerable to Hypertension-Induced Dissection**

Bo Jiang<sup>1,2\*</sup>, Pengwei Ren<sup>1\*</sup>, Changshun He<sup>1,3\*</sup>, Mo Wang<sup>1</sup>, Sae-Il Murtada<sup>4</sup>, María Jesús Ruiz-Rodríguez<sup>1</sup>, Yu Chen<sup>1,5</sup>, Abhay B. Ramachandra<sup>4</sup>, Guangxin Li<sup>1,6</sup>, Lingfeng Qin<sup>1</sup>, Roland Assi<sup>1,7,8</sup>, Martin A. Schwartz<sup>4,9,10,11</sup>, Jay D. Humphrey<sup>4,7</sup>, George Tellides<sup>1,7,8</sup>

<sup>8</sup>Veterans Affairs Connecticut Healthcare System, West Haven, CT, USA.

\*Denotes equal contribution.

## Expanded Methods

**Genotyping.** Ear DNA was isolated using DNeasy Blood & Tissue kits (#69506, QIAGEN). Genotyping was performed using the following PCR primers: *Myh11-CreER<sup>T2</sup>* (5'-TGA CCC CAT CTC TTC ACT CC-3', 5'-AAC TCC ACG ACC ACC TCA TC-3', and 5'-AGT CCC TCA CAT CCT CAG GTT-3'), *Tgfb<sup>1</sup>*<sup>ff</sup> (5'-ACT CAC ATG TTG GCT CTC ACT GTC-3' and 5'-AGT CAT AGA GCA TGT GTT AGA GTC-3'), *Tgfb<sup>2</sup>*<sup>ff</sup> (5'-TAA ACA AGG TCC GGA GCC CA-3' and 5'-ACT TCT GCA AGA GGT CCC CT-3'), *mT/mG* (5'-CTC TGC TGC CTC CTG GCT TCT-3', 5'-CGA GGC GGA TCA CAA GCAATA-3' and 5'-TCA ATG GGC GGG GGT CGT T-3').

**Infusions, Injections, and Treatments.** Cre-Lox recombination was induced by tamoxifen (T5648, Sigma-Aldrich) at 2 mg/d i.p. for 5 days starting at 11 weeks of age (or 1 mg/d i.p. for 5 days for a subgroup induced at 4 weeks of age), while *Tgfb<sup>1</sup>/2<sup>+/+</sup>* controls were given a corn oil vehicle (C8267, Sigma-Aldrich). Some mice were infused with saline, NE (N5785, Sigma-Aldrich) at 3.88 µg/kg/min (1), or AngII (A9525, Sigma-Aldrich) at 1 µg/kg/min (1) s.c. for 7 days from 12 to 13 weeks of age; other mice were injected with single doses of saline, NE at 1.28 mg/kg (2), or AngII at 0.64 mg/kg (2) i.p. at 12 weeks of age. Additionally, some mice were treated with a single dose of hydralazine (1313006, Sigma-Aldrich) at 10 mg/kg (3) i.p. at 12 weeks of age, or treated with infusions of ML-7 (S8388, Selleckchem) at 73 µg/d (4), nifedipine (S1808, Selleckchem) at 5 mg/kg/d (5), fasudil (S1573, Selleckchem) at 50 mg/kg/d (6) s.c. for 7 days from 12 to 13 weeks of age, or infusion of BAPN (A3134, Sigma-Aldrich) at 150 mg/kg/d s.c. for 14 days from 9 to 11 weeks of age (7).

**In Situ Examination and Aorta Procurement.** Following anesthesia, with ketamine at 100 mg/kg and xylazine at 10 mg/kg i.p., and a midline incision, the abdomen and chest were opened widely, the circulation was flushed with saline via the left ventricle, then the mediastinum, lungs, and pulmonary artery were excised. The thoracic aorta was inspected for mural hematomas using a

SZX16 dissecting microscope with a camera attachment (Olympus). The thoracic aorta was excised from above the root to the diaphragm. In some cases, the descending thoracic aorta was cannulated and perfused retrograde with 10% formalin at 75 mmHg for 30 min after ligation of arch branches.

**Pump Implantation.** Osmotic minipumps (1007D for 7-day or 1002 for 14-day infusions, Alzet) were primed with drug overnight prior to implantation at 9 or 12 weeks of age. Under inhaled isoflurane anesthesia (1.5% at 1 L/min), an incision was made on the dorsum, the subcutaneous tissue was bluntly dissected, the pump implanted, and the incision closed with 6/0 non-absorbable suture. Buprenorphine at 0.1 mg/kg s.c. or i.p. was administered pre-operatively and q12h x 48h post-operatively. For animals that received two pumps (for BAPN and NE), the first pump was removed at 12 weeks of age when the second pump was implanted in a contralateral pocket.

**Blood Pressure.** Systolic pressure was measured noninvasively in conscious animals using a CODA volume-pressure recording sensor and occlusion tail-cuff (Kent Scientific Corporation). Mice were placed in warmed restraining chambers and pressures were recorded for 40 cycles after discarding the first 10 data points. Alternatively, the aorta was catheterized via the right carotid artery using a 1.0-Fr Mikro-Tip pressure catheter (Millar Instruments), and blood pressure was measured in lightly anesthetized mice using a PowerLab system (ADInstruments). After invasive pressure monitoring, the aortas were not used for microscopy studies due to possible injury.

**Ultrasound.** Transthoracic B-mode images of the ascending aorta were obtained in lightly isoflurane anesthetized animals using a Vevo 770 high-frequency ultrasound (VisualSonics). Luminal diameter at the level of the pulmonary artery was measured in triplicate at end-systole.

**Histology.** Thoracic aortas were fixed in 10% formalin at 4 °C overnight, transferred to 70% ethanol at 4 °C for 24-48 hours, and then segments were embedded in paraffin with the specimens oriented transversely. In some specimens, the ascending aorta was completely sectioned from root to arch. In other specimens, limited sections were obtained in aortas with normal appearance or directed to abnormal zones in aortas with mural hemorrhage. Five µm-thick sections were stained with hematoxylin and eosin, Verhoeff–Van Gieson, Masson’s trichrome, Movat’s pentachrome, or picrosirius red by Yale’s Research Histology Laboratory using standard techniques. Medial collagen area fraction was quantified from picrosirius red birefringence in 4 color distributions using a custom MATLAB code (<https://github.com/yale-cbl/histological-analysis>).

**Confocal Microscopy.** Unpressurized or pressure-fixed ascending aortas were post-fixed in 10% formalin and embedded in paraffin or frozen in OCT and 5 µm-thick sections were incubated with antibodies to smooth muscle  $\alpha$ -actin (FITC conjugate, F3777, Sigma-Aldrich), TER-119 (116202, BioLegend), integrin  $\alpha$ 8 (custom biotin conjugate, BAF4076, R&D), collagen I (72026, Cell Signaling), collagen I (Alexa Fluor 647 conjugate, 72827, Cell Signaling), collagen III (biotin conjugate, PA1-28532, Invitrogen), collagen IV (ab6586, Abcam), or perlecan (MA1-06821, Invitrogen) overnight at 4 °C. Unconjugated and biotinylated primary antibodies were detected with Alexa Fluor 405-, 568-, or 647-conjugated IgG or streptavidin (Invitrogen). Pan-collagen was detected with a conjugated protein-based probe of tdTomato-CNA35 (purified from plasmid #61606, Addgene). Sections were covered with Alexa Fluor 633 hydrazide (A30634, Invitrogen) for 20 min (1:20,000) at room temperature to label elastin, then mounted with ProLong Gold Antifade reagent with DAPI (Life Technologies). Images were acquired with a SP8 confocal microscope and LAS X software (Leica). In some cases, Leica Application Suite X (LAS X) microscopy software was used to generate maximum intensity projection images from Z-stacks of 6-8 serial images at different focal planes.

**Western Blotting.** Thoracic aortas without hematomas were rapidly excised by sharp dissection to remove surrounding loose adipose tissue (and the tissue including adventitia referred to as aorta). In some cases the adventitia was removed after light collagenase digestion for 5 min (and the residual tissue referred to as media). Tissue specimens were flash frozen and stored at -80 °C until analysis. Cellular proteins were extracted from homogenized tissue using RIPA lysis buffer containing protease and phosphatase inhibitor cocktail tablets (Roche) with 2.5%  $\beta$ -mercaptoethanol (Sigma-Aldrich). Alternatively, ECM proteins were extracted from homogenized tissue by suspension in urea buffer of PBS, 7 M urea, 2 M thiourea, 4% CHAPS, and 40 mM DTT (Sigma-Aldrich). The specimens were boiled in SDS sample buffer for 5 min. Equal amounts of protein per sample were separated by SDS-PAGE, transferred electrophoretically to a PVDF membrane (Bio-Rad Laboratories), and blotted with antibodies to phospho-Smad2-S465/467 (3108, Cell Signaling), Smad2 (3103, Cell Signaling), phospho-MLC2-S19 (3675, Cell Signaling), MLC2 (3672, Cell Signaling), smooth muscle  $\alpha$ -actin (ab5694, Abcam), microfibrillar-associated protein 4 (17661-1-AP, Proteintech), TGF $\beta$  (3711, Cell Signaling),  $\beta$ -actin (A5316, Sigma-Aldrich), and HSP90 (13171-1-AP, Proteintech) followed by horseradish peroxidase-conjugated secondary antibodies. Bound antibody was detected with Western Lightning Plus-ECL (Perkin Elmer). The blotting membrane was usually cut to allow the detection of multiple proteins of markedly different molecular weights. The appropriate molecular weight of each protein was confirmed using color protein standards (Bio-Rad). Densitometry was used to quantify protein bands and normalized to control values.

**RT-PCR and Quantitative RT-PCR.** Aortas without hematomas were crushed, immersed in RLT lysis buffer (QIAGEN), and vigorously vortexed. Total RNA was isolated using a RNeasy Mini Kit and DNase Digestion Set (QIAGEN) according to the manufacturer's protocol. Reverse transcriptions were performed using an iScript cDNA Synthesis Kit (Bio-Rad). Quantitative RT-

PCR was performed using a Bio-Rad CFX94 by mixing equal amount of cDNAs, Taqman gene master mix, and primers for *Mylk4* (Mm01161253\_m1), *Mylk* (Mm00653039\_m1), *Col15a1* (Mm00456551\_m1), *Col18a1* (Mm00487131\_m1), *Gapdh* (Mm99999915\_g1), *Hprt* (Mm03024075\_m1), and *Actb* (Mm02619580\_g1) from Taqman. RNA-free ddH<sub>2</sub>O was used as negative controls for qPCR instead of cDNA samples. All reactions were in a 12.5  $\mu$ L volume, in duplicate. PCR amplification consisted of 10 min of an initial denaturation step at 95 °C followed by 40 cycles of PCR at 95 °C for 15 s, and 60 °C for 1 min. We confirmed stable expression of several housekeeping genes.

**Flow Cytometry.** Thoracic aortas without hemorrhagic lesions were minced, incubated in 0.5 mL DMEM with 10% FBS, 1.5 mg/mL collagenase A (10103578001, Roche), and 0.5 mg/mL elastase (LS002294, Worthington Biochemical) 10 mg/mL *Bacillus licheniformis* protease (P5380, Sigma-Aldrich), 10 mg/mL Dispase II (D4693, Sigma-Aldrich), and 125 U/mL DNase I (DN25, Sigma-Aldrich) for 3 h at 4 °C, and passed through a 40  $\mu$ m filter (8). The cells were incubated with cell-impermeant viability dye (65-0865-14, Invitrogen) and blocked with unconjugated Fc receptor antibodies (139302, 101302, and 149502, BioLegend) for 20 min at 4 °C. In some cases, the cells were fixed with Fixation Buffer (00-8222-49, eBioscience) for 15 min, washed, and resuspended in Permeabilization Buffer (00-8333-56, eBioscience). The cells were stained with FITC-anti-SMA (1:200, F3777, Sigma-Aldrich), biotinylated-anti-integrin  $\alpha$ 8 (1:200, BAF4076, R&D), Alexa Fluor 647-anti-integrin  $\beta$ 1 (1:200, 102213, BioLegend), calnexin (1:200, ab22595, Abcam) or irrelevant IgG as controls for 30 min on ice in the dark. Unconjugated and biotinylated antibodies were labeled with Alexa Fluor 405-conjugated IgG (A48258, Invitrogen) or Alexa Fluor 647-conjugated streptavidin (S21374, Invitrogen). The cells were pelleted and resuspended in 0.4% BSA/PBS for analysis using a LSR II (BD Biosciences) and the data was analyzed with FlowJo software.

**Transmission Electron Microscopy.** Ascending aortas of 12-week-old  $Tgfb1/2^{iSMCKO}$  mice, with and without dissection, were perfusion-fixed with 10% formalin at 75 mmHg for 30 min after ligation of arch branches and then post-fixed in 2% PFA and 2.5% glutaraldehyde in 0.1 M sodium cacodylate buffer at pH 7.4 for 1 h at room temperature, then stored in the same buffer at 4 °C until processing. Specimens were post-fixed in 1%  $OsO_4$  in the same buffer at room temperature for 1 h. After en bloc staining with 2% aqueous uranyl acetate for 1 h, the tissue was dehydrated in a graded series of ethanol to 100%, followed by propylene oxide, then embedded in EMBED 812 resin, and the sample blocks were polymerized at 60 °C overnight. Thin sections (60 nm) were cut with an EM UC7 ultramicrotome (Leica) and post-stained with 2% uranyl acetate and lead citrate. Sample grids were examined in a Tecnai G2 Spirit BioTwin transmission electron microscope (FEI) at 80 kV of accelerating voltage and digital images were recorded with a SIS Morada CCD camera (Olympus) with iTEM imaging software.

**Biomechanical Assessment.** A computer-controlled biaxial testing device was used as described (9, 10). In brief, excised ascending aortas, with and without dissection, were cleaned of perivascular tissue, cannulated on custom-drawn glass pipets, secured with sutures at each end, mounted within a biaxial testing device, and submerged in Krebs-Ringer's solution at 37 °C oxygenated with 95%  $O_2$  / 5%  $CO_2$  to maintain a physiologic pH.

*Active Mechanical Contraction Testing:* Viability of the active tone in the aorta was assessed through two initial contractions to 100 mM KCl at two different combinations of pressures and vessel lengths followed by washouts with normal Krebs-Ringer solution. The vessels were then set to 90 mmHg and the specimen-specific value of in vivo axial stretch and contracted with 100 mM KCl for 15 min followed by 10 min of relaxation by washout. This was repeated for 1  $\mu$ M phenylephrine.

*Passive Mechanical Biaxial Testing:* After completing the active testing, the testing chamber was drained and refilled with Hanks' buffered salt solution and maintained at room temperature to

minimize smooth muscle contractility. Vessels were mechanically preconditioned, by cyclic pressurization between 10 to 140 mmHg at the estimated in vivo value of axial stretch, to minimize viscoelastic contributions to the mechanical behavior. The aortic segments were then subjected to a series of seven biaxial protocols consisting of cyclic pressurization from 10 to 140 mmHg while the vessel was held fixed at three different axial stretches (95, 100, and 105% of the in vivo value), and cyclic axial stretching at four fixed pressures (10, 60, 100, and 140 mmHg).

*Data Analysis of Active and Passive Mechanical Properties:* The contractile properties were assessed by calculating changes in inner radius and mean circumferential stress between relaxed and contracted states. The passive pressure-diameter and axial force-length data were fit with a validated four-fiber family constitutive model via a nonlinear regression (Levenberg-Marquardt) of a data set from all seven testing protocols. Specifically, we used a Holzapfel-type nonlinear stored energy function  $W$ ,

$$W(\mathbf{C}, \mathbf{M}^i) = \frac{c}{2}(I_C - 3) + \sum_{i=1}^4 \frac{c_1^i}{4c_2^i} \left\{ \exp \left[ c_2^i (IV_C^i - 1)^2 \right] - 1 \right\}, \quad (xx)$$

where  $c$ ,  $c_1^i$ , and  $c_2^i$  ( $i = 1, 2, 3, 4$  denote the four predominant fiber family directions) are material parameters, with  $c$  and  $c_1^i$  having units of stress (kPa) and  $c_2^i$  dimensionless.  $I_C = \text{tr}(\mathbf{C})$  and  $IV_C^i = \mathbf{M}^i \cdot \mathbf{C} \mathbf{M}^i$  are coordinate invariant measures of the finite deformation, computed in terms of the right Cauchy-Green tensor  $\mathbf{C} = \mathbf{F}^T \mathbf{F}$  where the deformation gradient tensor  $\mathbf{F} = \text{diag}[\lambda_r, \lambda_\theta, \lambda_z]$ , with  $\det \mathbf{F} = 1$  because of assumed incompressibility and each stretch unitless by definition. The direction of the  $i^{th}$  family of fibers is identified by the vector  $\mathbf{M}^i = [0, \sin \alpha_0^i, \cos \alpha_0^i]$ , with model parameter  $\alpha_0^i$  denoting a fiber angle relative to the axial direction in the traction-free reference configuration. Values of biaxial stress and material stiffness were computed from appropriate differentiation of the stored energy function.

**Bulk RNA-Seq.** Total RNA was isolated from *Myh11* lineage-marked SMCs or thoracic aortas without hemorrhagic lesions as described for RT-PCR and quality control was assessed by

nanodrop and an Agilent Bioanalyzer. Next-generation, whole-transcriptome sequencing was performed using a NovaSeq 6000 System (Illumina) at the Yale Center for Genome Analysis. Low-quality reads were trimmed, and adaptor contamination were removed using Trim Galore (v0.5.0). Trimmed reads were mapped to the mouse reference genome (GRCm38) using HISAT2 (v2.1.0) (11). Gene expression levels were quantified using StringTie (v1.3.3b) (12) with gene models (M15) from the GENCODE project. Differentially expressed genes were identified using DESeq2 (v 1.22.1) (13). The raw data is deposited in Gene Expression Omnibus (GEO) GSE194085.

**Single-Cell RNA-Seq.** Cells were isolated from the thoracic aorta without hemorrhagic lesions as described for flow cytometry and incubated with cell-impermeant viability dye (Thermo Fisher) for 20 min at 4 °C. Viable, GFP+ SMCs were sorted with a FACS Aria (BD Biosciences) and collected in 0.4% BSA/PBS. The selected cells were processed for single-cell RNA-seq library preparation using the Chromium™ Single Cell Platform (10x Genomics) as per the manufacturer's protocol. Briefly, single cells were partitioned into Gel Beads in Emulsion using the Chromium™ system (10x Genomics), followed by cell lysis and barcoded reverse transcription of RNA, cDNA amplification and shearing, and 5' adaptor and sample index attachment. Single-cell RNA-seq libraries were sequenced on a NovaSeq 6000 System (Illumina) at the Yale Center for Genome Analysis. The data was processed to obtain fastq sequences using the "cellranger mkfastq" program provided by the vendor (10x Genomics). The reference mouse genome (mm10) was customized by addition of gene annotations for the exogenous tdTomato and eGFP genes. Raw reads were aligned to the customized mouse reference genome and gene expression was quantified using the "cellranger count" program provided by the vendor (10x Genomics). Gene expression data was further processed using the Seurat package (version 4.0), including data filtering, normalization, data dimension reduction, cell clustering, marker identification, cell type identity assignment, and data visualization. Filtering criteria for genes were: (i) include genes

detected in at least 10 cells. Filtering criteria (satisfy all criteria) for cells were: (i) include cells with eGFP > 1, (ii) include cells > 200 genes detected, (iii) include cells with transcripts between 5,000 and 25,000, and (iv) include cells with mitochondrial RNA < 10%. The data was normalized using SCTransform ([https://satijalab.org/seurat/articles/sctransform\\_vignette.html](https://satijalab.org/seurat/articles/sctransform_vignette.html)). Differential gene expression was used for clustering by T-distributed Stochastic Neighbor Embedding (tSNE) or Uniform Manifold Approximation and Projection (UMAP) and these projections were used for visualization with dimensional reduction. The raw data is deposited in GEO GSE194085.

**Gene Ontology Enrichment Analysis.** Differentially expressed genes between experimental groups with  $\log_2(\text{fold change}) > 1$  and false discovery rate-adjusted  $P \leq 0.05$  were used for gene ontology enrichment analysis of bulk and single-cell RNA-seq datasets. Upregulated and downregulated genes were separately analyzed using DAVID v6.8 (<https://david.ncifcrf.gov/>) to identify enriched biological themes among biological process, cellular component, and molecular function terms. Enriched terms were ranked by  $P$ -value and the top 10 in each category displayed.

**Cell Culture.** Thoracic aortas without hemorrhagic lesions from mice without vasoconstrictor or BAPN treatment were digested for 5 min at 37 °C in HBSS containing 1 mg/mL collagenase A (10103578001, Roche) to promote sharp removal of the adventitia under a dissecting microscope. The denuded vessels were transferred into 0.5 mL DMEM (Thermo Fisher) containing 10% FBS (Life Technologies), 1.5 mg/mL collagenase A, and 0.5 mg/mL elastase (LS002294, Worthington Biochemicals) and incubated at 37 °C for 30 min while the digest was triturated with a pipette every 15 min. The mixture was centrifuged, then the cells were resuspended in Claycomb medium (Sigma-Aldrich) supplemented with 10% FBS, and cultured in 35 mm dishes in a CO<sub>2</sub> incubator at 37 °C. In some experiments, cultured cells were analyzed at day 3 without passaging and medial cells were > 90-95% SMCs by GFP, smooth muscle  $\alpha$ -actin, or integrin  $\alpha$ 8 expression. In other experiments, cell culture continued until confluence (typically within a week), the cells were

dissociated with trypsin/EDTA and GFP+ SMCs were sorted under sterile conditions using a FACSAria (BD Biosciences). Selected GFP+ SMCs were expanded in DMEM with 10% FBS, without risk of overgrowth by more rapidly dividing, RFP+ fibroblasts, and used for experiments by passage 3. In certain experiments, passage 3 SMCs were plated onto cover slips in 12-well plates, cultured for 4 d, washed twice, fixed with 4% paraformaldehyde, and collagen was labeled with the CNA35 probe overnight at 4 °C. The slides were incubated with Pro-Long Gold Mounting Reagent with DAPI (Life Technologies) and immunofluorescence images were acquired using an Axiovert 200M microscopy system (Carl Zeiss MicroImaging).

**Decellularized ECM.** Previously described techniques for endothelial cells and fibroblasts were adapted for SMCs (14, 15). In brief, early passage (P3) SMCs from untreated GFP<sup>SMC</sup> or Tgfb<sup>1/2</sup><sup>SMCKO</sup> mice were plated on uncoated plastic and expanded to confluence. The medium was not changed and acquired an acidic pH color within 7-10 days. The cells were lysed with PBS containing 0.5% Triton X-100 and 20 mM NH<sub>4</sub>OH at room temperature for 10 min and the plates were washed 3 times with PBS. Decellularization was confirmed by microscopy. Decellularized matrices were stored at 4 °C for up to 2 weeks until use.

**Adhesion Assays.** Ninety-six well flat-bottom plates (351172, Falcon) were coated with purified bovine fibronectin (150025, MP Biomedicals) or rat-tail collagen (354249, Corning) at 6-25 µg/mL in 50 µL PBS at 4 °C overnight. Alternatively, decellularized matrices within the 96 well flat-bottom plates in which they were formed were used instead of exogenous fibronectin or collagen. The plates were washed once with PBS, blocked with freshly prepared, heat denatured BSA (A9418, Sigma-Aldrich) at 10 mg/mL dissolved in PBS for 1 h, and washed twice. Unpassaged (P0 at day 3 of in vitro culture) or early passage (P3) GFP+ SMCs were trypsinized, the enzymatic activity stopped with soybean trypsin inhibitor, and resuspended in serum-free DMEM containing 1 mg/mL BSA. The cells were seeded at 3 x 10<sup>4</sup> cells in 100 µL solution per well, incubated for 1 h

at 37 °C, and washed twice with PBS containing 1 mM  $\text{Ca}^{2+}$  and 2 mM  $\text{Mg}^{2+}$ . The number of adherent cells was determined by a colorimetric assay in which 100  $\mu\text{L}$  of nitrophenyl phosphate (P4744, Sigma-Aldrich) at 3 mg/mL in 50 mM sodium acetate, pH 5.0 plus 0.4% Triton X-100 was added to each well, incubated at room temperature for 1 h, then 50  $\mu\text{L}$  NaOH at 1M was added to each well and the OD was determined spectrophotometrically at 405 nm. OD values were corrected for empty well readings and when pooled from several experiments, the results were normalized to wild-type controls because of batch variability.

**Protein Purification.** Plasmid pET28a-tdTomato-CNA35 encoding tdTomato-CNA35 (61606, Addgene) was purified as described previously (16). The plasmid was transformed into BL21 competent cells (EC0114, Thermo Fisher). Single colonies were picked to inoculate 6 mL LB medium containing 10 g/L peptone (211677, Thermo Fisher), 10 g/L NaCl, 5 g/L yeast extract (AB01208-02000, AmericanBio), and 25  $\mu\text{g/mL}$  kanamycin (AB01100-00010, AmericanBio), bacteria were grown overnight at 37 °C, then transferred and grown in 300 mL LB medium containing 25  $\mu\text{g/mL}$  kanamycin. When the OD at 600 nm reached  $\sim 0.6$ , 0.2 mM IPTG (I6758, Sigma-Aldrich) was added and incubated for  $\sim 12$  hours at 30 °C. The cultures were centrifuged, and the pellets were resuspended in 10 mL Bugbuster (70584, Millipore) containing 10  $\mu\text{L}$  benzonase (70750, Millipore) and 5 mM imidazole (I2399, Sigma-Aldrich) and incubated for 30 min at room temperature. The suspension was centrifuged, protein in the supernatant was purified by Econo-Pac chromatography columns (7321010, Bio-Rad), and 3 mL Ni-NTA agarose resin (70666, Millipore) was loaded to the column, and washed with 2 column volumes of wash buffer I (20 mM Tris-HCl pH 7.9, 0.5 M NaCl, and 30 mM imidazole). The supernatant was loaded onto the column and washed with 4 column volumes of wash buffer II (20 mM Tris-HCl pH 7.9, 0.5 M NaCl, and 60 mM imidazole). The protein was eluted by 4 column volumes of elution buffer (20 mM Tris-HCl pH 7.9, 0.5 M NaCl, and 500 mM imidazole). The buffer in which the protein was dissolved was changed to 50 mM Tris-HCl pH 8.0 and 100 mM NaCl by repeated concentration

and dilution steps using Amicon Ultra-4 Centrifugal Filter Units (UFC801008, Millipore). The protein was kept in the dark at 37 °C for 16 h to allow complete chromophore maturation.

### Expanded Methods References

1. Cassis LA, et al. ANG II infusion promotes abdominal aortic aneurysms independent of increased blood pressure in hypercholesterolemic mice. *Am J Physiol Heart Circ Physiol*. 2009;296(5):H1660–H1665.
2. Murata S, Get al. Delayed platelet adhesion/aggregation at sites of endothelial injury in mouse cerebral arterioles after transient elevations of blood pressure and shear. *Stroke*. 1995;26(4):650–654.
3. Okunieff P, et al. Effects of hydralazine-induced vasodilation on the energy metabolism of murine tumors studied by in vivo <sup>31</sup>P-nuclear magnetic resonance spectroscopy. *J Natl Cancer Inst*. 1988;80(10):745–750.
4. Li W, et al. Tgfbr2 disruption in postnatal smooth muscle impairs aortic wall homeostasis. *J Clin Invest*. 2014;124(2):755–767.
5. Gao X, et al. Attenuation of monocyte chemoattractant protein-1 expression via inhibition of nuclear factor-kappaB activity in inflammatory vascular injury. *Am J Hypertens*. 2007;20(11):1170–1175.
6. Ying H, et al. The Rho kinase inhibitor fasudil inhibits tumor progression in human and rat tumor models. *Mol Cancer Ther*. 2006;5(9):2158–2164.
7. Kanematsu Y, et al. Pharmacologically induced thoracic and abdominal aortic aneurysms in mice. *Hypertension*. 2010;55(5):1267–1274.
8. Potter AS, Potter SS. Dissociation of Tissues for Single-Cell Analysis. *Methods Mol Biol*. 2019;1926:55–62.

9. Gleason RL, et al. A multiaxial computer-controlled organ culture and biomechanical device for mouse carotid arteries. *J Biomech Eng.* 2004;126(6):787–795.
10. Ferruzzi J, et al. Decreased elastic energy storage, not increased material stiffness, characterizes central artery dysfunction in fibulin-5 deficiency independent of sex. *J Biomech Eng.* 2015;137(3):031007.
11. Kim D, et al. Graph-based genome alignment and genotyping with HISAT2 and HISAT-genotype. *Nat Biotechnol.* 2019;37(8):907–915.
12. Pertea M, et al. StringTie enables improved reconstruction of a transcriptome from RNA-seq reads. *Nat Biotechnol.* 2015;33(3):290–295.
13. Love MI, et al. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.* 2014;15(12):550.
14. Vlodavsky I. Preparation of extracellular matrices produced by cultured corneal endothelial and PF-HR9 endodermal cells. *Curr Protoc Cell Biol.* 1999;1:10.4.1–10.4.14.
15. Franco-Barraza J, et al. Preparation of Extracellular Matrices Produced by Cultured and Primary Fibroblasts. *Curr Protoc Cell Biol.* 2016;71:10.9.1–10.9.34.
16. Aper SJ, et al. Colorful protein-based fluorescent probes for collagen imaging. *PLoS One.* 2014;9(12):e114983.

## Supplemental Figures

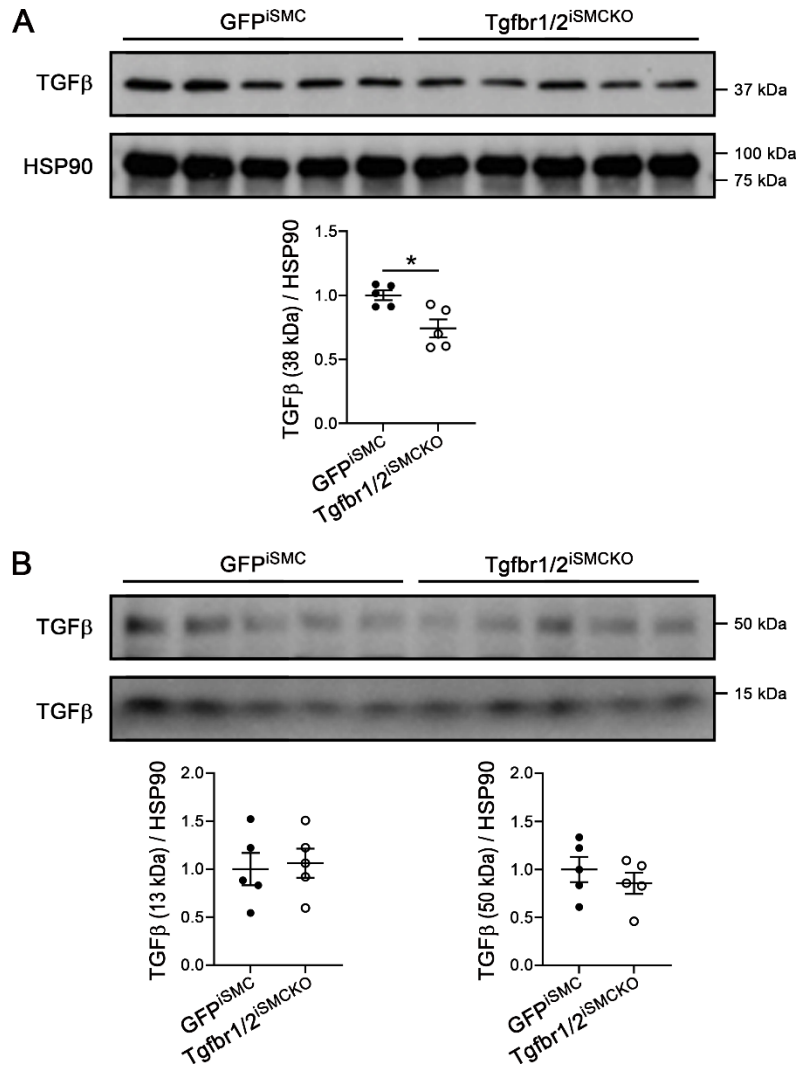

**Supplemental 1: TGFβ ligands after disruption of TGFβ signaling in SMCs of mature aortas.** Thoracic aortas were procured from 12-week-old GFP<sup>iSMC</sup> and Tgfb1/2<sup>iSMCKO</sup> mice that received tamoxifen for 5 days starting at 11 weeks of age. The adventitia was removed, and media tissue was analyzed by western blot under reducing conditions. **(A)** Blots for the dominant band of TGFβ and HSP90 with densitometry of protein bands relative to loading controls, ( $n = 5$ ); TGFβ (38 kDa) is likely latent TGFβ. **(B)** Blots for minor bands of TGFβ on longer exposures of the membranes with relative densitometry to loading controls, ( $n = 5$ ); TGFβ (13 kDa) is likely active TGFβ monomer while TGFβ (50 kDa) may be pre-pro-TGFβ or a larger latent complex. Data are shown as individual values with mean  $\pm$  SEM; \* $P < 0.05$  by unpaired Student's t-test.

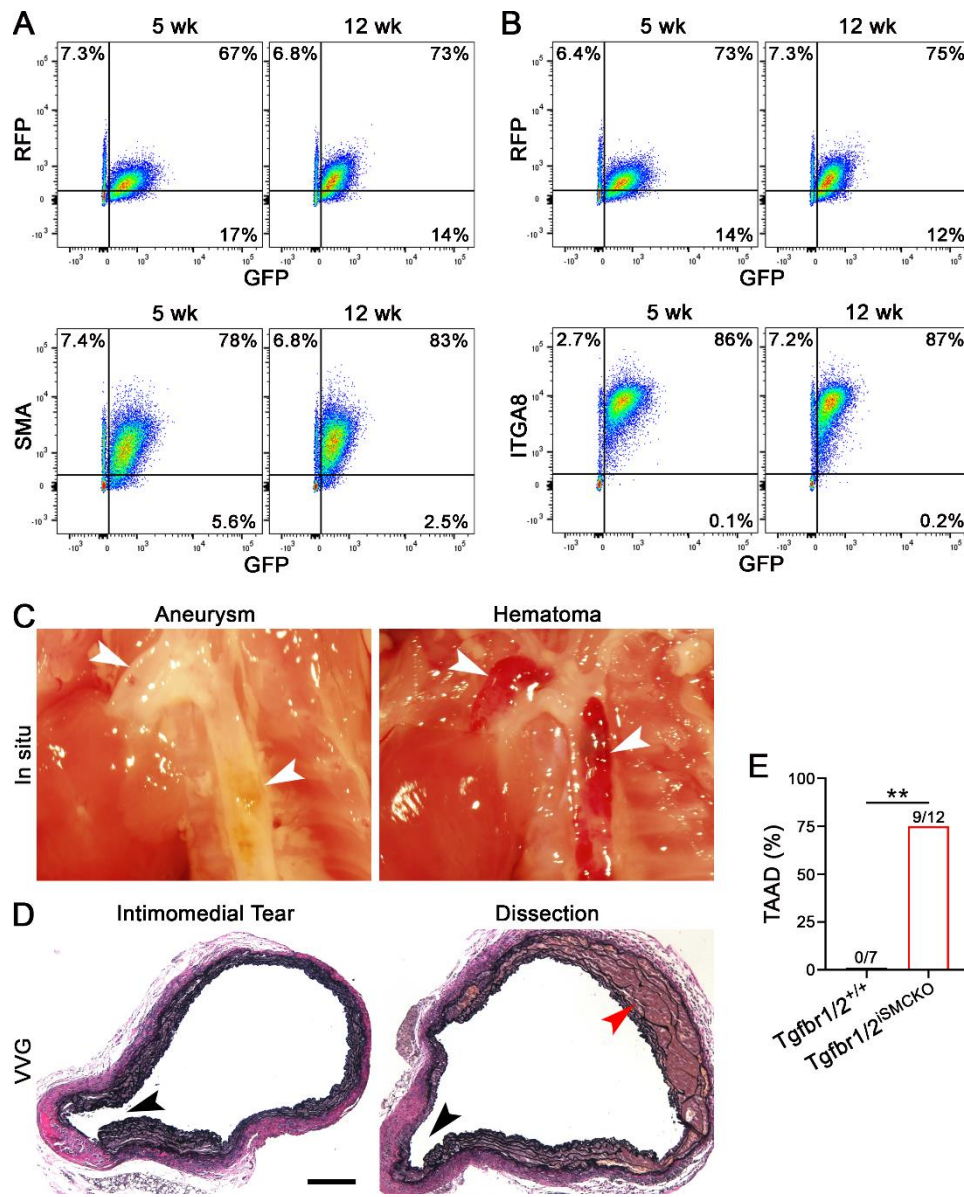

**Supplemental Figure 2: Disruption of TGF $\beta$  signaling in SMCs of immature aortas.** Cells were enzymatically isolated from thoracic aortas of 5- and 12-week-old *Tgfr1/2<sup>iSMCKO</sup>* mice induced with tamoxifen over 5 days starting at 4 and 11 weeks of age, respectively, and analyzed by flow cytometry. **(A)** Red fluorescent protein (RFP), GFP, and smooth muscle  $\alpha$ -actin (SMA) expression in fixed, permeabilized cells. **(B)** RFP, GFP, and integrin  $\alpha$ 8 (ITGA8) expression in non-permeabilized cells. SMCs with Cre-mediated recombination express both GFP and cell type-specific markers (SMA or ITGA8) and represent > 90% of total SMCs in both immature and mature aortas; GFP<sup>+</sup> SMCs also express RFP, but at lower levels than cells without recombination, because of persistent protein expression 2–7 days after tamoxifen (RFP is absent several weeks after induction). Alternatively, 4-week-old *Tgfr1<sup>fl</sup>.Tgfr2<sup>fl</sup>.Myh11-CreER<sup>T2</sup>.mT/mG* mice were injected with vehicle (*Tgfr1/2<sup>+/+</sup>*) or tamoxifen (*Tgfr1/2<sup>iSMCKO</sup>*) for 5 days and ascending aortas were examined at 8 weeks of age. **(C)** In situ examination showing aortic aneurysms and mural hematomas (white arrows) in *Tgfr1/2<sup>iSMCKO</sup>* mice. **(D)** Verhoef–Van Gieson (VVG) stains of ascending aortas revealing intimomedial tears (black arrows) and dissection (red arrow) in *Tgfr1/2<sup>iSMCKO</sup>* mice, scale bar: 200  $\mu$ m. **(E)** Incidence of thoracic aorta aneurysm and dissection (TAAD) in 8-week-old *Tgfr1/2<sup>+/+</sup>* ( $n = 0/7$ ) and *Tgfr1/2<sup>iSMCKO</sup>* ( $n = 9/12$ ) mice without vasoconstrictor administration, \*\* $P < 0.01$  by Fisher's exact test.

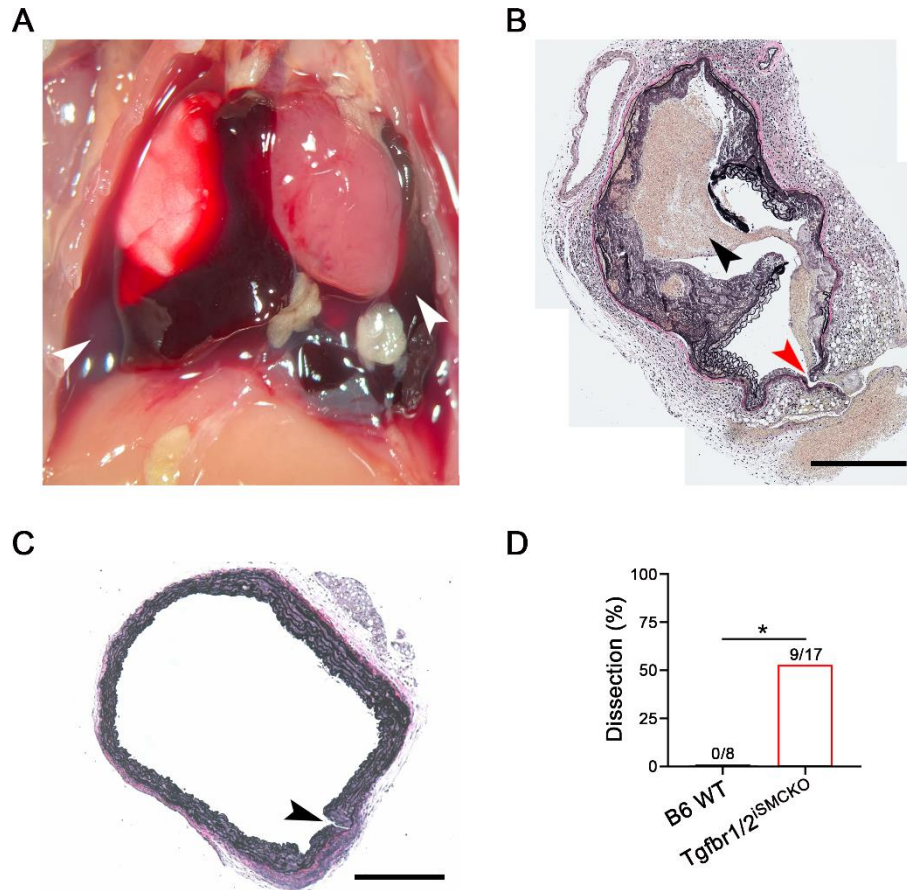

**Supplemental Figure 3: Spectrum of vasoconstrictor-induced aortic tears.** Twelve-week-old mice were infused with NE at 3.88  $\mu\text{g/kg/min}$  or AngII at 1  $\mu\text{g/kg/min}$  s.c. by osmotic minipump for 7 days. (A) Post-mortem examination after sudden death of Tgfb1/2<sup>ISMCKO</sup> mouse at 6 days of AngII infusion revealing hemothorax (white arrows). (B) Verhoeff–Van Gieson stain of descending thoracic aorta of this animal showing contained rupture with false lumen (black arrow) and channel of free rupture connecting the lumen to extravascular blood accumulation (red arrow), merged image of multiple high magnification photomicrographs, scale bar: 1 mm. (C) Verhoeff–Van Gieson stain of ascending thoracic aorta of NE-infused Tgfb1/2<sup>ISMCKO</sup> mouse without visible hematoma showing a discrete intimomedial tear (black arrow) but no evidence of blood extravasation between elastic lamellae, scale bar: 300  $\mu\text{m}$ . (D) Incidence of aortic dissection in B6 WT ( $n = 0/8$ ) and Tgfb1/2<sup>ISMCKO</sup> ( $n = 9/17$ ) mice after NE infusion for 1 week;  $*P < 0.05$  by Fisher's exact test.

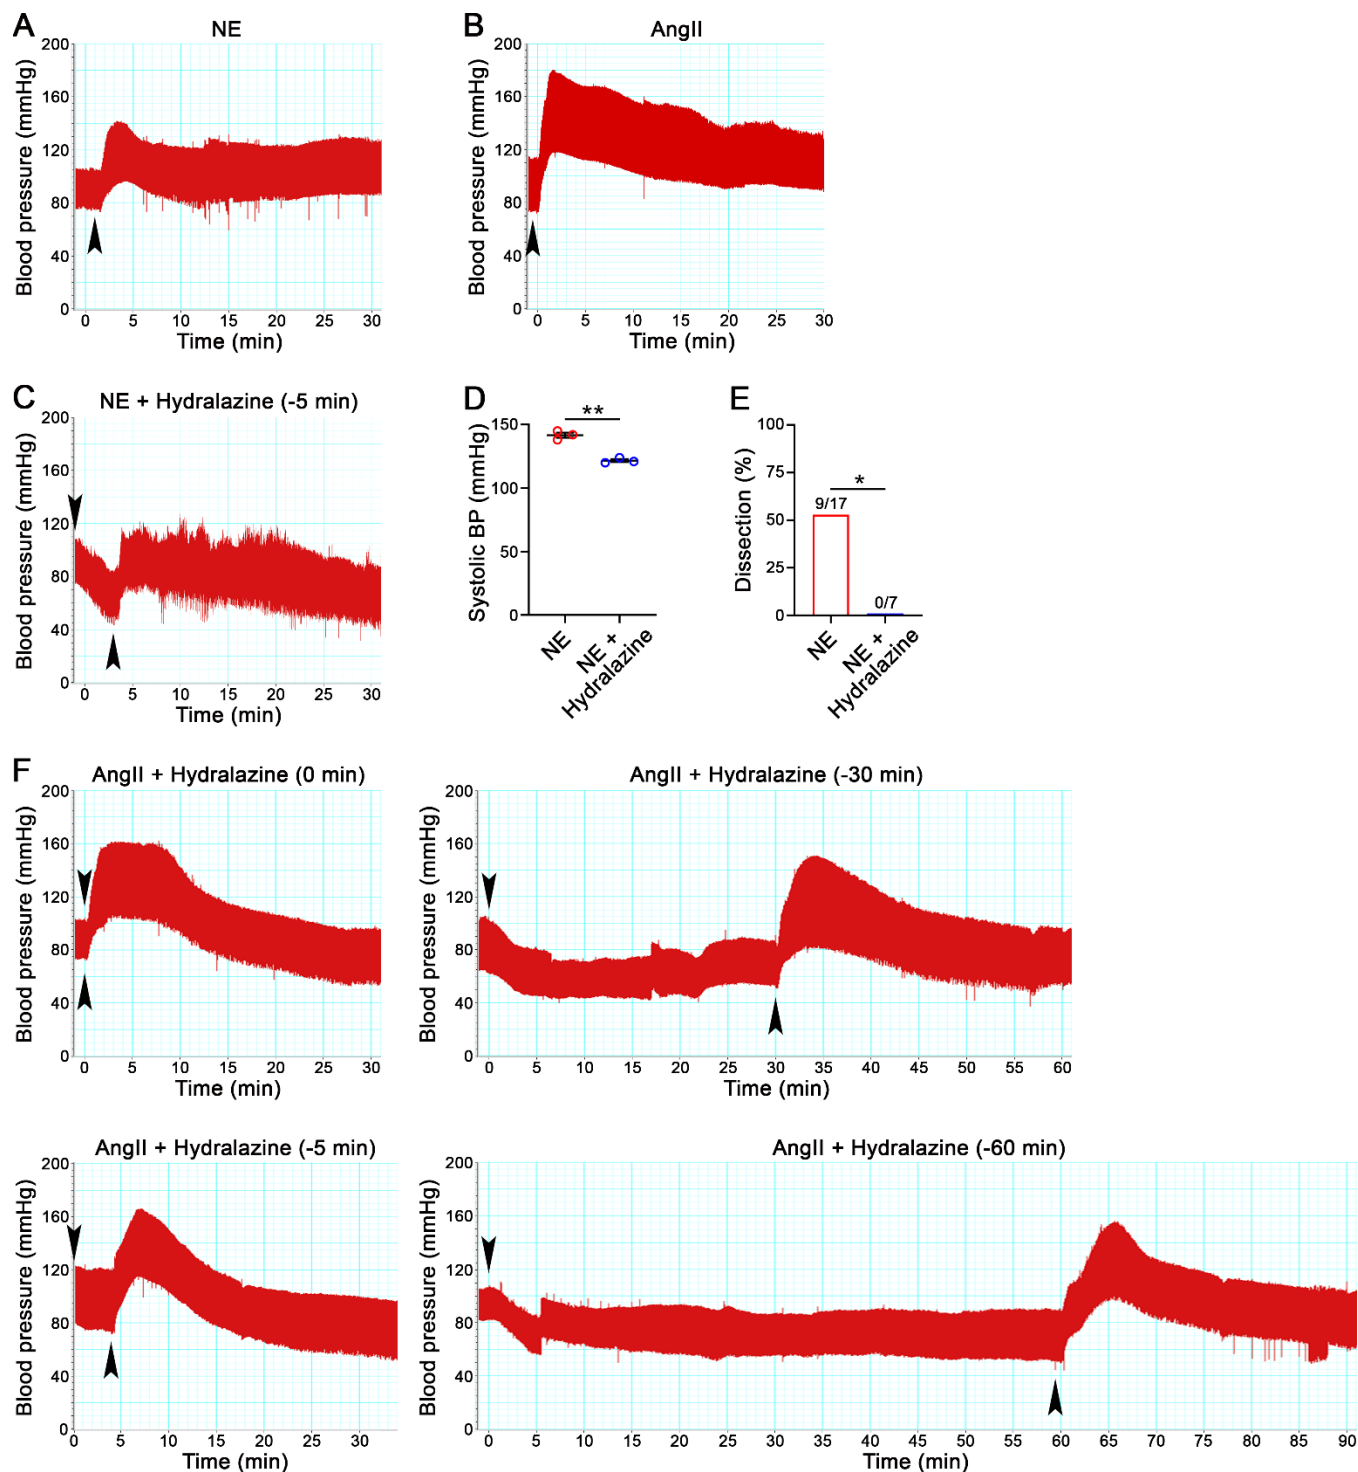

**Supplemental Figure 4: Hydralazine prevents NE-mediated pressure elevation and aortic dissection.** Millar catheter measurement of central blood pressure (BP) after i.p. injection of (A) NE at 1.28 mg/kg or (B) AngII at 0.64 mg/kg (up arrows), both monitored thereafter for 30 minutes. (C) Similar assessment of blood pressure after i.p. injection of hydralazine at 10 mg/kg (down arrow) 5 minutes prior to administration of NE (up arrow). (D) Maximum systolic BP over 30 minutes after injection ( $n = 3$ ). (E) Incidence of aortic dissection in 12-week-old *Tgfb $\beta$ 1/2<sup>SMCKO</sup>* mice injected with NE ( $n = 9/17$ ) or NE plus hydralazine ( $n = 0/7$ ) after 30 minutes. (F) Blood pressure after i.p. injection of hydralazine at 10 mg/kg (down arrows) from 0 to 60 minutes prior to administration of AngII (up arrows) were ineffective at the doses tested. Data are shown as individual values with mean  $\pm$  SEM; \* $P < 0.05$ , \*\* $P < 0.01$  by unpaired Student's t-test (D) or Fisher's exact test (E).

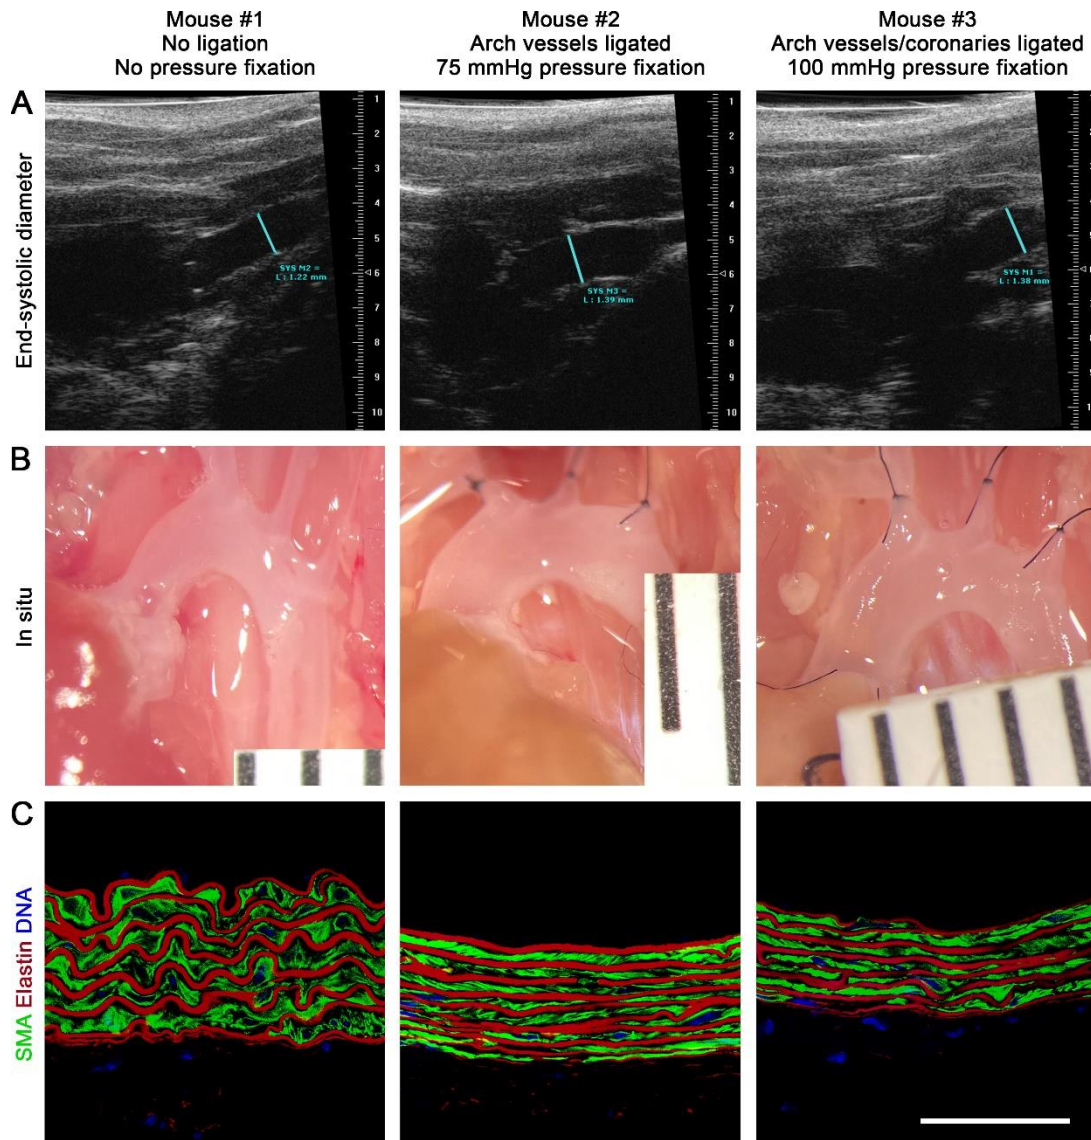

**Supplemental Figure 5: Pressure fixation of murine thoracic aortas.** (A) B6 WT mice of various ages were examined by ultrasound to determine end-systolic diameter (blue line) of the ascending aorta; ruler calibration in mm. (B) The circulation was flushed with saline via the left ventricle and the thoracic aorta remained unpressurized (left panel) or the descending thoracic aorta was cannulated and perfused with 10% formalin for 30 minutes at room temperature after ligation of the arch vessels (middle panel) or both the arch vessels and coronary arteries (right panel). The perfusion solution was at a height of 136 cm (equivalent to 100 mmHg) and the perfusion pressure was 75 mmHg after ligation of the arch vessels alone (likely losing pressure via runoff in the coronary circulation) and 100 mmHg after ligation of both arch vessels and coronary arteries. The in situ ascending aorta diameter after the procedure as a fraction of end-systolic diameter was 89% with no perfusion fixation, 98% with arch vessels ligated and perfusion pressure of 75 mmHg, and 105% with both arch vessels and coronary arteries ligated and perfusion pressure of 100 mmHg; ruler markings: 1 mm. (C) Confocal microscopy performed after labelling of SMCs with smooth muscle  $\alpha$ -actin (SMA) antibody, elastin with AF633 hydrazide, and nuclei with DAPI revealed straightening of the medial laminae after pressure fixation, scale bar: 50  $\mu$ m. The technique of arch vessel ligation with perfusion pressure of 75 mmHg was selected for further experiments to avoid overdilation of aortas in situ.

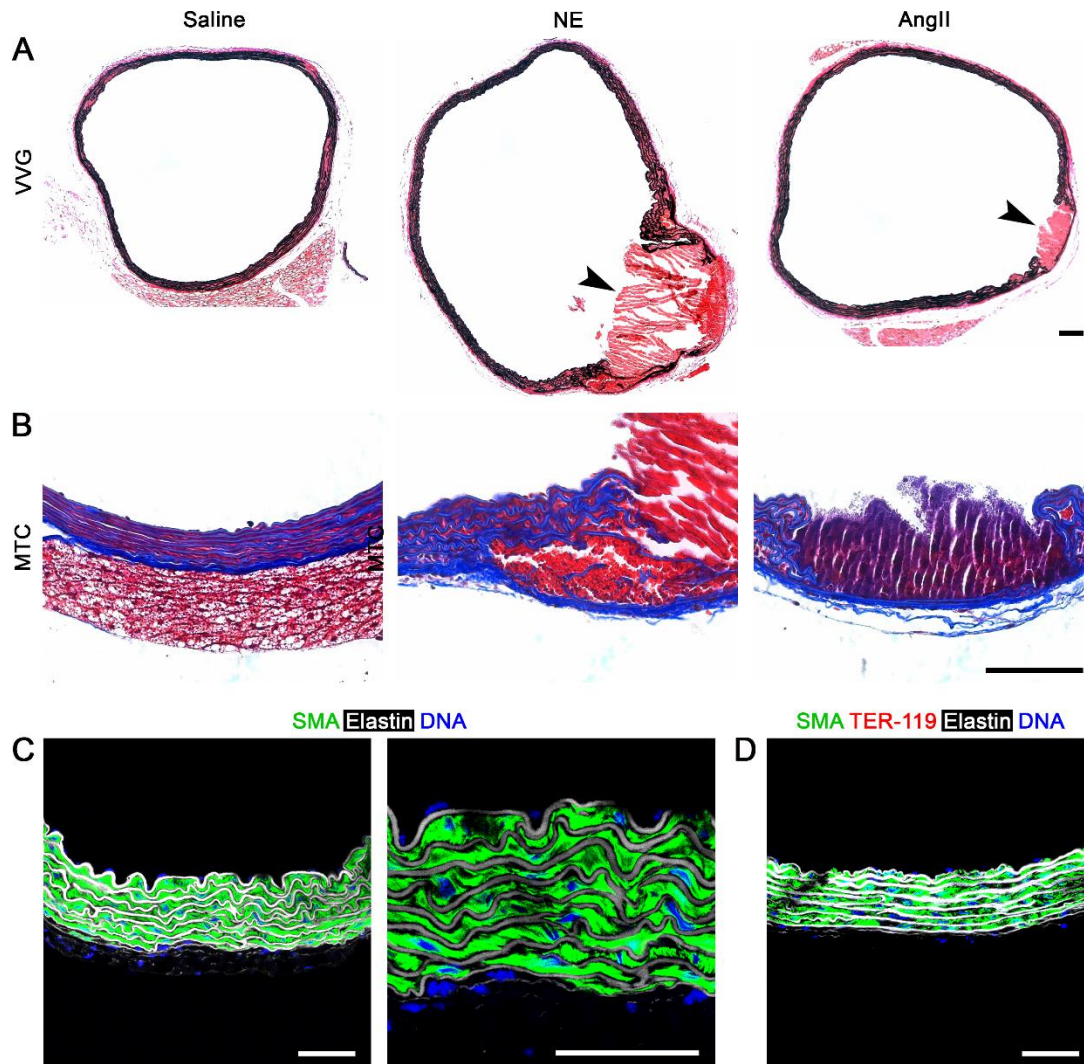

**Supplemental Figure 6: Histology of dissected and non-dissected aortas.** Microscopic structure of ascending aortas was examined following  $TGF\beta$  signaling disruption at 11 weeks of age and i.p. injection of 12-week-old  $Tgfr1/2^{iSMCKO}$  mice with saline, NE, or AngII for 30 minutes. **(A)** Verhoeff–Van Gieson (VVG) stains show fresh thrombus (arrows) plugging entry tears that extend to or through the external elastic lamina. **(B)** Masson's trichrome (MTC) stains show disruption of medial collagen fibers (blue color) together with adjacent elastic fibers (black color in VVG stain), but intact adventitial collagen fibers preventing free rupture. **(C)** Confocal microscopy after labeling smooth muscle  $\alpha$ -actin (SMA) for SMC cytoskeleton, AF633 hydrazide for elastin, and DAPI for nuclei shows orderly SMCs attached to elastic laminae after saline injection. **(D)** Additionally, TER-119 labelling for RBCs shows absence of dissection in NE-treated aortas without hemorrhagic lesions. Pressure-fixed (A, B, D) and unpressurized (C) specimens. Scale bars: 100  $\mu$ m (A, B) and 50  $\mu$ m (C, D).

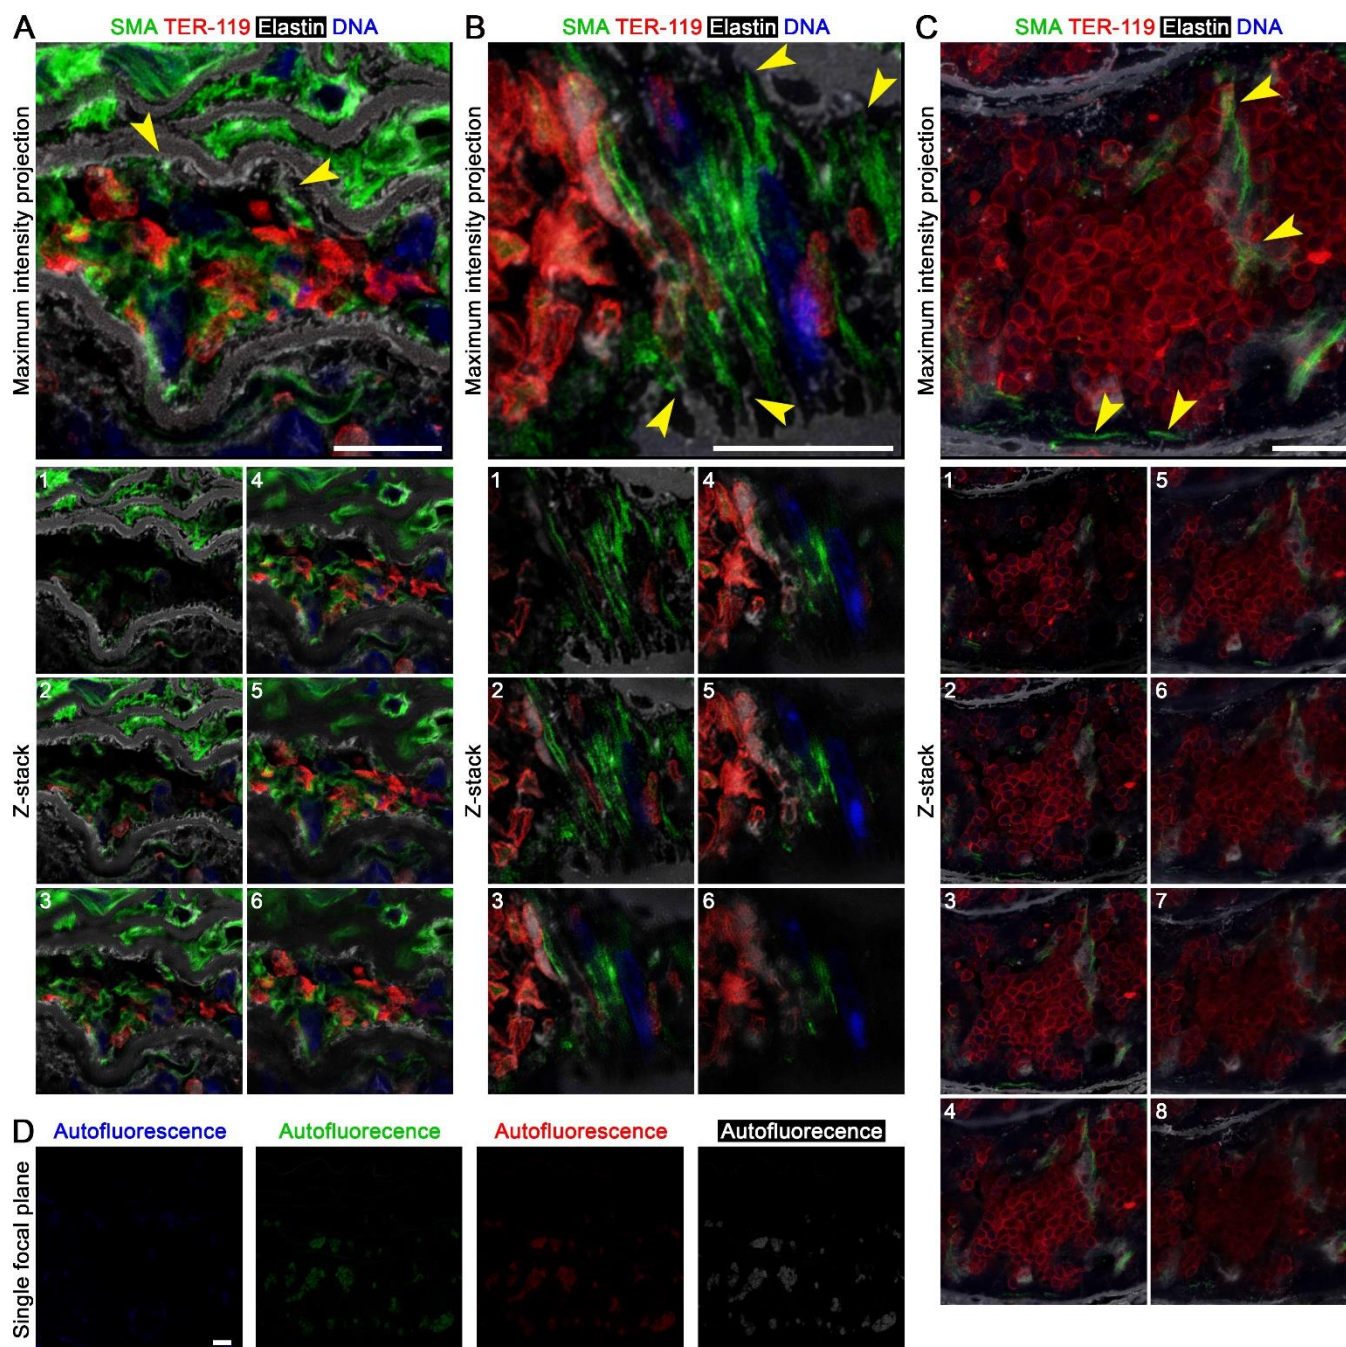

**Supplemental Figure 7: Traction and rupture of SMCs with persistent attachments to elastic fibers during progressive medial delamination.** Twelve-week-old  $Tgfb1/2^{SMCKO}$  mice were infused with NE at 1.28 mg/kg i.p. for 30 minutes and dissected ascending aortas with varying degrees of medial delamination (widening of space between elastic lamellae from accumulation of blood) were examined by confocal microscopy after labeling with smooth muscle  $\alpha$ -actin (SMA) for SMC cytoskeleton (green), TER-119 for RBCs (red), AF633 hydrazide for elastin (white), and DAPI for nuclei (blue). Serial images ( $n = 6-8$ ) at different depths were combined highlighting the brightest pixels across the stack (maximum intensity projection). (A) Mild, (B) moderate, and (C) severe delamination showing change in SMC orientation from circumferential to radial and eventual rupture of cells. SMCs and SMC fragments show persistent attachments to intralaminar elastic fibers (arrows); Z-stacks confirm that SMC fragments are not extensions of intact cell bodies. (D) Fluorescence in blue, red, green, and far-red channels without conjugated antibodies/dye; RBCs have significant autofluorescence, elastic laminae have minimal autofluorescence, and SMCs do not have detectable autofluorescence. Scale bars: 10  $\mu$ m.

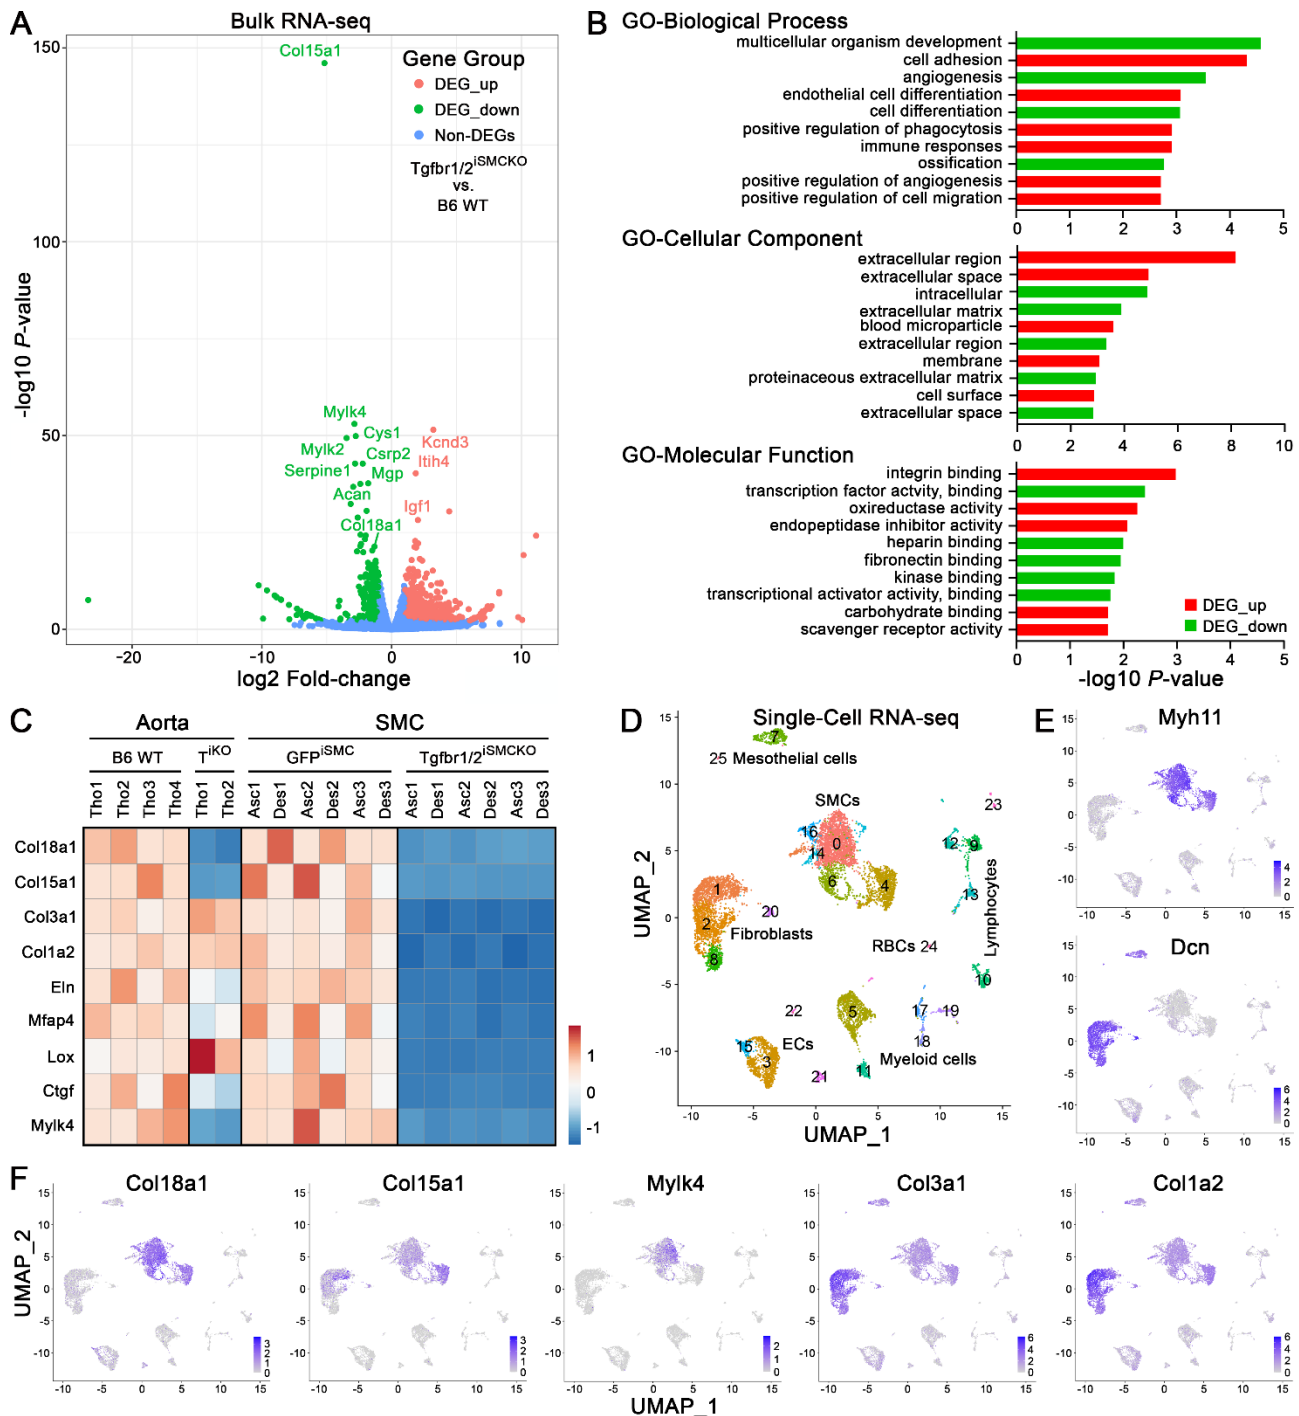

**Supplemental Figure 8: Transcriptome profiling of whole aortas versus isolated SMCs.** Bulk RNA-seq of thoracic aortas from 12-week-old B6 WT mice ( $n = 4$ ) and  $Tgfr1/2^{iSMCKO}$  mice ( $n = 2$ ) 1 week after TGF $\beta$  receptor disruption shown as (A) volcano plot highlighting differentially expressed genes (DEG) and (B) gene ontology (GO) enrichment analysis. (C) Heatmap comparing ECM and regulatory contractile molecules by bulk RNA-seq of thoracic aortas (Tho,  $n = 6$ ) versus SMCs isolated from ascending/arch (Asc,  $n = 6$ ) and descending (Des,  $n = 6$ ) segments from 12-week-old GFP<sup>iSMC</sup> and  $Tgfr1/2^{iSMCKO}$  ( $T^{IKO}$ ) mice illustrating common regulation of only limited genes. (D) Single cell RNA-seq of aortic cells from 12-week-old GFP<sup>iSMC</sup> mice ( $n = 2$ ) with UMAP plot differentiating 25 clusters, including SMCs and fibroblasts identified by (E) cell type-specific markers *Myh11* and *Dcn*, respectively. (F) *Col18a1*, *Col15a1*, and *Mylk4* (differentially expressed by bulk RNA-seq of both aortas and SMCs) are preferentially expressed in SMCs, whereas *Col3a1* and *Col1a2* (differentially expressed by bulk RNA-seq of SMCs but not aortas) predominate in fibroblasts thus confounding whole tissue analysis.

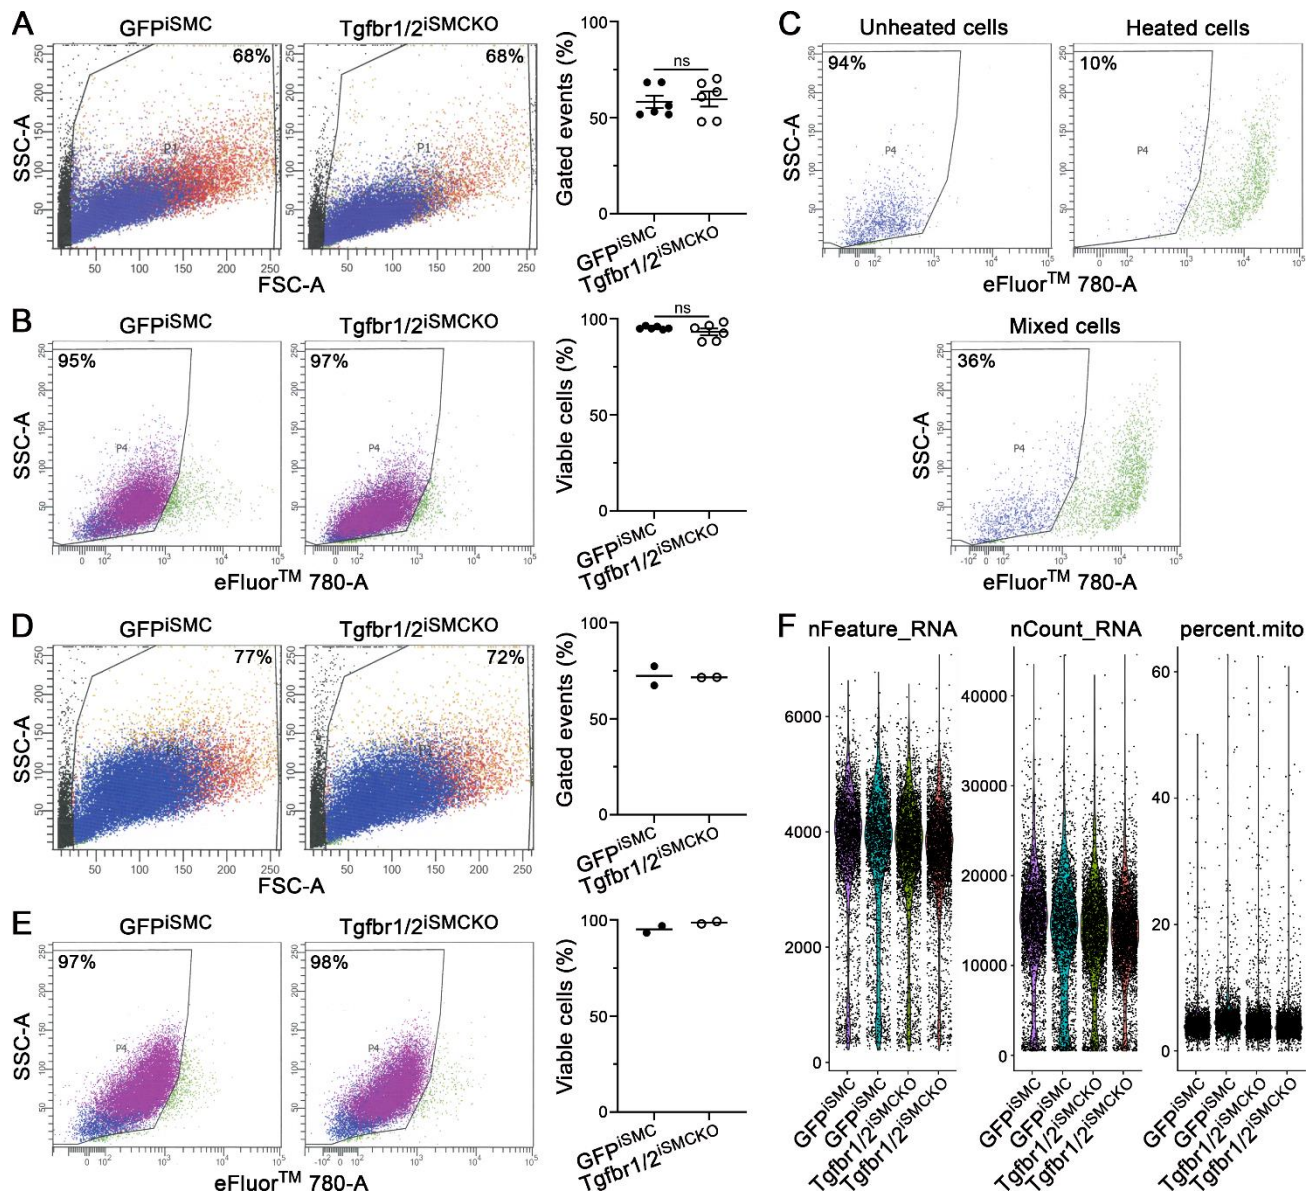

**Supplemental Figure 9: Similar cell viability and RNA quality control metrics in SMCs without and with TGF $\beta$  signaling disruption.** Cells were enzymatically isolated from thoracic aorta segments of 12-week-old GFP<sup>iSMC</sup> and Tgfr1/2<sup>iSMCKO</sup> mice for bulk RNAseq analysis (shown in Figure 6A) and were (A) distinguished from debris by side (SSC-A) vs. forward (FSC-A) scatter followed by (B) selection of viable cells via exclusion of cell impermeant eFluor<sup>TM</sup> 780 dye. (C) Gating to differentiate viable from injured/dying cells was determined from analysis of distal descending thoracic aorta cells enzymatically isolated at 4 °C and either kept on ice (unheated), heated to 75 °C for 5 minutes (heated), or a mixture of unheated and heated cells (mixed). Alternatively, cells were enzymatically isolated from thoracic aortas of 12-week-old GFP<sup>iSMC</sup> and Tgfr1/2<sup>iSMCKO</sup> mice for single cell RNAseq analysis (shown in Figure 6C) and were (D) distinguished from debris by side vs. forward scatter followed by (E) selection of viable cells. Data are shown as individual values with mean,  $n = 2$ , statistical analysis not performed. (F) Violin plots for number of genes per cell (nFeature\_RNA), number of total reads per cell (nCount\_RNA), and percent mitochondrial reads per cell (percent.mito) prior to filtration and normalization of gene expression results reveal a similar proportion of outliers among experimental groups and replicates. Data are shown as individual values with mean  $\pm$  SEM bars,  $n = 6$ ,  $P$  value not significant (ns) by Mann-Whitney U test (A) or unpaired Student's t-test (B).

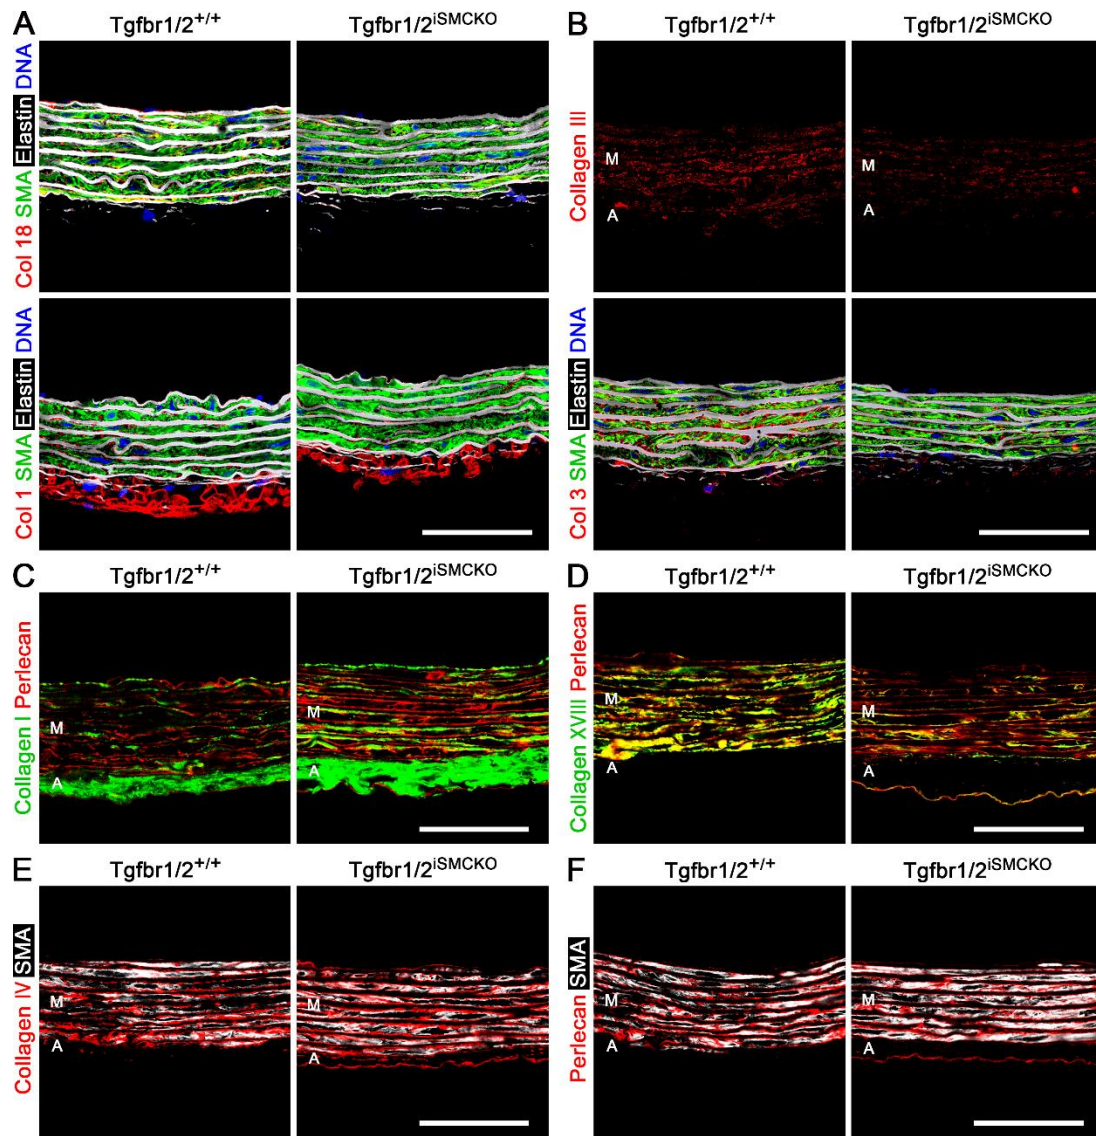

**Supplemental Figure 10: ECM protein abundance 1 week after TGF $\beta$  signaling disruption in SMCs of mature aortas.** Ascending aortas of 12-week-old Tgfr1/2<sup>+/+</sup> and Tgfr1/2<sup>iSMCKO</sup> mice at 7 days after starting tamoxifen were analyzed by confocal microscopy. **(A)** Presence of collagen XVIII (Col 18, red) or I (Col 1, red) overlaid with smooth muscle  $\alpha$ -actin (SMA) for SMCs (green), AF633 hydrazide for elastin (white), and DAPI for nuclei (blue). Images of collagen XVIII and I alone are shown in Figure 8. **(B)** Presence of collagen III (Col 3, red) alone or overlaid with smooth muscle  $\alpha$ -actin for SMCs (green), AF633 hydrazide for elastin (white), and DAPI for nuclei (blue). **(C)** Presence of collagen I (green) overlaid with perlecan (red). **(D)** Presence of collagen XVIII (green) overlaid with perlecan (red) demonstrating co-localization (yellow). **(E)** Presence of collagen IV (red) overlaid with smooth muscle  $\alpha$ -actin (white) and **(F)** presence of perlecan (red) overlaid with smooth muscle  $\alpha$ -actin (white) showing basement membrane proteins surrounding SMCs. Formalin-fixed, paraffin-embedded sections (A, B) and frozen, OCT-embedded sections (C, D, E, F) of pressure-fixed specimens. The media (M) and adventitia (A) are identified by the presence or absence of elastic laminae (the adventitia is inadvertently trimmed during procurement in some specimens). Scale bars: 50  $\mu$ m.

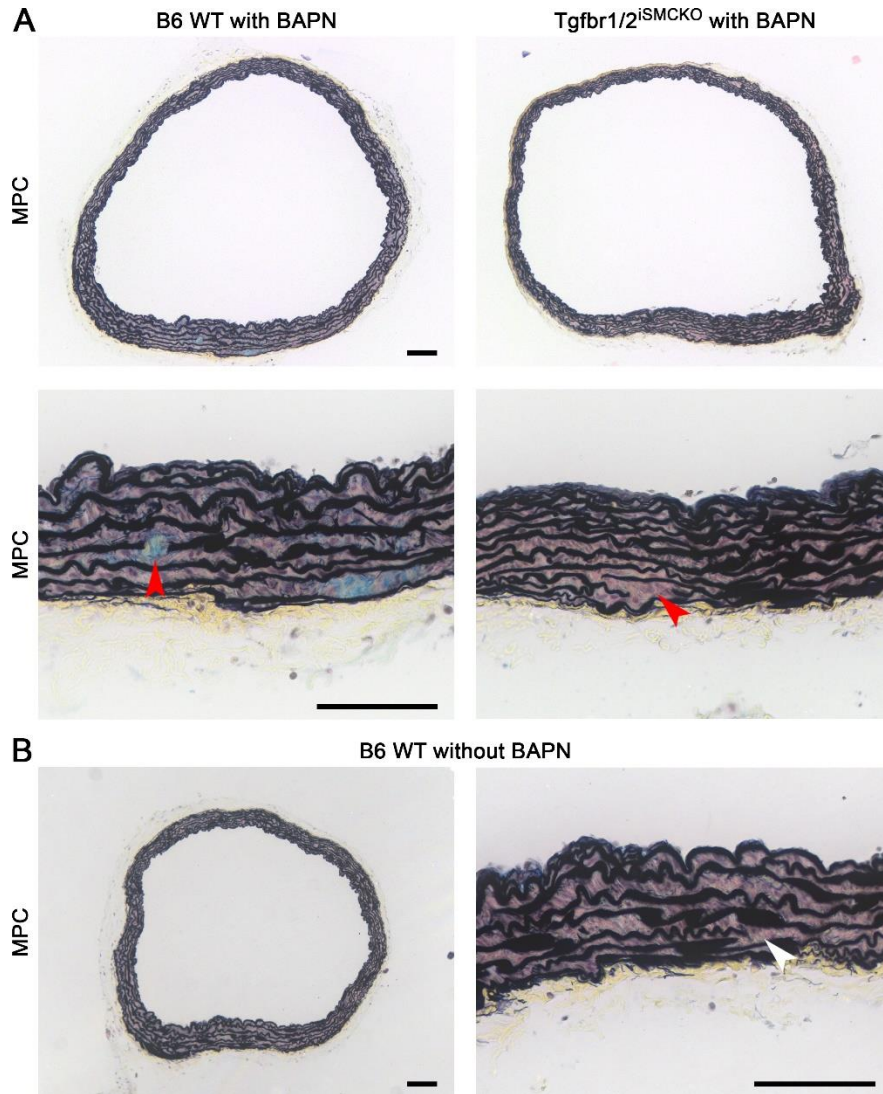

**Supplemental Figure 11: Histological appearance of aortas after short-term BAPN exposure.** Nine-week-old B6 WT and *Tgfr1/2<sup>iSMCKO</sup>* mice were given BAPN at 150 mg/kg/d for 14 days (the mutant animals also received tamoxifen for 5 days starting at 11 weeks of age) and ascending aortas were analyzed at 12 weeks of age when no hemorrhagic lesions were noted macroscopically. **(A)** Transverse sections of formalin-fixed, paraffin-embedded specimens were analyzed with Movat's pentachrome (MPC) stain showing largely unremarkable mural architecture, except for a few focal breaks in elastic fibers associated with mild glycosaminoglycan accumulation or cellular/nuclear hypertrophy (red arrows). **(B)** Ascending aortas from B6 WT control mice without BAPN exposure at 12 weeks of age also displayed infrequent gaps of elastic fibers (white arrow) representing either breaks or lamellar fenestrations since the surrounding ECM and SMCs appeared normal. Scale bars: 100  $\mu$ m.

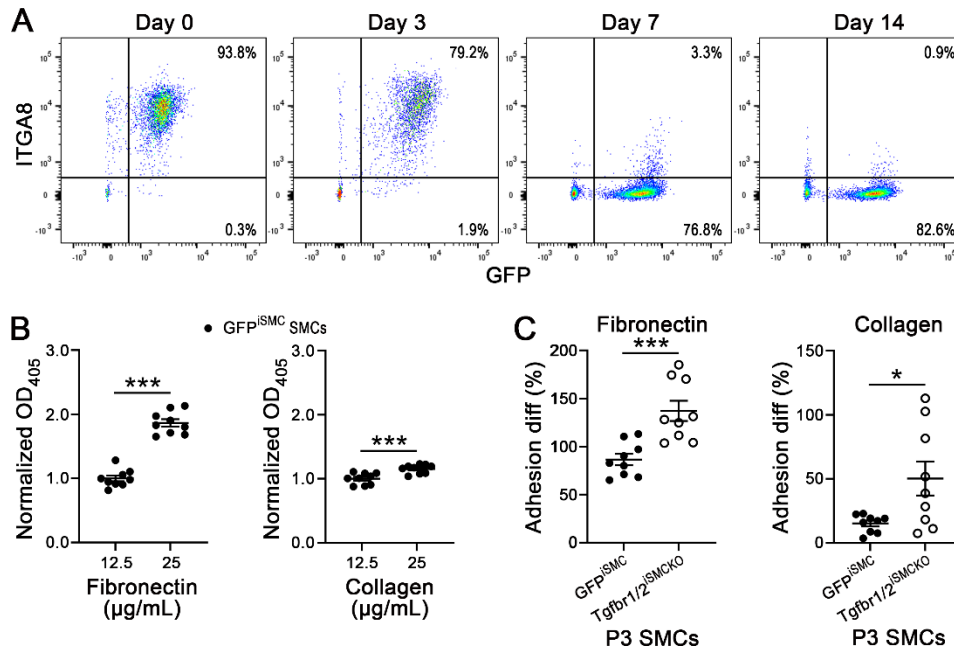

**Supplemental Figure 12: Integrin expression and matrix adhesion of SMCs in vitro.** Cells were isolated from thoracic aortas of 12-week-old mice and either immediately analyzed or cultured for varying times to assess integrin expression and adhesion to ECM. **(A)** Flow cytometric analysis of aortic cells from GFP<sup>iSMC</sup> mice cultured in growth factor-supplemented Claycomb medium at day 0 (freshly isolated cells that were not cultured), day 3 (passage 0), day 7 (passage 1), and day 14 (passage 2) for cell surface integrin  $\alpha 8$  (ITGA8) and GFP expression to identify SMCs. **(B)** Adhesion assay of passage 3, GFP<sup>+</sup> SMCs from GFP<sup>iSMC</sup> mice to plates coated with different concentrations of purified fibronectin or collagen, ( $n = 9$ ). **(C)** Relative difference (diff) in adhesion to higher vs. lower concentrations of purified fibronectin or collagen by passage 3 (P3), GFP<sup>+</sup> SMCs from GFP<sup>iSMC</sup> and Tgfb<sup>r1/2</sup><sup>iSMCKO</sup> mice, calculated as  $(\text{OD}_{405} \text{ at } 25 \mu\text{g/mL} - \text{OD}_{405} \text{ at } 12.5 \mu\text{g/mL}) / \text{OD}_{405} \text{ at } 12.5 \mu\text{g/mL} \times 100$ , ( $n = 9$ ). Data are shown as individual values with mean  $\pm$  SEM, \* $P < 0.05$ , \*\*\* $P < 0.001$  by unpaired Student's t-test.

# Supplementary material for: Short-term disruption of TGF-β signaling in adult mice renders the aorta vulnerable to hypertension-induced dissection
**Source:** JCI Insight. 2025 Feb 11;10(6):e182629. doi: 10.1172/jci.insight.182629
**Supplement:** Unedited blot and gel images

## Unedited Blots

Western blot PVDF membranes are cut according to estimated target protein size and standard molecular weight markers such that multiple different proteins of different sizes can be probed after single gel electrophoresis and membrane transfer using the limited protein extracted from single aortas.

Each membrane segment is probed with different primary antibodies and labeled with appropriate HRP-conjugated secondary antibodies, multiple membrane segments are incubated with enhanced chemiluminescence substrate, laid next to each other on a film cassette, and serial exposures are obtained at different times. Each complete or cut segment of film with different exposure are digitally scanned.

Optimal contrast images are selected, proteins with relatively weak signal have increased background signal. Image scans of composite membrane segments are shown, highlighting in red color the cropped blots shown in the manuscript.

Full unedited gel  
for Figure 1B

$\beta$ -Actin

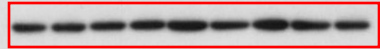

$\beta$ -actin.  
 $\beta$ -actin

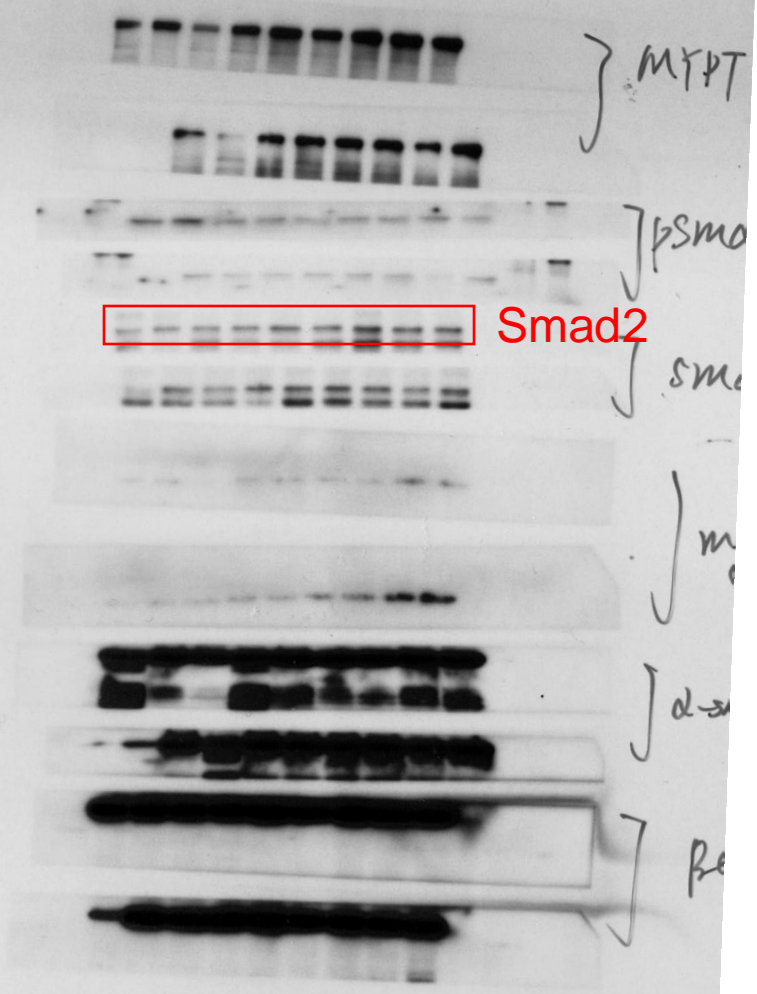

Smad2

R1R2 . 0. 7. 14 day 2 groups

Full unedited gel  
for Figure 1B

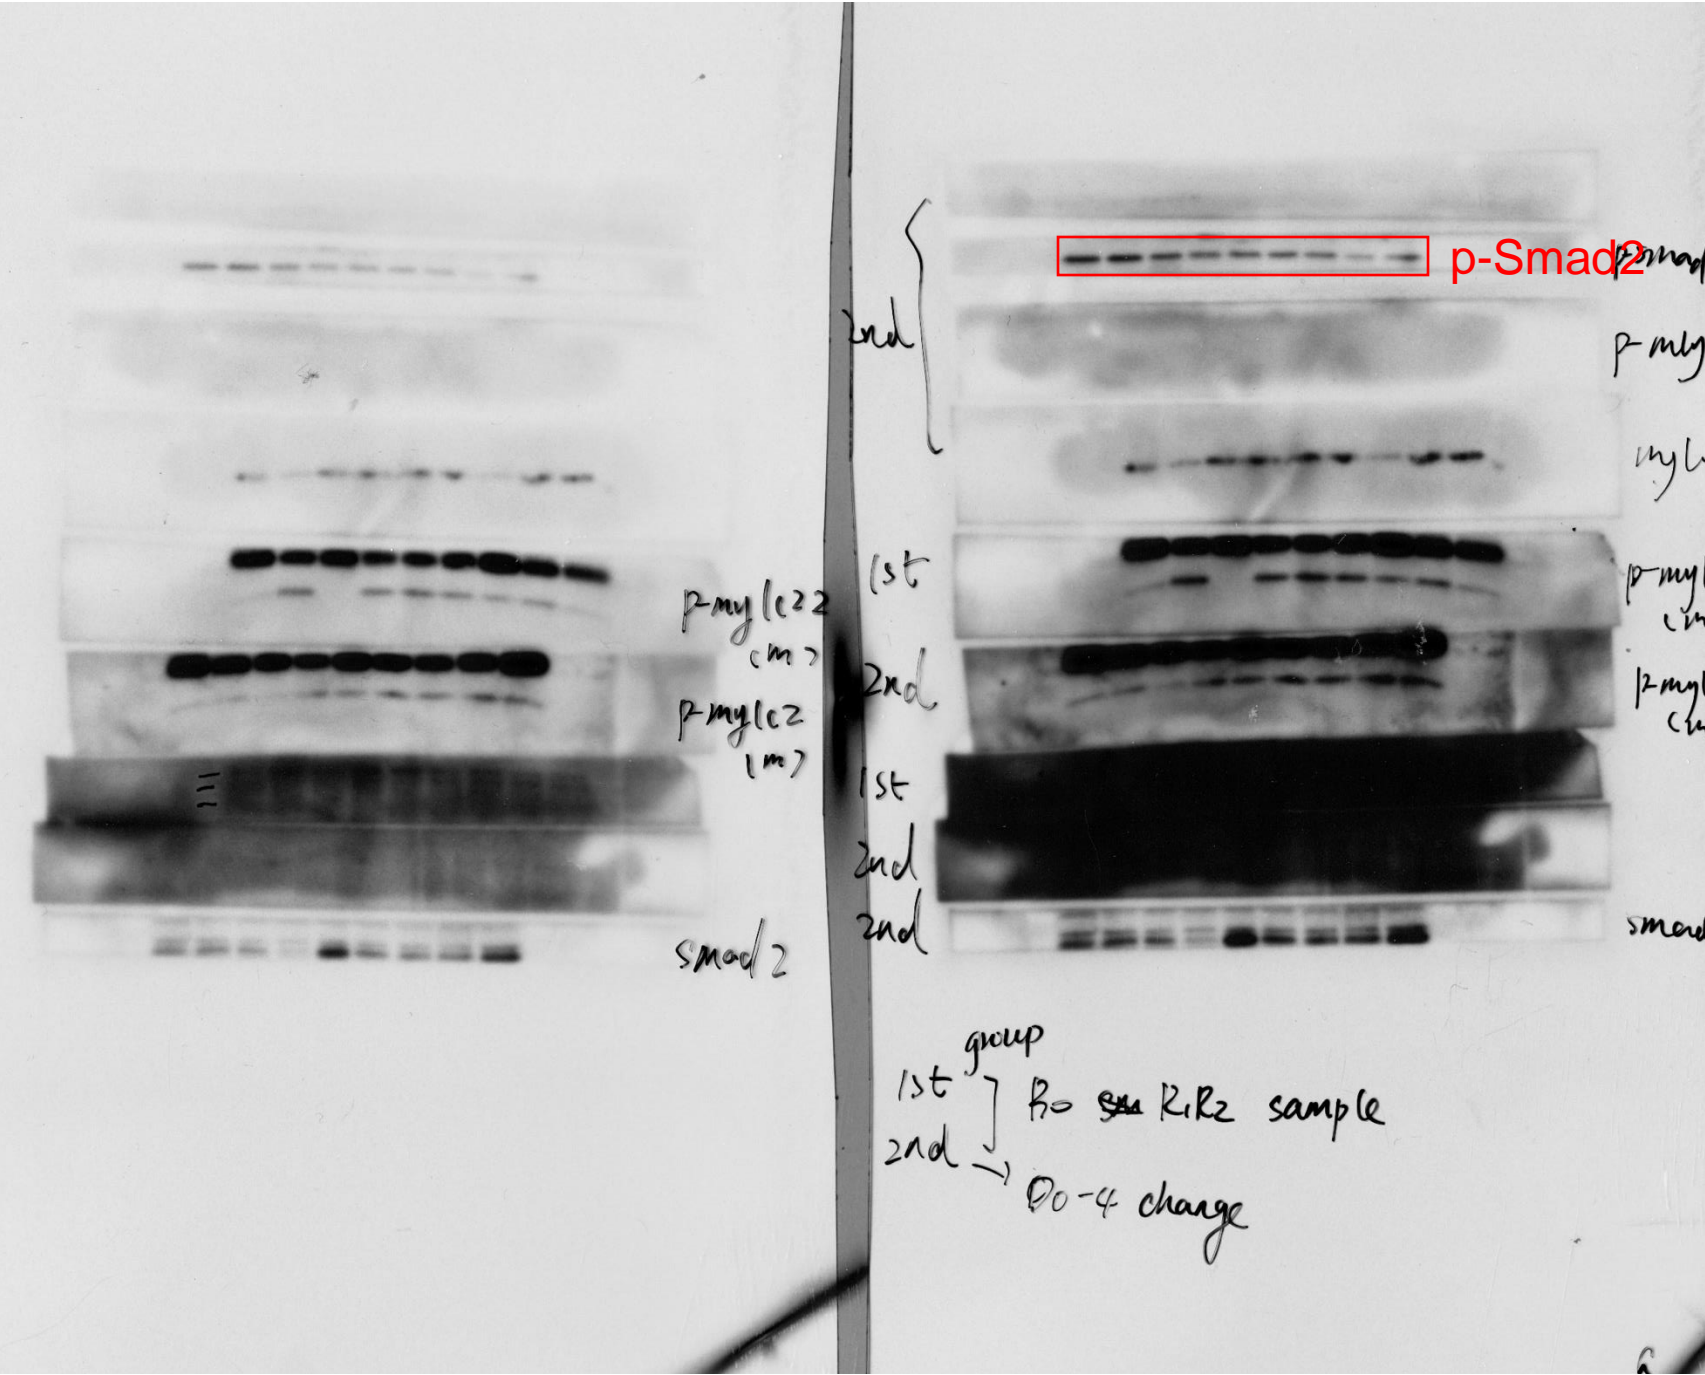

Full unedited gel  
for Figure 1C

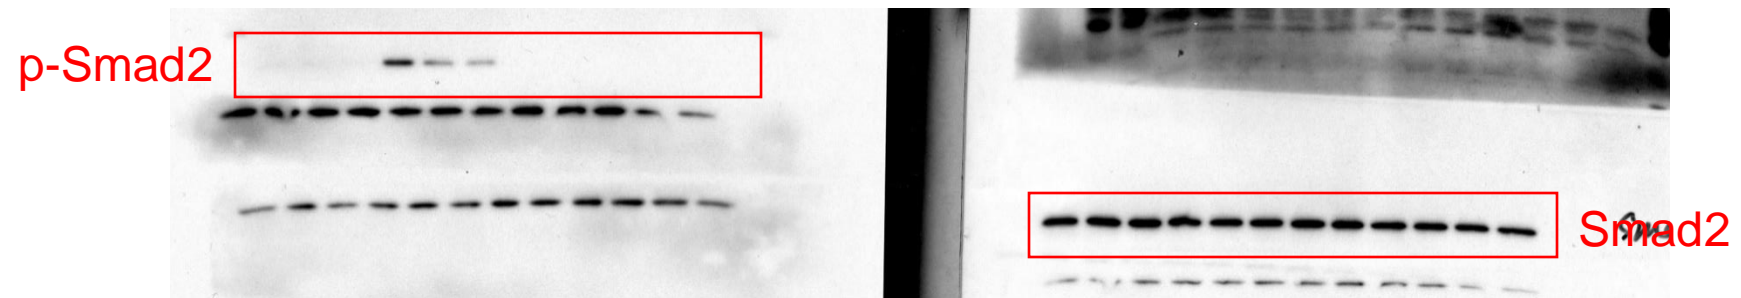

Full unedited gel  
for Figure 7C

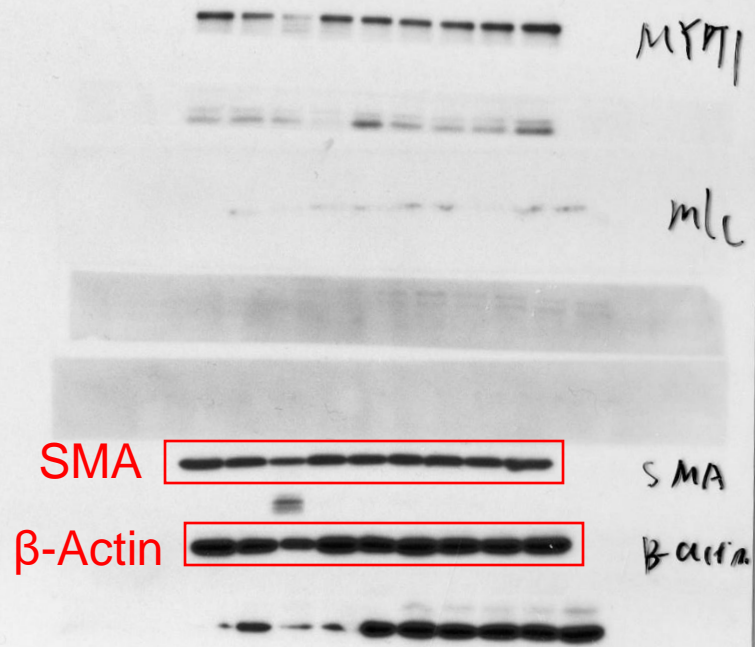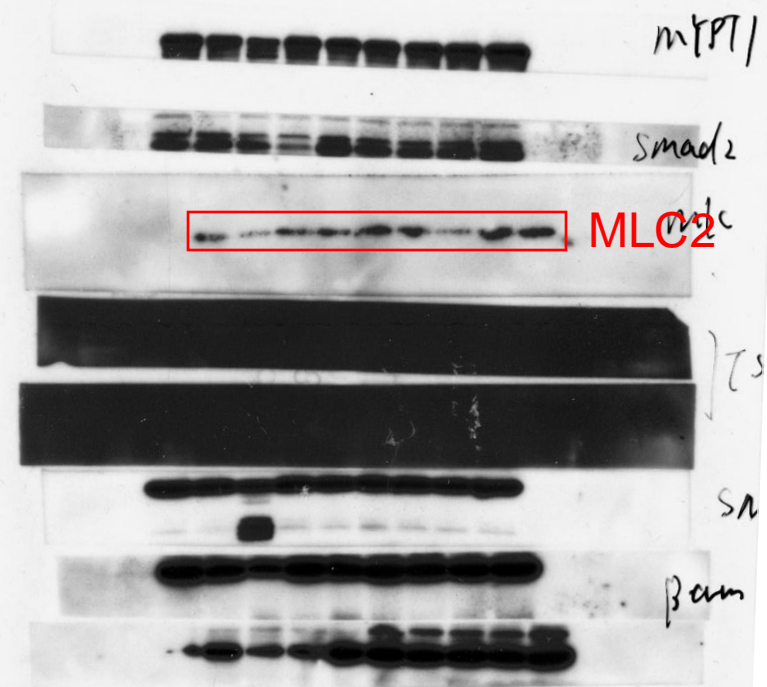

Bo. R1R2 sample group2 (Po 4. change)

Full unedited gel  
for Figure 7C

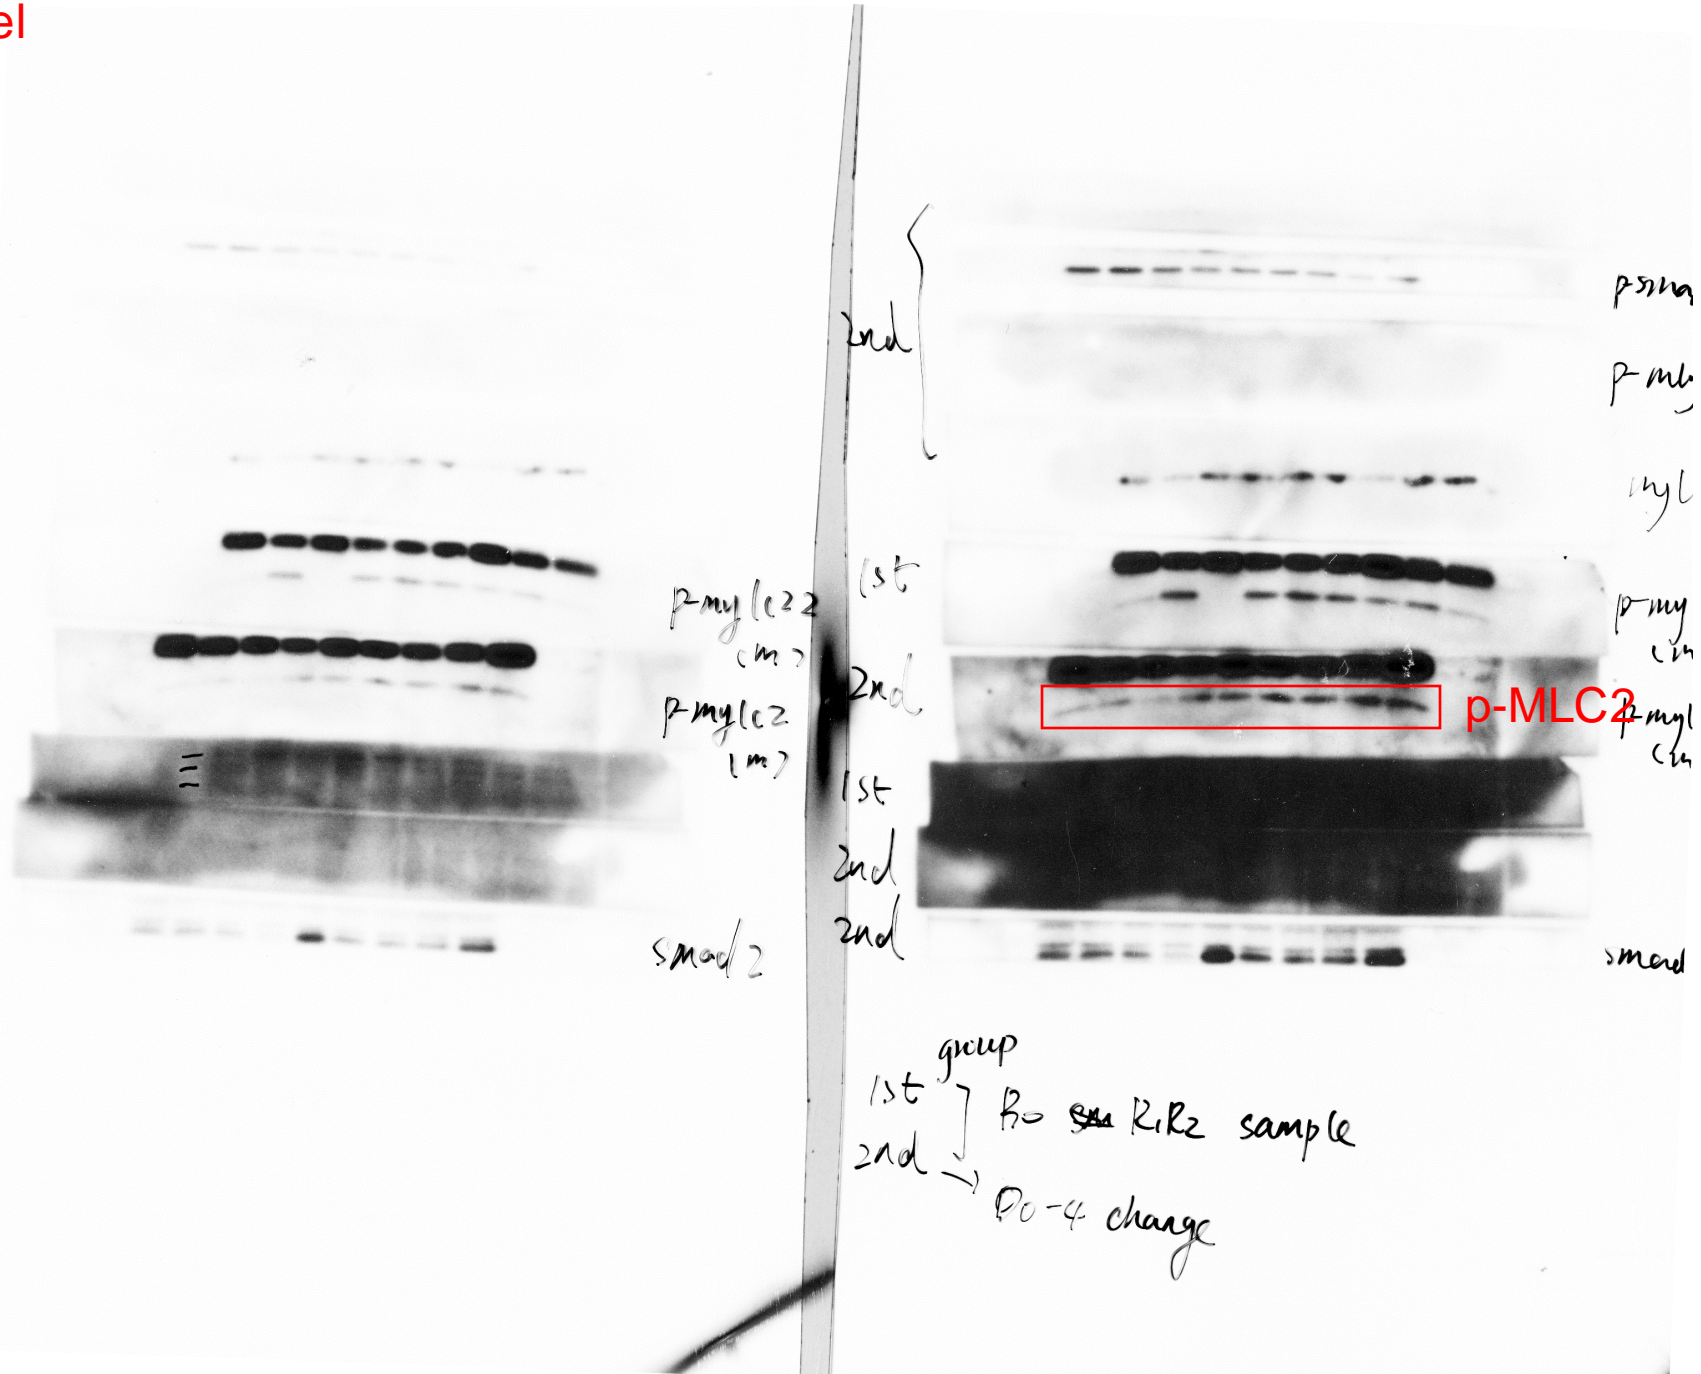

Full unedited gel  
for Figure 8G

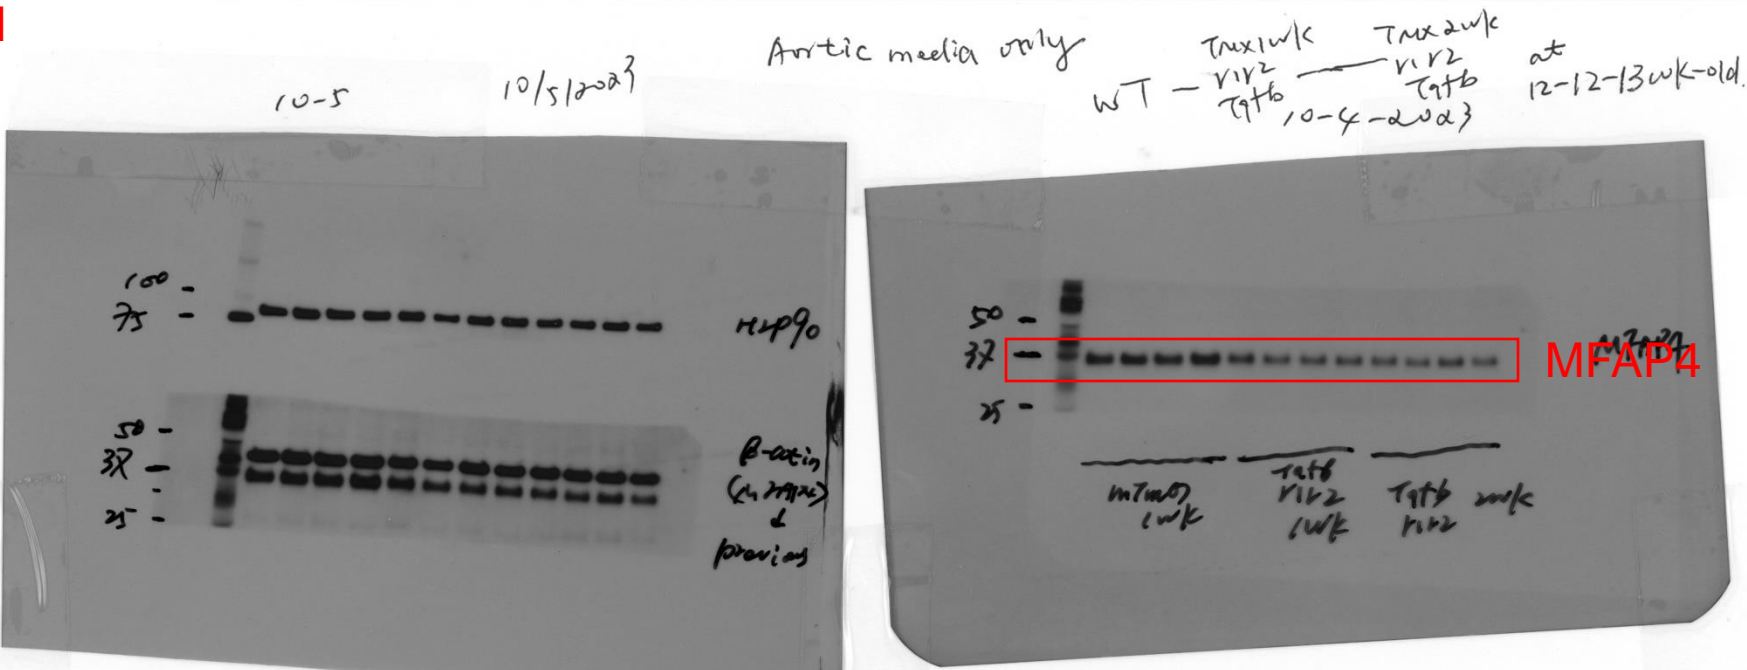

reprobed  
for  $\beta$ -Actin  
after MFAP4

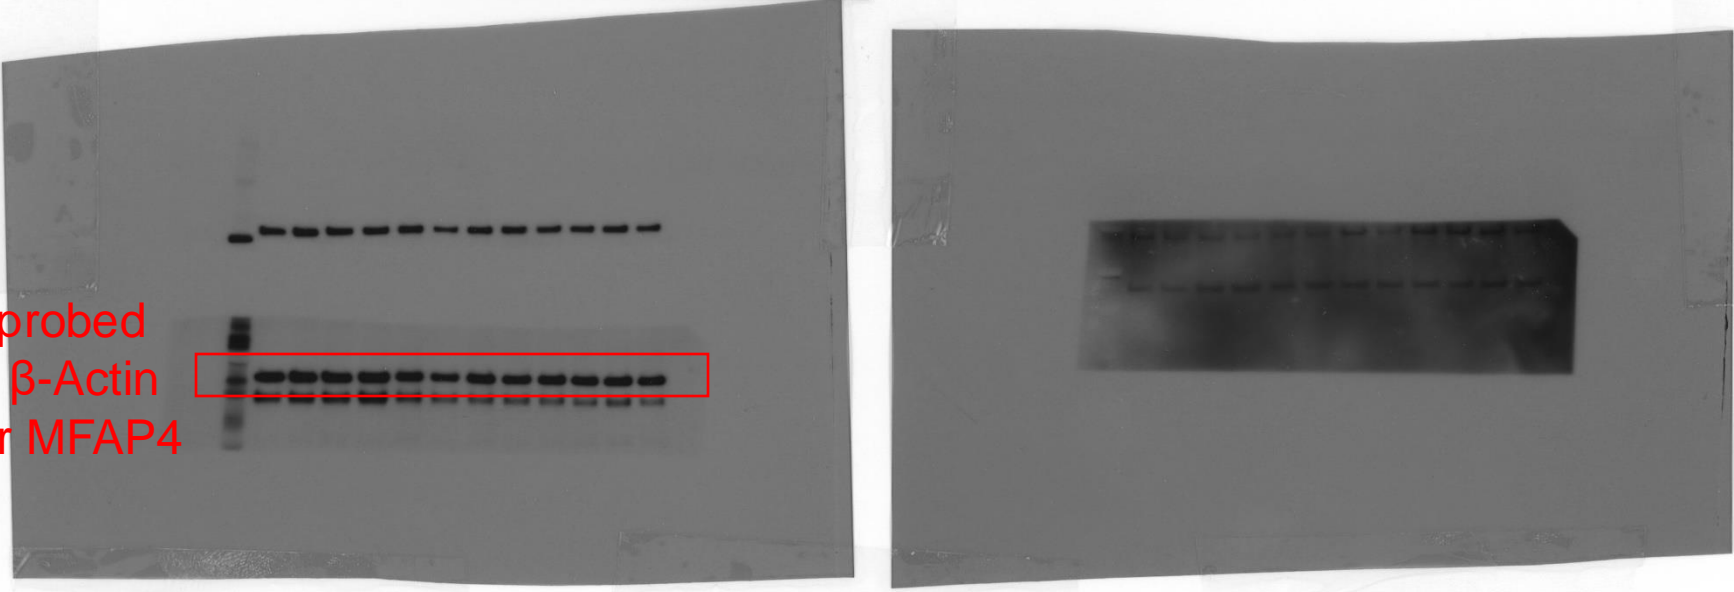

Full unedited gel  
for Supplemental Figure 1A

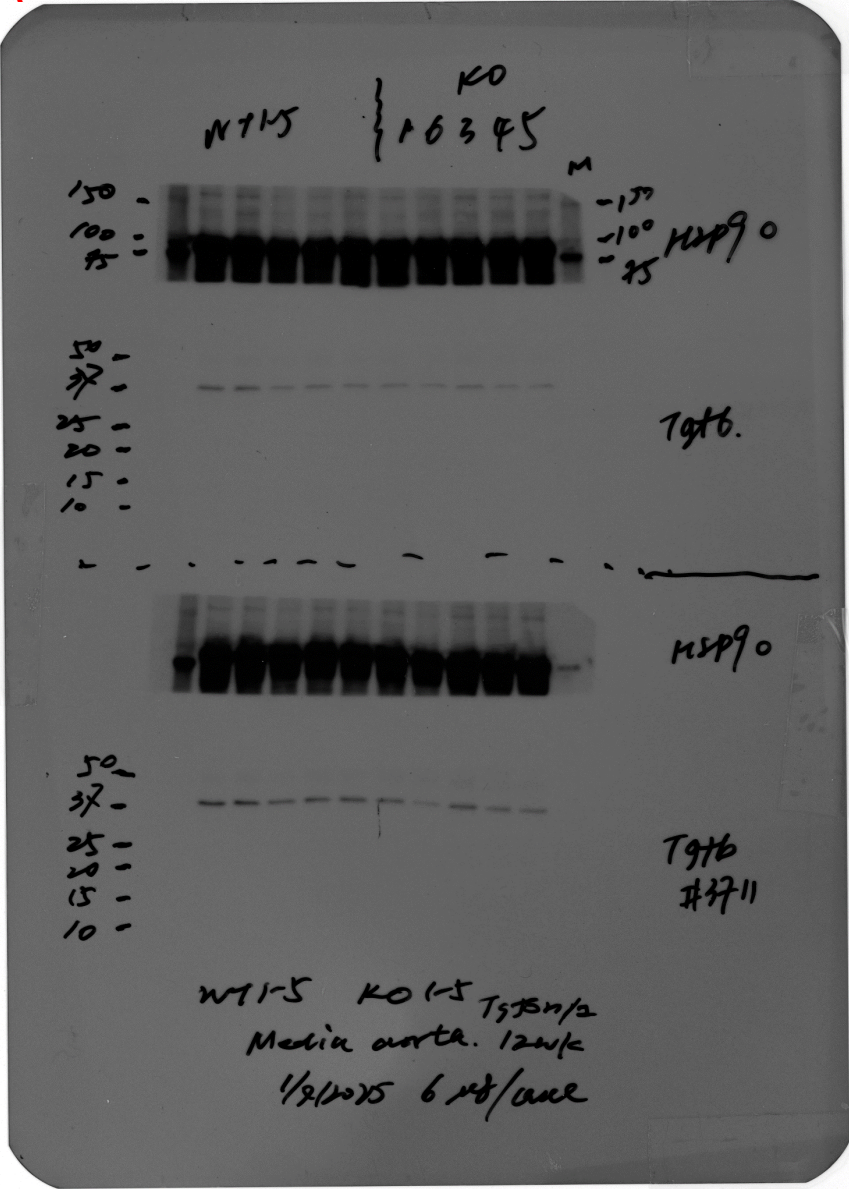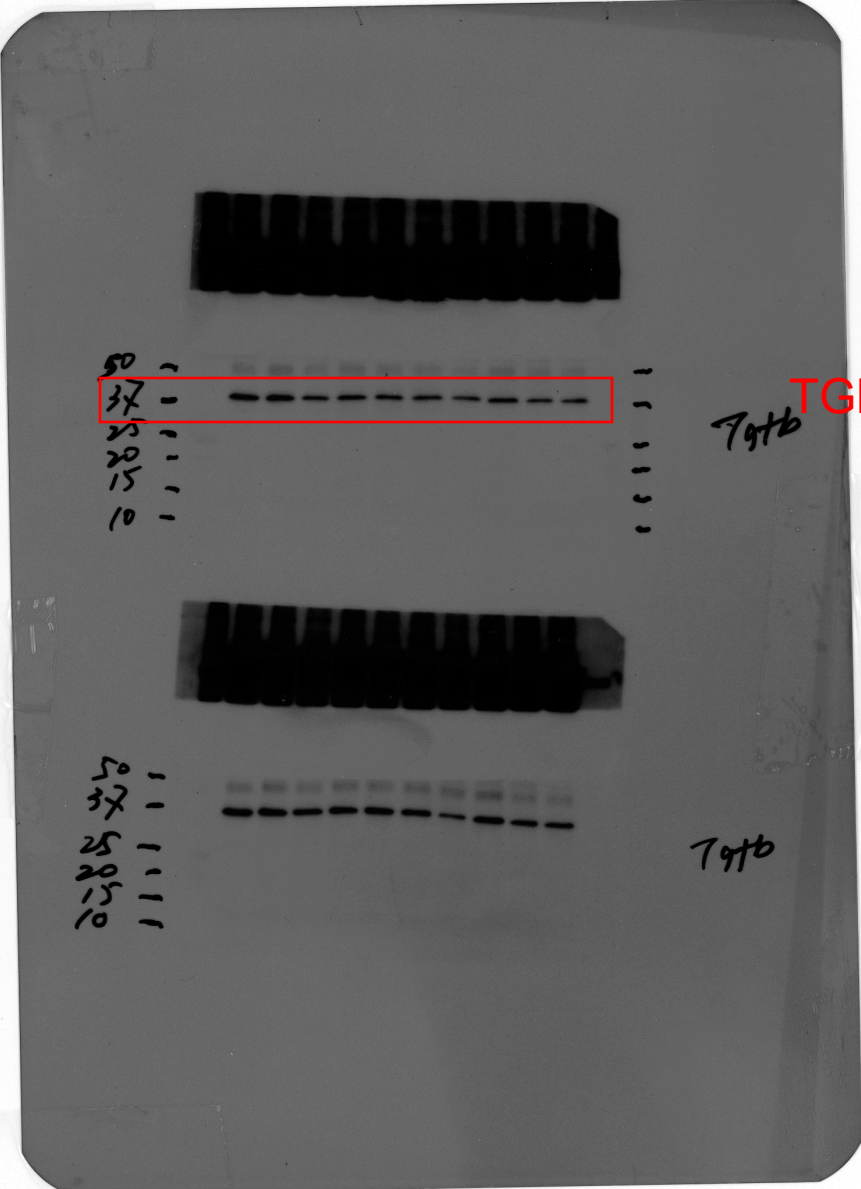

Full unedited gel  
for Supplemental Figure 1A

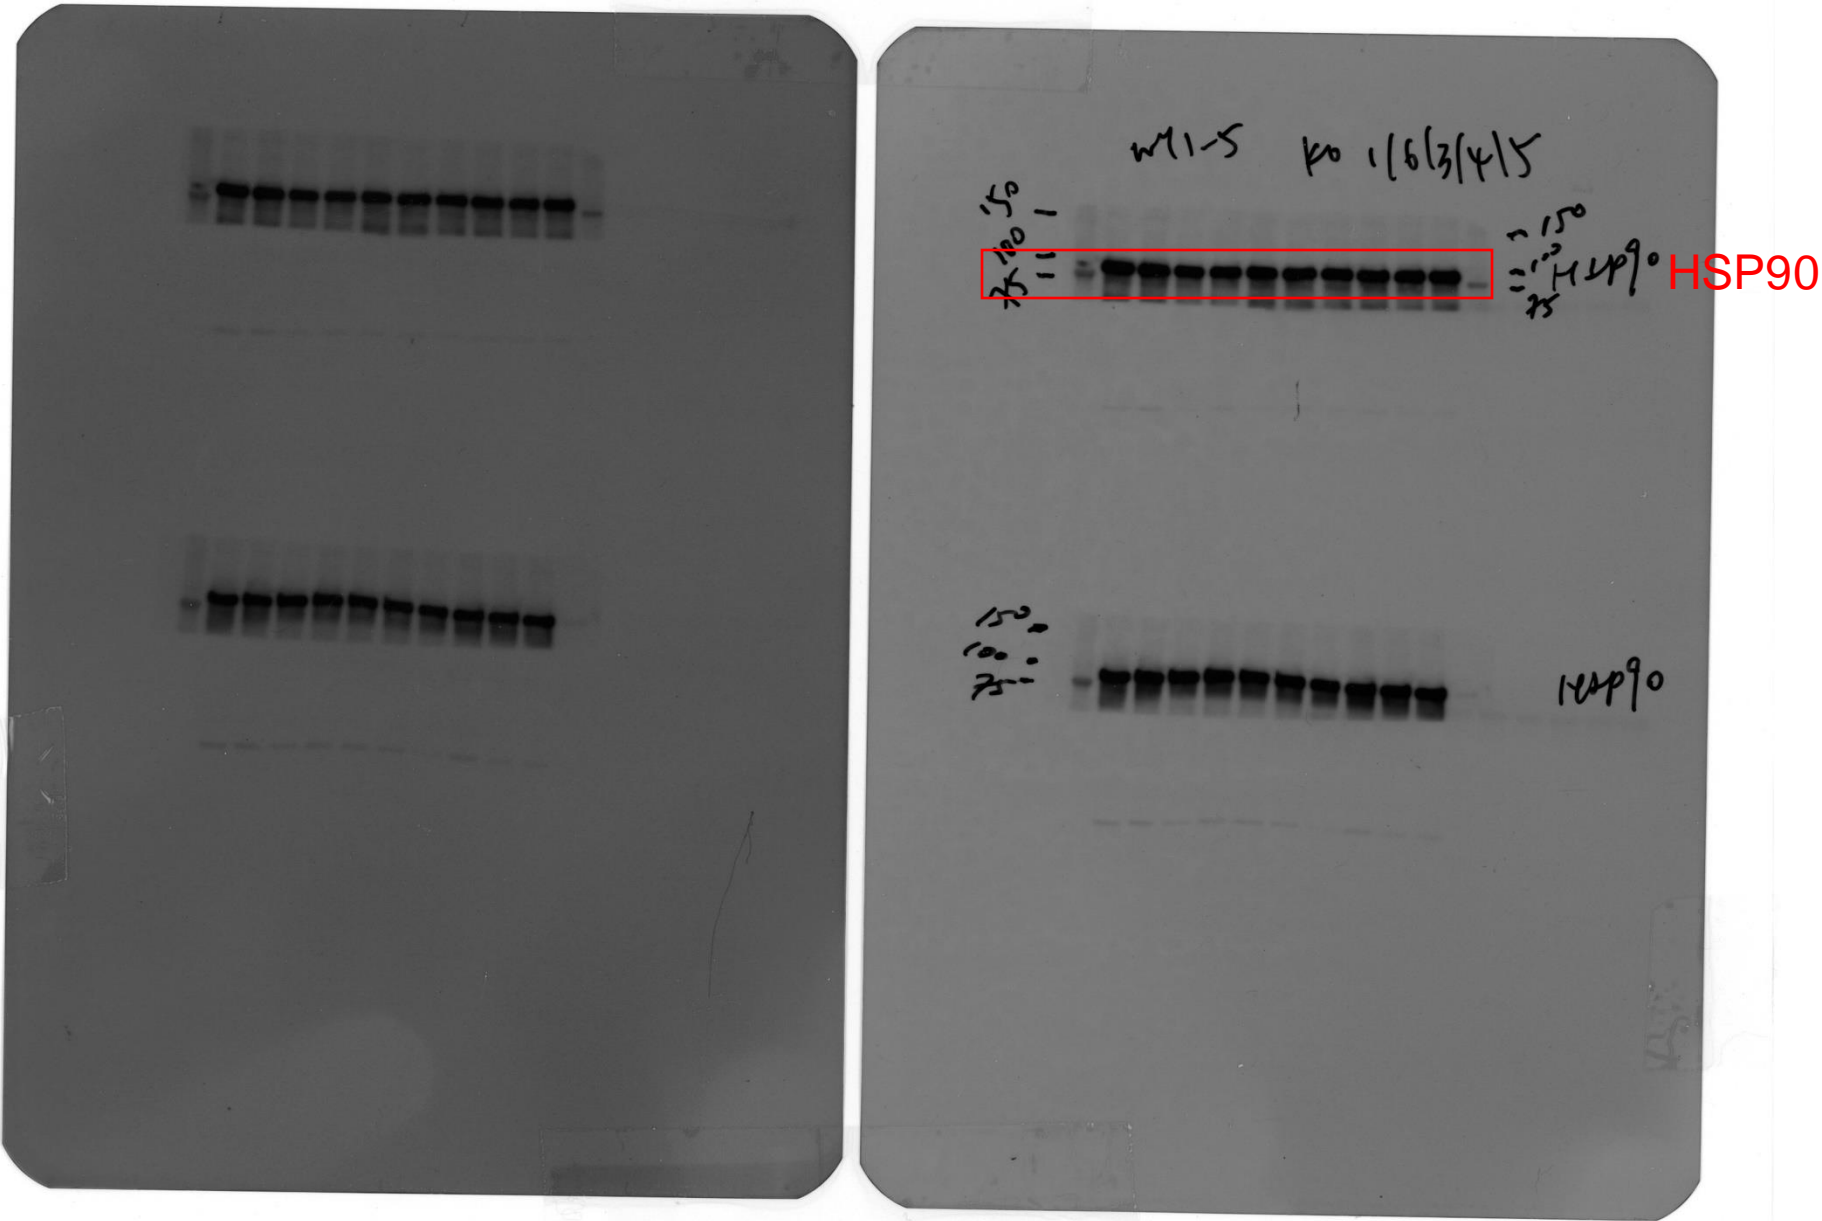

50 -  
37 -  
25 -  
15 -

7626 (11)  
new

50 -  
37 -  
25 -  
15 -

7626  
Faint  
(1/2/25)

WT1-5 KO1-6-3-4-5

1/8/2025.

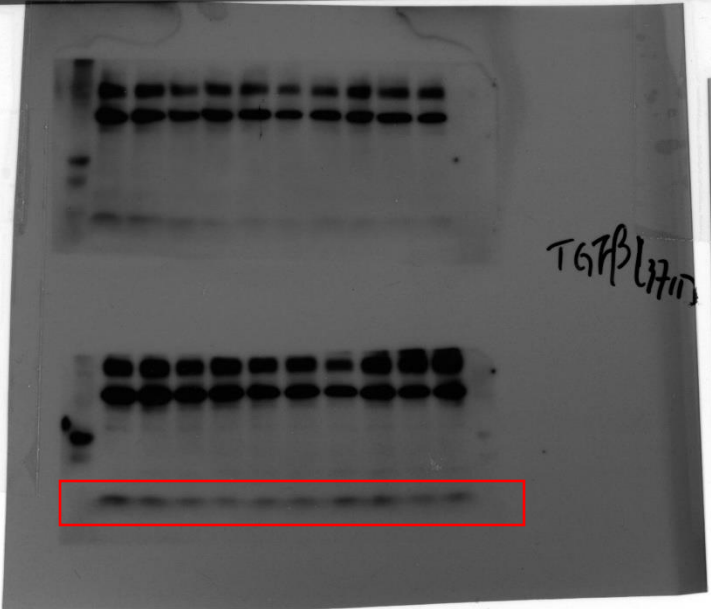

150 -  
100 -  
75 -

WT 1-5      KO 1-6

Hsp 90

How the deposited data were processed for this re-analysis (not part of the article)

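The deposited data cover bulk RNA-seq of GFP-sorted *Myh11* lineage–marked SMCs from 3 GFP iSMC and 3 Tgfbr1/2 iSMCKO mice, each with a library from the ascending/arch and a library from the descending thoracic aorta. RNA-seq of whole aortas, single-cell RNA-seq, RT-PCR, and protein data of the paper were not analysed here. The authors trimmed reads with Trim Galore (version 0.5.0), aligned them with HISAT2 (2.1.0) to GRCm38 and quantified GENCODE M15 gene models with StringTie (1.3.3b). Their comparison used DESeq2 (1.22.1) with an adjusted p under 0.05 and a change of more than 2-fold. As deposited, the counts are whole numbers that the authors made with StringTie for 52636 genes in 12 libraries, without normalization between libraries. Counts of 1 occur in 22574 pairs of gene and library and counts of 2 in 32279, an excess of 2 over 1. No read-level step was repeated. Symbols, coordinates, and gene types came from GENCODE M21, a later release on the same genome build, which gave a symbol and coordinates for 52403 of the genes.

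Libraries were grouped by genotype and segment. The main comparison used edgeR 4.0.16 in R 4.3.3, with filterByExpr on the 4 groups, TMM factors, a quasi-likelihood fit with segment and genotype, and Benjamini-Hochberg adjustment over 22320 genes. A gene counted as changed with an adjusted p under 0.05 and a log2 fold change beyond 1 in either direction. SEs are the log2 fold change over the square root of the F statistic. The common biological coefficient of variation was 0.442. The genotype effect within each segment, the difference of that effect between segments, and the differences between segments within a genotype came from a fit with 4 group means. For single values, an exact two-sided permutation test over 3 animals against 3 cannot give a p below 0.1, so adjusted p values come from models across all genes, by edgeR unless DESeq2 or limma is named. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

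Libraries with the same genotype and number were taken as the segments of one animal. After removal of the group means, the correlation across 9210 well-expressed genes (mean log2 CPM above 3, a threshold chosen after the data were seen) between the libraries of one animal was 0.187, −0.242, and 0.0240 for GFP iSMC and 0.0612, 0.377, and 0.661 for Tgfbr1/2 iSMCKO. The pairing therefore shows clearly in Tgfbr1/2 iSMCKO replicates 2 and 3 only. Total counts, segment totals, and the number of sorted cells were the depth measures at hand. The labels name no sequencing batch.

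The tests, thresholds, gene lists, the rule for naming genes, and most alternatives were set before the data were examined. The rule covers every gene the paper names for these cells, *Tgfbr1* and *Tgfbr2*, the members of the gene lists, the 5 largest rises and falls among genes past the thresholds with a mean of at least 100 counts and separated libraries, and the 5 genes with the smallest p on each side of the segment comparisons. Not every gene that the rule selects is given in the text. The 19 lists are the ECM genes and other genes that the paper names, the deleted receptors, the *Mylk* genes, integrins, collagens, laminins, proteinases with their inhibitors, Hox genes, contractile genes, TGF-β response genes, BMP response genes, secretory pathway genes, vasoconstrictor receptors, immediate early genes, markers of fibroblasts, endothelial cells, and macrophages, and sex-linked genes. They were tested with camera in limma 3.58.1 and take the place of the ontology terms of the paper.

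The alternatives were DESeq2 1.42.0 with segment and genotype or with genotype alone, edgeR without segment, counts summed per animal, limma-voom with the animal as a random effect, a block for the replicate number, RLE factors or library size only in place of TMM, no filter beyond 1 count, a mean of at least 50 counts, a test against a 2-fold change, each segment fitted alone, the animal as a block for comparisons of the segments, and each animal left out in turn. Chosen after the data were seen were counts divided by 2, DESeq2 limited to protein-coding genes or to genes with more than 10 counts in all, protein-coding genes among the DESeq2 calls, and animals left out in turn for the comparisons within a segment.

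The steps were tested on simulated counts with the depth and spread of these libraries. In the runs with changed genes, every change was set well beyond the log2 fold change cutoff of 1. The libraries of an animal shared no variance in those runs. Their rates therefore do not cover changes near the cutoff or libraries paired by animal. Over the 12 libraries, edgeR recovered 84.3% of 185 changed genes among 21222 genes tested, and 7.14% of its calls were false. DESeq2 recovered 87% of 200 changed genes among 22320, with 17.1% of its calls false. With counts summed per animal, 81.7% of 186 changed genes among 21775 were recovered and 6.17% of the calls were false. Within a segment, 61.1% (ascending/arch) and 56.8% (descending) of the 185 were recovered. With no change simulated and a fraction of 0.5 of the variance shared by the libraries of an animal, the 12-library fit gave 10.5% of 21443 genes an unadjusted p under 0.05 and the fit of summed counts gave 5.22% of 21890, and both made 0 calls.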

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

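Set before the data were examined were the test of segment labels with Hox genes, the comparisons between segments, and the interaction of genotype and segment. The animal as a block for the segments and the leaving out of animals for these counts and for single genes were also set before. The other tests in this part were chosen only after the result was seen, among them the 5 Mb window, the only window size tried.

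A library was called outlying when its gap to the nearest other one exceeded Dixon's critical share of the whole range. This was checked in 128 groups of 6 libraries, each for 1 measure and 1 genotype. The measures were levels of named genes, mean levels of gene lists, and properties of whole libraries such as total counts. Of the 128 groups, 5 had an outlying library, against 6.4 by chance. All 5 were groups of a gene. The 6.4 covers the other measures too, so the number expected for genes alone is smaller. The ratio was 0.650 for *Bgn* in GFP iSMC (descending, replicate 3, lowest), 0.707 for *Pmepa1* in Tgfbr1/2 iSMCKO (descending, replicate 1, lowest), 0.730 for *Mylk4* in GFP iSMC (ascending/arch, replicate 2), 0.803 for *Adhfe1* in GFP iSMC (descending, replicate 1, 5 counts), and 1 for *Gm14325* in Tgfbr1/2 iSMCKO (descending, replicate 3, the only one of the 6 libraries with any counts). The 5 groups come from 5 libraries of the 12. With each animal left out in turn, the log2 fold change stayed between −1.89 and −1.75 for *Bgn*, at −3.16 or lower for *Pmepa1*, between −3.50 and −3.36 for *Mylk4*, and between 2.67 and 3.39 for *Adhfe1*. For *Gm14325* it ranged from −11.20 to −7.61 (−8.14 with all animals), and the lowest value, without Tgfbr1/2 iSMCKO replicate 3, is no bound, because the remaining Tgfbr1/2 iSMCKO libraries have no counts. No explanation was tested for these libraries, technical or biological.

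A run of genes that the paper does not discuss was nearly silent in Tgfbr1/2 iSMCKO SMCs. In the window of chromosome 2 from 175 to 180 Mb, 13 of 29 genes tested were past the thresholds, all 13 lower, with each Tgfbr1/2 iSMCKO library below each GFP iSMC library. They lie between 176798612 and 178034022 (GRCm38), 12 are annotated as protein-coding and *Gm14411* as a pseudogene, and in 8 of them no Tgfbr1/2 iSMCKO library had more than 3 counts. Summed over the 13 genes, the level was 63.5 ± 4.55 CPM in GFP iSMC and 0.414 ± 0.396 CPM in Tgfbr1/2 iSMCKO libraries (mean ± SD, 6 libraries from 3 animals). Chance placement along the chromosomes was argued against, since 10 of 10000 random placements gave a window with as many genes. Of 100 splits of the 12 libraries, 1 gave as many genes in 1 window, the real one, but the others gave at most 3 genes in all, so this says nothing about position. Reads moved to near-identical genes would raise the counts of those genes. Outside the run, 53 genes in the table share at least 10% of the distinct 31-base sequences of their transcripts with the run, and their summed level was 40.9 ± 5.14 CPM in GFP iSMC and 43.3 ± 3.41 CPM in Tgfbr1/2 iSMCKO libraries. That is a rise of 2.44 CPM against a fall of 63.1 CPM in the run, and the log2 ratio of the sum over the run and these genes was −1.25, which argues against moved reads as the whole cause. A stretch of the chromosome that differs between the mouse lines, through a deletion, a variant against the reference or silencing, remains a candidate explanation, as does an effect of the loss of TGF-β signaling. These cannot be told apart, because line and deletion go together in every library. The test that was run counted windows with at least 5 genes past the thresholds and over 3 times the overall share, of which there were 8, against a median of 2 in random placements, where 7 of 10000 reached 8. Genes close together can also share regulation, so this count does not decide between them.

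Differences between the segments, which the paper does not report, were found in 83 genes of GFP iSMC SMCs (69 lower and 14 higher in descending than in ascending/arch segments) and in 24 genes of Tgfbr1/2 iSMCKO SMCs (20 lower and 4 higher), with 20 genes shared in the same direction. The fit does not pair the segments of an animal, and with the animal as a block 72 and 16 genes differed. Among the genes that differed, *Hand2* fell from 59.4 ± 10.8 CPM in ascending/arch to 3.71 ± 2.66 CPM in descending GFP iSMC SMCs, and *Hoxa7* rose from 5.44 ± 1.36 CPM to 86.3 ± 19.3 CPM (mean ± SD, n = 3 animals). *Hand2os1*, *Lpl*, *Gxylt2*, and *2210407C18Rik* were also lower and *Hoxb7*, *Vegfd*, *Enpep*, and *Tnc* higher in descending GFP iSMC SMCs. Exchanged segment labels were argued against, because the Hox genes were higher in the library labelled descending in 6 of 6 animals. Of the 10 splits of the 6 libraries of a genotype, 1 gave as many genes, the real one, in GFP iSMC (83 genes, against at most 3 in another split) and 1 in Tgfbr1/2 iSMCKO (24 genes, against at most 2), and 10 splits cannot give a smaller share. Of the 4 splits that part the libraries of every animal, 1 gave as many genes in each genotype. The count of 83 genes fell to 6 without GFP iSMC replicate 2, and that of 24 genes to 5 without Tgfbr1/2 iSMCKO replicate 1. These fits compare fewer libraries, so reliance on few animals and the smaller sample cannot be told apart. Fewer fibroblasts carried over in the descending libraries remain a candidate explanation for the genes lower in descending SMCs. The mean of the fibroblast markers was lower in the descending library in 6 of 6 animals, and *Lum* fell from 46.5 ± 9.02 CPM to 3.14 ± 0.735 CPM in GFP iSMC SMCs, while *Serpinf1* rose from 15.1 ± 1.05 CPM to 33.1 ± 6.48 CPM. Fewer fibroblasts, other differences of cell types, and the position along the aorta cannot be told apart for the lower genes. Fewer fibroblasts alone would raise all SMC transcripts by a like share, and the higher genes rose more than 2-fold. The mean log2 CPM of the contractile list was 10.39 to 10.75 in ascending/arch and 10.31 to 10.90 in descending libraries. This argues against fewer fibroblasts as the cause for the higher genes, for which other cell types and position stay open. Whether the differences between segments depend on genotype was tested by the interaction of genotype and segment, which gave 0 genes with an adjusted p under 0.05 (659 with an unadjusted p under 0.05).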

How the results depend on the processing

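Counts divided by 2, the DESeq2 settings limited to protein-coding genes or to genes with more than 10 counts in all, and the leaving out of animals within a segment were tests chosen only after the result was seen.

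The direction of the 17 ECM genes and their place past both thresholds held under 21 of the 22 alternatives for the comparison over both segments, the exception being the test against a 2-fold change, which kept 14 of 17. In that test 99 genes were lower and 38 higher, because it asks for more than a cutoff on the fold change. Lower genes numbered 254 to 461 and higher genes 126 to 398 under the other alternatives with all animals. Higher genes rose to 387 with DESeq2 on segment and genotype, 365 with DESeq2 on genotype alone, and 398 with DESeq2 on genes with more than 10 counts in all with segment and genotype, and the cause was not tested. They fell to 126 with counts summed per animal, and the cause was not tested. With each animal left out in turn, 279 to 388 genes were lower and 140 to 258 higher, the fewest higher without GFP iSMC replicate 3. With a block for the replicate number, which the libraries of different genotypes share in name only, 360 genes were lower and 210 higher. Counts divided by 2 gave 366 lower and 256 higher genes.

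Within a segment, leaving out each animal in turn gave 92 to 156 lower and 26 to 56 higher genes in ascending/arch SMCs and 104 to 217 lower and 21 to 66 higher genes in descending SMCs, where fewer samples are compared. With each segment fitted alone, 114 genes were lower and 34 higher in descending SMCs. The correlation of the segments was 0.268 as Spearman's rho, 0.619 for genes with a mean of at least 50 counts, 0.936 for genes past the thresholds, and 0.225 to 0.308 with each animal left out, against an r of 0.340 with a jackknife error of 0.0663. Genes with a difference of the genotype effect between segments numbered 7 with DESeq2, 0 with the animal as a block, and 0 to 3 with each animal left out (3 without GFP iSMC replicate 3). Genes differing between segments numbered 246 with DESeq2, 72 with the animal as a block, and 6 to 85 with each animal left out in GFP iSMC, and 152, 16, and 5 to 19 in Tgfbr1/2 iSMCKO. The cause of the higher counts with DESeq2 was not tested.

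Among the gene lists, the calls for 7 changed. Laminins passed 0.05 with fry (0.0349) and with counts summed per animal (0.0285), and proteinases and their inhibitors with fry (0.0193). With an estimated inter-gene correlation the adjusted p was 0.164 for the BMP response, secretory, and endothelial lists, 0.0902 for vasoconstrictor receptors, and 0.272 for immediate early genes. With counts summed per animal it was 0.0630 for the BMP response and 0.0686 for vasoconstrictor receptors, and with fry it was 0.0800 for immediate early genes. The contractile list changed direction with counts summed per animal (0.982) and with library size only (0.519), far from the threshold in each. The cause was not tested for these lists.

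Over 39 named genes, 36 single results fell short of the threshold under an alternative, 2 newly passed it, and 5 changed direction. The log2 fold change of *Tgfbr1* was −0.0021 without Tgfbr1/2 iSMCKO replicate 3 (highest 0.20 with an animal left out), that of *Mylk2* ranged from −1.59 to 0.42 (0.42 without Tgfbr1/2 iSMCKO replicate 1 and 0.19 without Tgfbr1/2 iSMCKO replicate 2), and that of *Mylk3* from −0.57 to 0.95 (−0.47 without GFP iSMC replicate 2 and −0.57 without Tgfbr1/2 iSMCKO replicate 2). The cause was not tested for these genes.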

Differences from the paper's values

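The settings limited to protein-coding genes or to genes with more than 10 counts in all were chosen only after the result was seen.

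The log2 fold change of *Col3a1* was −2.32, against the paper's about −2.2 in Fig. 6A, read by eye. Of the alternatives set before the data were examined, those within its error of the paper's value were library size only (−2.198), counts summed per animal (−2.30), and the fits without GFP iSMC replicate 3 (−2.27) and without Tgfbr1/2 iSMCKO replicate 1 (−2.30). The other alternatives were not, and ranged from −2.36 to −2.31. Both values come from the same 12 libraries, so this error, which measures spread between libraries, does not measure their difference. With the paper's value read by eye, *Col3a1* is not shown to differ from the paper.

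The number of genes past the thresholds, 596, lies beside the paper's 597 but comes from another test. DESeq2 with genotype alone, the alternative closest to the stated method, gave 826, and with segment and genotype it gave 830. Within 10 genes of the paper's number were also RLE factors in edgeR (595), and, chosen after seeing the values, DESeq2 on protein-coding genes (592) and protein-coding genes among the DESeq2 calls (600). DESeq2 on genes with more than 10 counts in all, chosen after seeing the values, gave 763 with genotype alone and 856 with segment and genotype. Counts summed per animal (380) and the test against a 2-fold change (137) lay farthest below.

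The paper states that most of these genes were downregulated. The share was 61.4% with TMM, 61.0% with RLE factors, 55.8% with DESeq2 on genotype alone, and 48.0% with library size only.

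The paper states that *Itga8* transcripts fell. It used an ANOVA with Šidák's test on 26 integrin genes (Fig. 10A), single-cell RNA-seq (Fig. 10B), and surface protein (Fig. 10C). The direction was the same here. The log2 fold change of −0.38 had an adjusted p of 0.0951 over all genes tested, and 0.144 with DESeq2 on genotype alone. Because the tests and the number of genes adjusted for differ, these values do not contradict the paper. The adjusted p passed 0.05 without Tgfbr1/2 iSMCKO replicate 3 (0.00195) and, in a setting chosen after seeing the values, with DESeq2 on protein-coding genes (0.0367). Its largest value over the alternatives, which include the test against a 2-fold change, was 1. *Itgb3* and *Itgb5* were past 0.05 over all genes, and the paper's text does not name their transcripts.

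The paper states that *Mylk2* and *Mylk3* were not detected. *Mylk2* had at least 6 counts in each library and at most 257, and *Mylk3* had 0 to 26.

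Fig. 7A and Fig. 10A give levels as FPKM. On the scale of DESeq2-normalized counts the means were 43796 in GFP iSMC and 58756 in Tgfbr1/2 iSMCKO SMCs for *Mylk*, against the paper's about 44000 and about 59000 in Fig. 7A, and 133452 and 103103 for *Itga8*, against about 130000 and about 100000 in Fig. 10A. Divided by exonic length and depth, they were 149 and 201 FPKM for *Mylk* and 696 and 539 FPKM for *Itga8*, so the plotted values are on the scale of normalized counts.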

Other observations

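Chosen only after the result was seen were the tests that kept animals whole in the 12-library fit, those of single segments, lists, and interaction under other splits, the library size without abundant genes, the covariate for immediate early genes, and the tests of endothelial markers, of the surroundings of *Tgfbr1*, and of undeleted cells.

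Other splits of the samples gave few genes. Of 100 splits of the 12 libraries into 6 and 6, 1 gave as many genes past the thresholds, the real one, and the largest other count was 3. Of the 10 splits of the 6 animals, 1 gave as many genes with counts summed per animal (largest other count 1), 1 in the 12-library fit (2), 1 in ascending/arch (2), and 1 in descending SMCs (2), and 1 gave as large a correlation between the segments (others from −0.0546 to 0.260). With 10 splits the share cannot be below 0.1. As many genes with an unadjusted p under 0.05 for the interaction, 659, came from 3 of the 10 splits. Of the 100 library splits, 1 gave as many gene lists past 0.05 (11 lists), while others gave up to 7 with a median of 2. Camera at this correlation thus also called lists under splits that mix the genotypes.

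The lower ECM transcripts were weighed against fewer fibroblasts carried over with the Tgfbr1/2 iSMCKO SMCs. The 7 fibroblast markers tested all had counts in these SMCs, and 1 of them, *Col14a1*, is also on the collagen list. Their median log2 fold change was −0.12 (camera adjusted p = 0.177), far from the −1.96 of the ECM genes, none of which is among the markers. By segment the median was 0.19 in ascending/arch and −0.66 in descending SMCs, beside −1.95 and −2.01 for the ECM genes. *Dcn* (log2 fold change −0.12, adjusted p = 0.950) and *Lum* (−0.21, adjusted p = 0.887) did not pass 0.05, whereas *Serpinf1* (log2 fold change −1.58, adjusted p = 0.00646) and *Col14a1* (−0.82, adjusted p = 0.0316) were lower, so fewer fibroblasts are argued against as the whole cause. A stress response during isolation was also weighed. Immediate early genes as a list were lower in Tgfbr1/2 iSMCKO SMCs (median log2 fold change −0.79, camera adjusted p = 0.00602; 0.00557 with counts summed per animal, 0.272 with an estimated inter-gene correlation, 0.0800 with fry), with 0 of 12 genes past 0.05 over all genes and 6 with an unadjusted p under 0.05. An exact permutation test over animals gave p = 0.2 (two-sided), but with 3 animals against 3 it cannot go below 0.1, so it does not argue against a difference in stress. With the mean of these genes as a covariate, 17 of 17 ECM genes and 331 of the 596 genes stayed past the thresholds, which argues against stress as the cause of these. The other 265 may follow the stress response or may have lost the thresholds to the weaker test, which cannot be told apart. Line and deletion go together in these libraries, so the mouse line was not tested as a cause. For *Col15a1*, *Col18a1*, *Mylk*, and *Mylk4* the paper compares floxed mice before and after tamoxifen (Fig. 7B and Fig. 8A), which was not analysed here.

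The excess of lower over higher genes was weighed against depth and scaling. With each library thinned to 20467027 counts, 362 genes were lower and 227 higher (61.5% lower), which argues against library size. With library size only, 48.0% of the genes past the thresholds were lower, and with the 100 most abundant genes left out of the library size 51.1% were (308 lower and 295 higher), so abundant genes do not explain why the scalings part. TMM factors were below 1 in each GFP iSMC library (0.910 to 0.991) and above 1 in each Tgfbr1/2 iSMCKO library (1.01 to 1.08). No spiked-in standard is listed in the table to tell which scaling holds, so a shift in normalization and a true excess of lower genes cannot be told apart.

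*Tgfbr1* and *Tgfbr2* counts barely differed between genotypes, with *Tgfbr2* slightly lower in Tgfbr1/2 iSMCKO SMCs (log2 fold change −0.26, unadjusted p = 0.0304, adjusted p = 0.233). A large share of undeleted SMCs is argued against, since *Pmepa1* was at 10.6% and *Ccn2* at 1.89% of its GFP iSMC level in Tgfbr1/2 iSMCKO SMCs. Transcripts that lack the deleted exons but are still counted remain a candidate explanation, which counts per gene cannot test. *Col15a1*, with the deepest fall of the ECM genes, ends 40054 bases before *Tgfbr1*. Within 5 Mb of *Tgfbr1*, 5 of 103 other genes tested were past the thresholds (Fisher's exact test, two-sided, p = 0.202), and 7 of 105 when *Col15a1* and an antisense gene that overlaps it were counted (p = 0.0224). The first form was adopted after the second had been seen, because genes chosen for the pattern void the test. Within 5 Mb of *Tgfbr2*, 2 of 91 were (same exact test, p = 1). The window of chromosome 4 from 40 to 45 Mb, next to that of *Tgfbr1*, held 9 genes past the thresholds of 92 tested (9.78%, against 2.67% over all genes), 2 lower and 7 higher, so the flank stays open. From these libraries alone, a segment that came with the floxed allele and the loss of TGF-β signaling cannot be told apart for *Col15a1*. The paper reports that *Col15a1* fell after tamoxifen within the floxed line (Fig. 8A, not analysed here), which a segment already there before tamoxifen would not give.

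Of 8 endothelial markers 7 had a log2 fold change above 0 in Tgfbr1/2 iSMCKO SMCs (list median 0.75, camera adjusted p = 0.0174), among them *Cdh5*, from 0.169 to 1.26 CPM (log2 fold change 2.97, adjusted p = 0.0250), and *Vwf*, from 2.51 to 5.74 CPM. *Pecam1*, the most abundant, was at 79.3 CPM in GFP iSMC and 72.5 CPM in Tgfbr1/2 iSMCKO SMCs. More endothelial cells may have been carried over, but markers near 1 CPM and the high baseline of *Pecam1* leave this and a change within the SMCs so that they cannot be told apart. Macrophage markers as a list had a median log2 fold change of 0.53 (camera adjusted p = 0.592).

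The remaining lists are given as values. BMP response genes had a median log2 fold change of 0.39 (camera adjusted p = 0.0309) and vasoconstrictor receptors one of 1.08 (0.0271), with *Adra1b* past both thresholds (log2 fold change 1.37, adjusted p = 0.00848, named after its value was seen). Hox genes had a median of 0.16 (0.464), sex-linked genes 0.10 (0.624), the 2 deleted receptors −0.08 (0.686), and the list of *Pmepa1*, *Mylk4*, and *Elmo1*, which the study chose on these libraries, −3.23 (2.78e-17). *Itgav*, singled out after its values were seen, was at 128 and 167 CPM in the descending libraries of Tgfbr1/2 iSMCKO replicates 1 and 3 and at 11.5 CPM in that of replicate 2, against 14.4 ± 1.27 CPM in ascending/arch and 17.3 ± 5.03 CPM in descending GFP iSMC SMCs (mean ± SD, n = 3 animals).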
